# Subcellular localization of biomolecules and drug distribution by high-definition ion beam imaging

**DOI:** 10.1038/s41467-021-24822-1

**Published:** 2021-07-30

**Authors:** Xavier Rovira-Clavé, Sizun Jiang, Yunhao Bai, Bokai Zhu, Graham Barlow, Salil Bhate, Ahmet F. Coskun, Guojun Han, Chin-Min Kimmy Ho, Chuck Hitzman, Shih-Yu Chen, Felice-Alessio Bava, Garry P. Nolan

**Keywords:** Molecular imaging, Nuclear speckles, Small molecules, Cancer imaging, Mass spectrometry

## Abstract

Simultaneous visualization of the relationship between multiple biomolecules and their ligands or small molecules at the nanometer scale in cells will enable greater understanding of how biological processes operate. We present here high-definition multiplex ion beam imaging (HD-MIBI), a secondary ion mass spectrometry approach capable of high-parameter imaging in 3D of targeted biological entities and exogenously added structurally-unmodified small molecules. With this technology, the atomic constituents of the biomolecules themselves can be used in our system as the “tag” and we demonstrate measurements down to ~30 nm lateral resolution. We correlated the subcellular localization of the chemotherapy drug cisplatin simultaneously with five subnuclear structures. Cisplatin was preferentially enriched in nuclear speckles and excluded from closed-chromatin regions, indicative of a role for cisplatin in active regions of chromatin. Unexpectedly, cells surviving multi-drug treatment with cisplatin and the BET inhibitor JQ1 demonstrated near total cisplatin exclusion from the nucleus, suggesting that selective subcellular drug relocalization may modulate resistance to this important chemotherapeutic treatment. Multiplexed high-resolution imaging techniques, such as HD-MIBI, will enable studies of biomolecules and drug distributions in biologically relevant subcellular microenvironments by visualizing the processes themselves in concert, rather than inferring mechanism through surrogate analyses.

## Abstract (web summary)

Multiplexed ion beam imaging can provide subcellular localisation information but with limited resolution. Here the authors report an ion beam imaging method with nanoscale resolution which they use to assess the subcellular distribution of cisplatin.

## Introduction

Interactions of molecular entities drive function in biological systems. When current understandings of cell function falter short of clinical utility, this drives a need for technologies that enable more precise analysis of cellular biomolecular components within cells in more native contexts. Development of multiparameter high-resolution approaches that visualize relevant drugs and multiple cellular components at the molecular scale will be crucial to overcome limitations in our current understandings.

Fluorescence microscopy is currently the de-facto choice for biomolecular imaging, although multiplexing with fluorophores can be challenging due to the spectral overlap of fluorophores. Recent advancements using cyclic-hybridization protocols enable multiparameter visualization of proteins, RNA, and DNA^1–4^, in part overcoming the spectral issue. These techniques have allowed a range of studies from single cells at super-resolution^5^ to whole tissues^6^ and have revealed novel insights on the spatial distribution of DNA and RNA in their biological context^5,7,8^. Acquisition time for imaging and sample positional shifts between cycles, which become more pronounced at super-resolution scales^9^, places practical limits on the utility of these approaches. Often, imaging of small molecules, such as drugs, metabolites, or lipids, require the conjugation of chemical tags, and can vastly affect biological activities^10^. The ability to directly image atomic components as labels would, with sufficiently high resolution, allow for a three-dimensional (3D) reconstruction of the distribution of multiple biomolecules in whole cells. This will complement the tissue mapping efforts now ongoing worldwide by bringing subcellular maps of the 3D nucleome and proteome to more public use and application.

An alternative modality of biomolecular imaging is mass spectrometry imaging (MSI). Images are obtained via the rastering of a biological sample with a laser^11^ or an ion beam^12^ to liberate molecules to be analyzed by a mass spectrometer. We previously demonstrated the ability of secondary ion beam imaging (SIMS), a form of MSI, to image multiple targeted-proteins in tissue samples using multiplexed ion beam imaging (MIBI)^13^. In MIBI, proteins of interest are stained with isotope-tagged antibodies, and the sample is rasterized with an oxygen-based primary ion beam to generate a two-dimensional composite image of up to 50 proteins, down to 260 nm resolution^14^. A similar approach, imaging mass cytometry (IMC), allows protein and RNA to be visualized in tissues using laser ablation at 1000 nm resolution^15,16^. Although MIBI can define subcellular distribution of dozens of biomolecules, resolution limits (determined by the ion gun, vibration effects, electromagnetic lenses, and the working distance from the gun to the sample) are currently the “filters” that define the limits for 3D cellular imaging at the nanoscale. Instrument development in the SIMS field has yielded devices that enable 3D visualization of small molecules with subcellular resolution, suggesting the potential for multiplexed analysis of dozens of biomolecules and small molecules at the nanoscale^17–24^. Also, analysis of specific single proteins via SIMS at high lateral resolutions has been previously achieved^25–27^, but they lack the specific and scalable targeting of multiple biomolecules.

Here, we report the application of HD-MIBI using a positively charged cesium primary ion beam that allows visualization of subcellular structures with lateral (XY) and axial (Z) resolutions down to ~30 and 5 nm, respectively. We highlight the development of a toolkit for specific protein imaging using multiple isotope-tagged antibodies. HD-MIBI can be extended to determine the precise subcellular locations of multiple small molecules, proteins, and nucleic acids.

We demonstrate the capabilities of HD-MIBI by simultaneously imaging five distinct subnuclear structures and the chemotherapeutic drug cisplatin. Cisplatin was approved in the US in 1978 for testicular and ovarian cancer and remains a key first-line chemotherapeutic across a range of cancers. Cisplatin has the ability to cross-link to guanines or adenines in DNA, thereby interfering with cancer cell replication or gene function^28^. Utilizing a computational framework incorporating dimensional reduction and clustering methods to analyze HD-MIBI data, we identify microenvironments within the nucleus, which we term nuclear neighborhoods, wherein cisplatin shows non-uniform distributions. Notably, one discovered neighborhood wherein cisplatin was enriched was the nuclear speckle^29^. Cisplatin treatment led to aberrant RNA processing, consistent with previous descriptions^30^. Surprisingly, multi-drug treatment of cisplatin and the BET inhibitor JQ1 revealed near complete exclusion of cisplatin from nearly all nuclear neighborhoods in resistant cells. HD-MIBI enables in situ imaging of a drug in its native stage to highlight how cancer cells render themselves resistant to cisplatin treatment through an active exclusion mechanism, suggesting how anti-resistance modalities can be developed to overcome cancer cell resistance to cisplatin. This exemplifies how direct observation of small molecules, co-localized with relevant multi-component biomolecular entities, opens new avenues to understand multiple new mechanisms whereby cells are both susceptible to, and adapt to, drug partitioning in cells.

## Results

### Overview of HD-MIBI

HD-MIBI uses a positively charged cesium primary ion beam with a small spot size to obtain pseudo 3D super-resolution multiparametric visualization of cellular features (Fig. 1a), including the distribution of small molecules. Cells are cultured on a conductive silicon substrate and treated with cisplatin, a small molecule containing a platinum atom that can be efficiently ionized by the cesium beam. Cells are then fixed, simultaneously stained with multiple isotope-tagged antibodies using a protocol optimized for intracellular staining, dried under vacuum, and loaded into the SIMS instrument. To preserve the fine cellular structures under high vacuum, cell preparation and imaging conditions are nearly identical to that in standard scanning electron microscopy. A cell of interest is identified with an optical camera and then iteratively rasterized with the cesium primary ion beam. This process releases a cloud of negative secondary ions at the point of contact on the cell surface, which are collected and recorded pixel-by-pixel using a magnetic sector mass spectrometer. This results in a two-dimensional (2D) image for each analyzed isotope. Serial acquisition of hundreds of planes yields a stack of 2D images for each isotope that can be merged to obtain a multiparameter visualization of the cellular features of interest, and volumetrically reconstructed in 3D at resolutions comparable to other super-resolution fluorescence-based methods. Application of dimensionality reduction and clustering methods to analyze HD-MIBI data enables identification of subcellular microenvironments within cells.

**Fig. 1:**
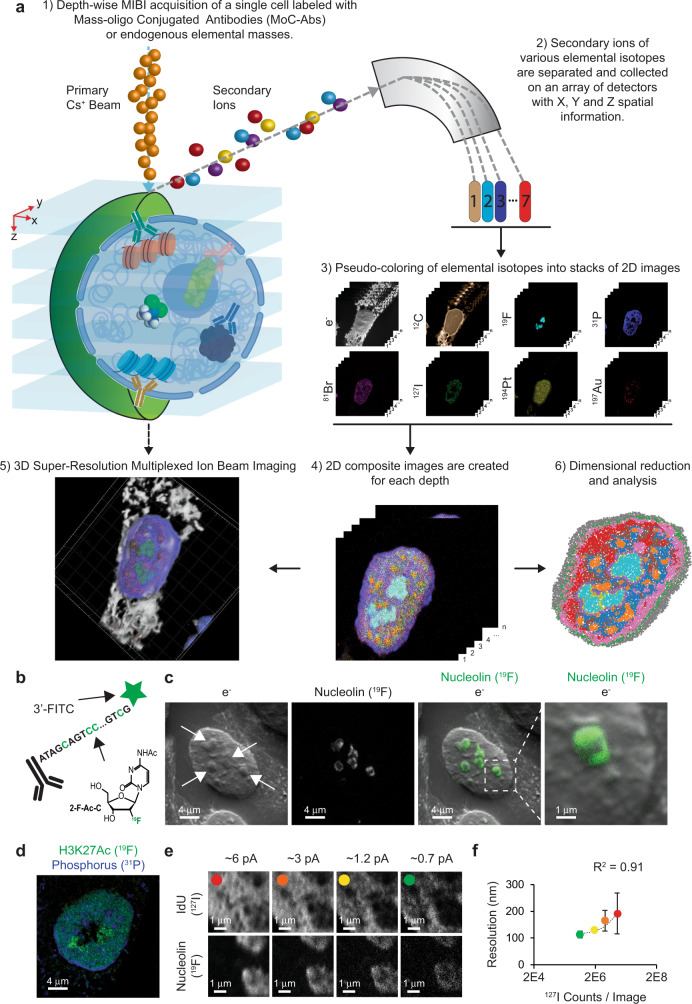
Super-resolution visualization of nuclear structures using HD-MIBI. **a** Workflow of super-resolution ion beam imaging (HD-MIBI). (1) Cells are treated with the drug of study, fixed, and stained with MoC-Abs. Endogenous elemental masses can also be detected. (2) Cells are rasterized by a cesium primary ion beam, and the secondary ions are collected by a magnetic sector mass spectrometer. (3) Spatial information is serially recorded in up to 8 channels simultaneously. (4) A composite image of the cell is reconstructed by combining and pseudo-coloring the total number of channels at each depth. (5) Serial acquisitions via HD-MIBI yields a depth profile that reveals the specific subcellular localization of endogenous and labeled targets. A 3D rendering of the depths are shown here. (6) Ion count extraction on a pixel-by-pixel basis for feature extraction allows the application of computational methods to identify subcellular interactions, such as nuclear neighborhoods. **b** Schematic of ^19^F-based MoC-Ab. The oligonucleotide includes a FITC fluorophore at the 3′ end and the modified base 2-F-Ac-C (green) in place of deoxycytidine. **c** Representative ^–^e and ^19^F images of a HeLa cell stained with anti-nucleolin-^19^F/FITC. From left to right: (1) ^–^e image of a HeLa cell; nucleoli are indicated with white arrows. (2) Image based on ^19^F signals originating from anti-nucleolin-^19^F/FITC. (3) Overlay of images showing the co-localization of ^19^F signal with the subnuclear structures predicted to be the nucleoli from the ^–^e image. (4) An enlarged image of a nucleolus. *n* = 3. **d** Representative HD-MIBI image of a HeLa cell stained with anti-H3K27Ac-^19^F/FITC. Overlay of ion images for ^19^F (green) and ^31^P (blue). The image is the sum of 10 consecutive planes. *n* = 3. **e** HeLa cells were labeled for 24 h with IdU (^127^I) and stained with anti-nucleolin-^19^F/FITC. Using HD-MIBI, 40 depths of a single cell were acquired with an increase of current every 10 scans. Images of newly synthesized DNA (top) and nucleolin (middle) and their overlay (bottom) show details of a region within the nucleus, at different currents. Details of DNA and nucleolus in these settings are increasing by lowering the current, at the cost of ion yield. Colored dots indicate the image used for the quantification shown in panel (**f**). *n* = 3. **f** Quantification of the relationship between HD-MIBI resolution and secondary ion counts. The lateral resolution of ^127^I (present in IdU) at different currents from panel (**e**) was calculated using the 84–16% criterion. The *R*^2^ for the relationship between the increase in resolution and decrease in ion yield was 0.91. Data are presented as mean values +/−SD. *n* = 3 line scans per cell per condition. See Fig. S6 for details.

### Design and validation of an antibody tagging strategy for HD-MIBI

In our original MIBI approach, an oxygen duoplasmatron source was used to generate 2D images of tissue sections stained with lanthanide-tagged antibodies down to 260 nm resolution^13^. Attaining resolutions beyond this limit requires a beam source physically capable of forming a tighter beam. The cesium primary ion beam can achieve resolutions down to 30 nm in biological samples^17,24,31^, but cannot be used in conjunction with lanthanide-tagged antibodies due to inefficient ionization^32^. To circumvent this issue, we developed a new labeling strategy that harnesses the ionization efficiency of the cesium beam, including that for halogen elements. DNA is a versatile polymer that has been extensively functionalized for imaging purposes^3,33–35^. We reasoned that antibodies conjugated with single-stranded DNA (ssDNA) oligonucleotides carrying stable isotopes, such as halogens not normally abundant in cells, would enable super-resolution protein visualization by MIBI. To this end, we developed the mass-oligonucleotide-conjugated antibody (MoC-Ab). Isotope-modified ssDNA oligonucleotides were conjugated to antibodies through thiol-maleimide click chemistry (Fig. S1)^36^. MoC-Abs can be used for intracellular protein staining in an optimized protocol that involves paraformaldehyde fixation, permeabilization, and blocking with a high-salt concentration in the presence of sheared salmon sperm DNA to avoid non-specific binding (Fig. S2).

In a proof-of-concept experiment, the single stable fluorine isotope (^19^F) was incorporated into a FITC-labeled ssDNA by substituting all cytidines with the commercially available N4-acetyl-2′-fluoro-2′-deoxycytidine (2-F-Ac-C) (Fig. 1b; ^19^F/FITC MoC-Ab). The behavior of MoC-Abs is similar to that of unmodified antibodies as shown by confocal microscopy analyses of target specificity, staining intensity, and background levels of nucleolin staining in HeLa cells (Fig. S3A-C). We next assessed the performance of MoC-Abs in HD-MIBI by visualizing HeLa cells stained with anti-nucleolin-^19^F/FITC. Rastering a HeLa cell with the cesium ion beam revealed an enriched ^19^F signal inside the nucleus akin to the fluorescence signal observed using confocal microscopy (Fig. S3D, right images). Moreover, control experiments without anti-nucleolin-^19^F/FITC resulted in an absence of ^19^F signal (Fig. S3D, left images), suggesting that the ^19^F signal observed in the stained cell resulted from the MoC-Ab. The high ^31^P content of the DNA phosphate backbone enabled visualization of the nucleus in the HD-MIBI experiment in a manner analogous to use of DAPI in conventional fluorescent microscopy (Fig. S4).

In HD-MIBI, secondary electron (^−^e) and elemental ion information are simultaneously recorded for each plane. The ^–^e image, akin to that from a scanning electron microscope, enables the identification of certain subnuclear structures such as the nucleolus (Fig. 1c, left image). To confirm the specificity of anti-nucleolin-^19^F/FITC, we merged the ^19^F and ^−^e signals and observed a specific enrichment of the ^19^F signal in nucleolar structures identified through the ^–^e image (Fig. 1c, overlay and right image). To demonstrate the versatility of HD-MIBI, we labeled transcriptionally active chromatin using a ^19^F/FITC MoC-Ab that binds to H3K27Ac (Fig. 1d). The ^19^F signal overlapped with nuclear regions low in ^31^P confirming the specificity of anti-H3K27Ac-^19^F/FITC (Fig. S5). These results demonstrate that detection of MoC-Abs labeled with ^19^F by ion beam imaging can reveal subnuclear structures.

In SIMS, the beam size dictates the lateral resolution and ion yield of the acquired image; the size of the beam is proportional to its current^37^. We quantified the effect of beam current on the ion count per pixel in our samples by acquiring sequential images of the nucleolus of a HeLa cell. Raster size, pixel dwell time, and number of pixels acquired were maintained at constant levels, while the beam current was varied (Fig. S6A, B). We observed that the increase in current scaled with ion counts per pixel (Fig. S6C, D) at the expense of resolution (Fig. S6B). To quantify the lateral resolution, we acquired sequential images of a HeLa cell incubated for 24 h with 5-iodo-2′-deoxyuridine (IdU) to specifically label newly replicated DNA. Under the conditions tested, reduction of the beam current improved the lateral resolution from 193 nm to 113 nm and lowered the total ion count 16-fold (*R*^2^ = 0.91; Fig. 1e, f and Fig. S6E-I). These results show that HD-MIBI resolves targeted subcellular structures with a resolution, to our knowledge, not attainable with current multiplexed MSI methods that target specific proteins^13,15^.

### Multiparametric imaging and unsupervised identification of subnuclear structures

NanoSIMS, the instrument we used for HD-MIBI in these experiments, has a five-log dynamic range that enables simultaneous detection of rich and trace elements^13^. MoC-Abs contains 48 to 72 isotopic labels per antibody, resulting in a limit of detection of down to three MoC-Abs per voxel in certain analytical conditions (Supplementary Note 1). The limit of detection for each element depends on individual ionization efficiencies driven by the cesium ion beam as characterized systematically previously^38^.

We leveraged the capabilities of mass spectrometry for simultaneous data acquisition by expanding on the number of elements used to label MoC-Abs. Halogens are efficiently ionized by the cesium beam due to their high electronegativity and were the elements of choice in the experiments herein. Bromine (^79/81^Br) and iodine (^127^I) are two halogen tags used previously to covalently linked nucleotides for cell proliferation, DNA replication, and RNA synthesis studies, making them biologically validated tags to be harnessed for HD-MIBI. We synthesized and validated MoC-Abs containing 5-bromo-2′-deoxycytidine (5-Br-dC) and 5-iodo-2′-deoxycytidine (5-I-dC) for the labeling of centromeres (anti-CENP-A-^81^Br/Cy3) (Fig. 2a and Fig. S7) and transcriptionally active chromatin (anti-H3K27Ac-^127^I/Cy5) (Fig. 2b and Fig. S8), respectively. To further demonstrate the specificity of MoC-Abs, we labeled transcriptionally silent chromatin (anti-H3K9me3-^81^Br/Cy3) (Fig. S9A) and nucleoli (anti-nucleolin-^127^I/Cy5) (Fig. S9B) in HeLa cells, obtaining the expected patterns for each of these reagents. To exemplify additional capabilities of HD-MIBI other than identification of nuclear structures in cultured cells, we successfully imaged mitochondria in HeLa cells (anti-TOM20-^81^Br/Cy3) (Fig. S9C), and transcriptionally silent chromatin in frozen tissue sections (anti-H3K9me3-^81^Br/Cy3) (Fig. S10).

**Fig. 2:**
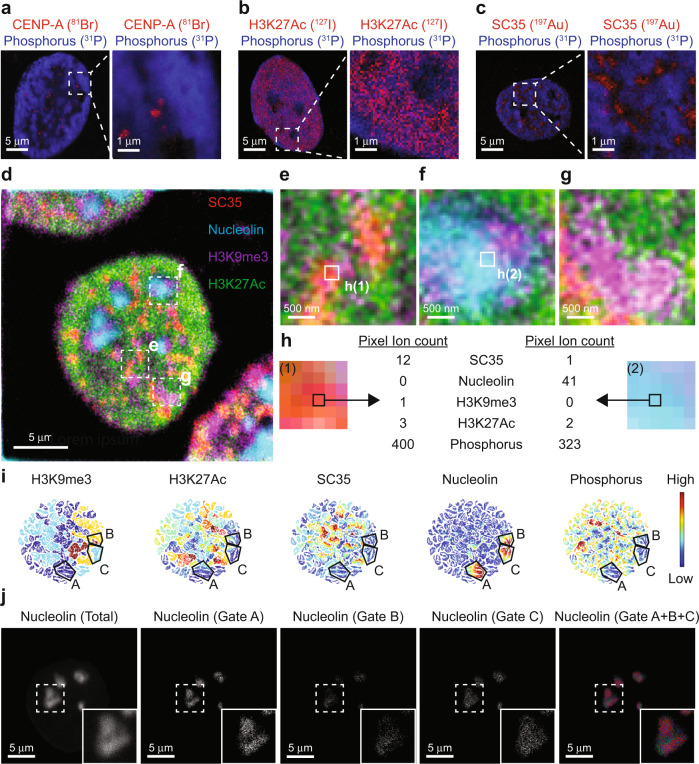
Multiparametric HD-MIBI using MoC-Abs identifies unique subcellular features. **a**–**c** (Left) Representative HD-MIBI images of a HeLa cell stained with **a** anti-CENP-A-^81^Br/Cy3, **b** anti-H3K27Ac-^127^Ir/Cy5, and **c** anti-SC35-biotin recognized by streptavidin-^197^Au/FITC. Overlay of ion images for MoC-Ab (red) and phosphorus (^31^P; blue). (Right) A digital zoom of boxed area in the original image to show specificity of MoC-Ab signal. All images consist of the sums of 10 consecutive planes. *n* = 3. **d** Composite HD-MIBI image of nucleolin (cyan), H3K9me3 (magenta), H3K27Ac (green), and SC35 (red) in a HeLa cell. Cells were stained with anti-nucleolin-^19^F/FITC, anti-H3K9me3-^81^Br/Cy3, anti-H3K27Ac-^127^Ir/Cy5, and anti-SC35-biotin (recognized by streptavidin-^197^Au/FITC). The image consists of the sum of 10 consecutive planes. *n* = 3. **e**–**g** Multiple enlarged images from boxed regions in panel (**d**) showing **e** a nuclear speckle, **f** a nucleolus, and **g** heterochromatin. **h** The largest nucleus in panel (**d**) was masked using the phosphorus signal. The ion counts for each acquired marker (nucleolin, ^19^F; DNA, ^31^P; H3K9me3, ^81^Br; H3K27Ac, ^127^I; and SC35, ^197^Au) were extracted. **i** t-SNE maps of the nucleus in the center of the image shown in panel (**d**) were created using the ion counts for each of the 84,836 pixels from the mask described in (**h**). The ion count for each marker in each pixel was min–max normalized to scale the range to [0, 1]. Each point represents a pixel. Pixels grouped in distinct regions based on the expression of each marker. The color in each map represents the intensity of the indicated marker in each pixel. The areas marked A–C indicate three distinct groups of nucleolin-positive pixels identified manually in the nucleolin map. **j** Grouped pixels from the unsupervised viSNE map are differentially distributed in space as shown in HD-MIBI images of (1) total nucleolin (^19^F) from the HeLa cell shown in panel (**d**), (2) ^19^F signals from pixels within gate A, (3) gate B, (4) gate C, and (5) overlay of ^19^F signals from gates A (red), B (green), and C (blue).

In addition to nucleotide-based methods, other reagents can also be harnessed for high-resolution imaging of specific proteins using SIMS^25–27^. To demonstrate this versatility, we stained HeLa cells with phalloidin conjugated to ATTO514, a fluorophore containing six ^19^F atoms (Fig. S11A). The distribution of actin filaments observed in HeLa cells labeled with this reagent was comparable in confocal microscopy and HD-MIBI images (Fig. S11B, C). Nuclear speckles are nuclear domains containing inter-chromatin material enriched in pre-mRNA splicing components^29^. We also validated detection of SC35, a protein enriched in nuclear speckles, using anti-SC35-biotin with streptavidin-labeled 1.4 nm gold nanoparticles (streptavidin-^197^Au/FITC) by HD-MIBI (Fig. 2c and Fig. S12). We further validated this tool by labeling nucleoli (anti-NPM1-biotin recognized by streptavidin-^197^Au/FITC) (Fig. S13). Collectively, these data demonstrate that distinct atoms and tools are suitable for specific protein imaging using HD-MIBI.

We observed minimal crosstalk between channels as defined by isotope signal quantification in unstained channels of HeLa cells stained with MoC-Abs, one at a time (Fig. S14); therefore, multiplexed imaging, in a manner akin to fluorescence microscopy, can be performed using HD-MIBI (Fig. S15). To demonstrate the multiparameter capabilities of HD-MIBI, we simultaneously visualized nucleolin, H3K9me3, H3K27Ac, and SC35 in HeLa cells (Fig. 2d). Magnification of the composite image revealed a complexity unable to be concluded by simple observations of single-channel images (Fig. 2e–g and Fig. S16). We extracted the ion count per channel on each pixel of the multiplexed image (Fig. 2h) and used t-distributed stochastic neighbor embedding (t-SNE) to identify subnuclear structures (Fig. 2i)^39^. Pixels with high expression of nucleolin were manually grouped into three distinct regions that had variable levels of H3K9me3 and low levels of SC35, H3K27Ac, and phosphorus (Fig. 2i; gates A to C).

To highlight diversity in nucleolar organization, we categorized the pixels within nucleolin-rich regions in the three distinct subsets and generated a composite image of spatial distribution (Fig. 2j). We observed that the pixels with high (Fig. 2j, gate B) or low (Fig. 2j, gate A) H3K9me3 signal occupy contrasting locations within the nucleolin-rich regions of this cell. Thus, HD-MIBI can be used to visualize multiple isotopes simultaneously, and the application of dimensionality reduction techniques to the data enables the identification of distinct subnuclear structures.

### Pseudo 3D reconstruction at the nanoscale with HD-MIBI

In HD-MIBI, ion beam current and residence time at each spot can yield secondary ion information for each plane that results from the ablation of just a few nanometers of the sample surface. Having observed that sequential planes have similar ion counts (Fig. S17), we reasoned that whole 3D nuclear reconstruction could be achieved with HD-MIBI if data were acquired on numerous consecutive planes. Axial resolution at a given analytical condition can be inferred by quantifying how many depths are required to erode a structure or a sample of a known thickness^40^ (Fig. S18A-C). Previous axial resolution quantifications in biological samples on the nanoSIMS were determined to be around 5 nm^41^. In agreement with this measurement, reconstructions of centromeres from HD-MIBI (Fig. S18D) resembled those identified by recent super-resolution microscopy experiments^42^.

As a preliminary experiment, and to demonstrate the feasibility of whole organelle pseudo 3D reconstruction, we acquired 785 planes of a single nucleolus (Fig. 3a and Fig. S19) and performed a volumetric reconstruction (Fig. 3b and Movies S1 and S2). The 3D nucleolar shape is different from other cellular substructures, such as nuclear speckles or mitochondria (Fig. S20). HD-MIBI can resolve juxtaposed subnuclear structures since a 50-plane acquisition was sufficient to distinguish between the centromere, nucleolus, and nuclear speckles in a HeLa cell (Fig. 3c). As further validation, we performed 3D rendering of 400 planes from a single HeLa cell labeled with anti-nucleolin-^19^F, anti-H3K9me3-^81^Br, anti-H3K27Ac-^127^I, and anti-SC35 (recognized by streptavidin-^197^Au), creating a composite 3D visualization of the nucleus (Fig. 3d and Movie S3). These results indicate how HD-MIBI enables whole-cell reconstruction of the genome and epigenome. Combined with an analytical framework, as shown below, HD-MIBI allows for intricate dissection of subcellular microenvironments in single cells.

**Fig. 3:**
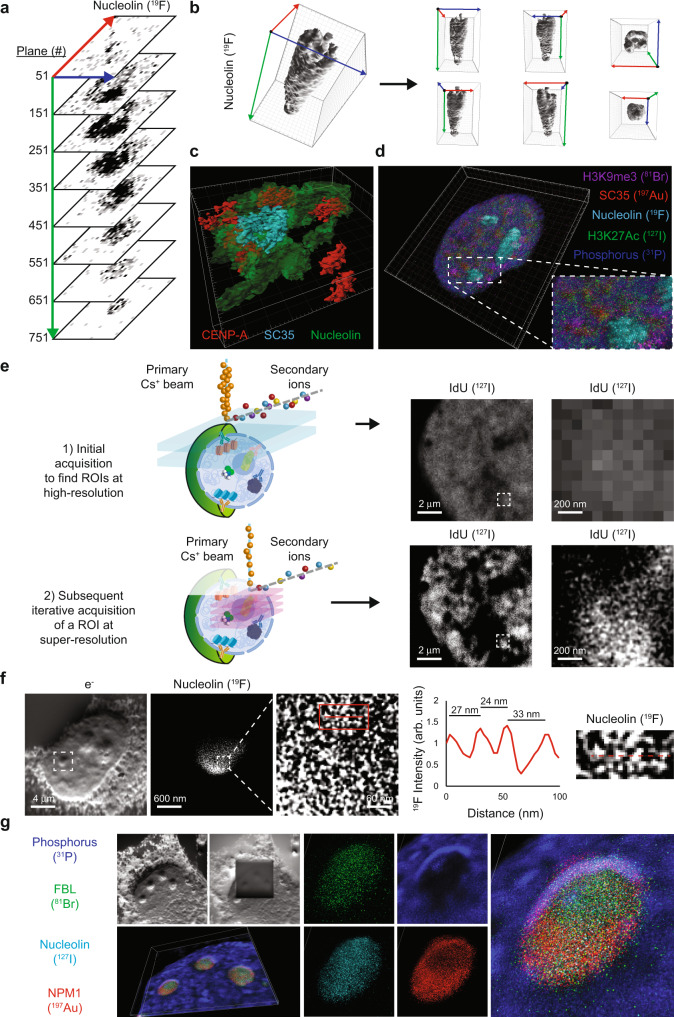
3D nanoscale imaging of the nucleus through iterative HD-MIBI. **a** Representative single-plane HD-MIBI images at different depths of a HeLa cell nucleolus. HeLa cells were stained with anti-nucleolin-^19^F/FITC, and 785 individual planes were acquired to obtain HD-MIBI images of a nucleolus from its appearance to its disappearance. Single planes every 100 depths show a distinctive molecular distribution of nucleolin in the 3D space. See Fig. S19 for images of each individual plane. Blue, red, and green arrows indicate *x*-axis, *y*-axis, and *z*-axis, respectively. **b** (Left) 3D surface reconstruction of images of nucleolin staining of a nucleolus shown in panel (**a**). (Right) Overviews of the same nucleolus along *x*-axis (blue arrow), *y*-axis (red arrow), and *z*-axis (green arrow) with the origin represented as a black dot. **c** Representative 3D surface reconstruction of nucleolus (green), centromeres (red), and nuclear speckles (cyan). HeLa cells were stained with anti-nucleolin-^19^F/FITC, anti-CENP-A-^81^Br/Cy3, and anti-SC35-biotin (recognized by streptavidin-^197^Au/FITC). The image consists of the 3D reconstruction of a stack of 40 consecutive planes. **d** Representative 3D reconstruction of nucleolin (cyan), phosphorus (blue), H3K9me3 (magenta), H3K27Ac (green), and SC35 (red) in a HeLa cell stained with anti-nucleolin-^19^F/FITC, anti-H3K9me3-^81^Br/Cy3, anti-H3K27Ac-^127^I/Cy5, and anti-SC35-biotin (recognized by streptavidin-^197^Au/FITC). The image consists of the 3D reconstruction of a stack of 400 consecutive planes. Enlarged images from the boxed region show details of marker distribution. **e** (Left) Workflow of iterative HD-MIBI: (1) Five to ten depths at high current are acquired in a cell of interest at 25 × 25 μm to identify a ROI. (2) Iterative acquisition is performed by focusing the beam into the ROI at lower currents in a smaller area of 5 × 5 μm or 10 × 10 μm. (Right) (Top) Representative region of the IdU signal (^127^I) in a nucleus of a HeLa cell labeled for 24 h with IdU (^127^I). (Bottom) A 10 × 10 μm ROI was acquired for super-resolution imaging of chromatin folding. Enlarged image of the boxed region shows fine detail of IdU labeled chromatin. *n* = 2. **f** Quantification of the resolution of iterative HD-MIBI imaging of a nucleolus. From left to right: (1) ^–^e image of a HeLa cell reveals subnuclear structures including the nucleoli chosen for iterative HD-MIBI. (2) A 3 × 3 μm ROI was acquired by iterative HD-MIBI for nucleolin (^19^F). *n* = 2. (3) An enlarged view from the boxed region in image 2 showing the nanoscale organization of nucleolin (^19^F). (4) Line scan along the red line in the boxed region in image 3 demonstrates identification of molecules spaced about 30 nm. (5) An enlarged view of the boxed region in image 3. See Fig. S21 for additional examples. **g** Iterative HD-MIBI 3D reconstruction. HeLa cells were stained with anti-FBL-^81^Br/Cy3, anti-nucleolin-^127^Ir/Cy5, and anti-NPM1-biotin (detected with streptavidin-^197^Au/FITC). Iterative HD-MIBI was performed on a site with three nucleolin. The ^−^e image confirmed that the ROI was acquired. Nucleolin (cyan), phosphorus (blue), FBL (green), and NPM1 (red) were used for 3D reconstruction from 40 consecutive planes. These images identify the granular component (GC, NPM1-positive), dense fibrillar component (FBL- and nucleolin-positive), and perinucleolar heterochromatin (PNC, phosphorus-high).

### Iterative HD-MIBI resolves nanoscale nucleolar components at the molecular scale

A lateral resolution down to 30 nm in biological samples has been previously reported using the cesium primary ion beam, by focusing it to an area of interest measuring a few microns^17,31^. During each pass of the primary ion beam, only the top material contacted is ablated. Most of the sample is preserved due to the high axial resolution (~5 nm) and thus is available for further imaging. We reasoned that we could perform an initial acquisition of a target cell to define a region of interest (ROI) and subsequently focus on that subcellular feature for higher resolution profiling (Fig. 3e, workflow). Indeed, re-probing a region of interest in an IdU-treated cell enabled iterative imaging at higher resolution (Fig. 3e, IdU images).

To achieve our highest benchmarked resolution in MSI of specific proteins, we performed iterative HD-MIBI in a single HeLa cell labeled with anti-nucleolin-^19^F. Using line scans across the image to quantify the distance between ^19^F signals as commonly done for fluorescence-based super-resolution images^43^, we identified nucleolin molecules spaced at about 30 nm apart (Fig. 3f and Fig. S21). This conforms with an expected size of a nucleolin monomer of ~76 kDa, with an estimated globular diameter of about 5–10 nm, and would be expected to interact with several other proteins in the nucleolar complex in its varied roles as a nucleosomal remodeling agent, amongst other activities^44^. The secondary electron image of a cell before and after an iterative HD-MIBI acquisition showed a generally even ablation of the field of view (FOV), which focused on three nucleoli (Fig. 3g, e^−^ images). A 3D reconstruction of a single nucleolus from this acquisition (Fig. 3g) revealed the expected spatial distribution of nucleolar proteins within a single nucleolus (Fig. 3g and Fig. S22). Hence, a first scan to define an area of interest and subsequent imaging to enhance the resolution revealed molecules spaced about 30 nm apart.

### Nuclear neighborhoods enable the identification of regions of drug enrichment

SIMS enables subcellular visualization of exogenously incorporated small molecules and has been previously used to study the cellular distribution of the metallo-drug cisplatin^45^, which is used to treat various types of cancer^46^. The presumed mechanism of cisplatin action is cross-linking to DNA, formation of adducts, and interference in DNA replication. The platinum atom of cisplatin (Fig. S23A) can be efficiently ionized using a cesium beam in SIMS^47^, providing an ideal drug that can also function natively as a tag. We incubated TYK-nu cells, an immortalized ovarian cancer cell line, for 24 h with a range of concentrations of cisplatin to identify a concentration at which drug was internalized but caused minimal cell death (Fig. S23B). Naturally, occurring platinum is composed of five stable isotopes (Fig. S23C); we took advantage of isotopically pure cisplatin (^194^Pt) to maximize Pt counts on a single SIMS channel. Cells treated with 15 μM cisplatin (^194^Pt) for 72 h exhibited ^194^Pt counts well above the background (Fig. S23D), with signal observed in cytoplasm and nuclei (Fig. 4a), consistent previous SIMS data^45^. Minimal crosstalk between mass channels was observed (Fig. S23E). We performed MoC-Ab staining of cisplatin-treated cells and acquired images of ^–^e, ^12^C (indicative of overall cellular structure), ^19^F (nucleolin), ^31^P (DNA), ^81^Br (H3K9me3), ^127^I (H3K27Ac), ^194^Pt (cisplatin), and ^197^Au (SC35) to generate an eight-channel image at super-resolution. HD-MIBI revealed a non-uniform distribution of cisplatin in TYK-nu nuclei, and composite images enabled the visualization of the subnuclear distribution of cisplatin (Fig. 4a).

**Fig. 4:**
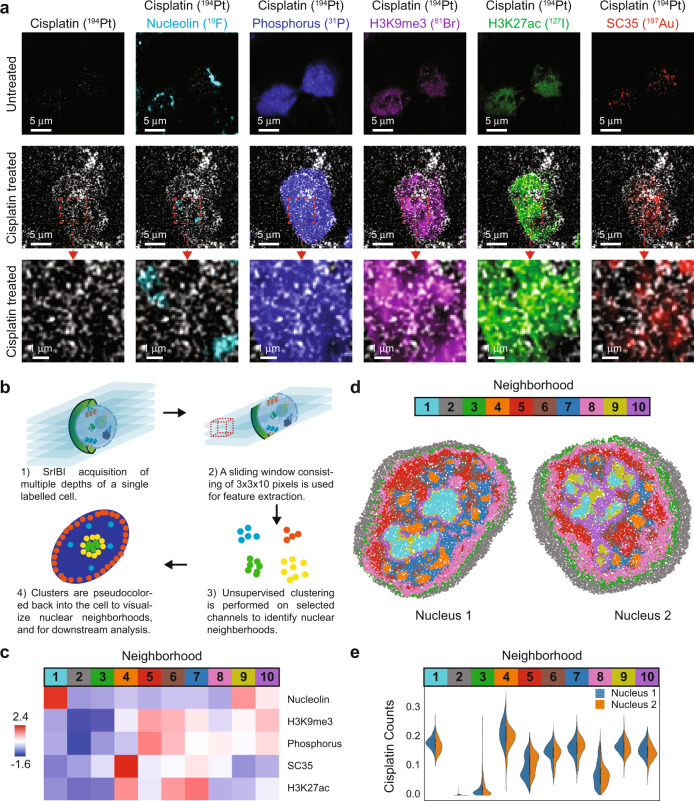
Subcellular localization of cisplatin distribution. **a** Representative HD-MIBI images of TYK-nu ovarian cancer cells treated with DMSO (top row) or 15 μM cisplatin for 72 h (middle and bottom rows) and stained with anti-nucleolin-^19^F/FITC, anti-H3K9me3-^81^Br/Cy3, anti-H3K27Ac-^127^I/Cy5, and anti-SC35-biotin (detected with streptavidin-^197^Au/FITC). We simultaneously acquired images of nucleolin (^19^F), DNA (^31^P), H3K9me3 (^81^Br), H3K27Ac (^127^I), cisplatin (^194^Pt), and SC35 (^197^Au), in addition to ^–^e. (First column) Cisplatin (^194^Pt) distribution within the cell. (Second to sixth columns) Overlay of ion images for cisplatin (^194^Pt; white) and a second marker. The brightness intensities for H3K9me3 and H3K27ac were lowered for cisplatin-treated images, compared to untreated images, to avoid overexposure of the cisplatin-treated images. Images consist of the sums of 100 consecutive planes. Scale bars, 5 μm. *n* = 2. **b** A schematic for the identification of nuclear neighborhoods. (1) HD-MIBI acquisition is performed on single TYK-nu cells treated with cisplatin and labeled with MoC-Abs as described in panel (**a**). (2) A sliding window of 3 × 3 × 10 pixels is used for feature extraction for all channels imaged. (3) Unsupervised clustering is performed on extracted features to identify nuclear neighborhoods. (4) Identified clusters are recolored back onto the cell to visualize nuclear neighborhoods spatially. **c** A heatmap of the 10 distinctive neighborhoods identified based on the five indicated nuclear markers. The intensity of each marker is denoted by the scale bar on the left. The identified clusters of interactions, termed nuclear neighborhoods, are colored and numbered. **d** Identified nuclear neighborhoods are used to recreate the cell, resulting in distinctive structures that resemble known features in the nucleus. Two representative TYK-nu nuclei are shown. **e** Violin plots showing cisplatin counts for each nuclear neighborhood identified in panel (**c**) for the two nuclei shown in panel (**d**).

Biomolecules in the nucleus are organized spatially to enable proximity-determined pockets of interaction^48,49^, akin to tissue^3,14,50^ and subcellular microenvironments^51,52^. In such a nuclear neighborhood, the function of various biomolecules might be dependent on their spatial localization and the context of other nearby constituents. We used the multiplexed data generated from HD-MIBI to identify distinct nuclear neighborhoods. First, whole-cell HD-MIBI acquisition was performed on cisplatin-treated cells (Fig. 4b, top left, and Movie S4). We then applied a sliding window, consisting of 3 × 3 × 10 pixels, to extract the average isotope counts per window for five channels (H3K9me3, H3K27Ac, SC35, nucleolin, and phosphorus; Fig. 4b, top right). Unsupervised clustering was then performed on these extracted features to group windows based on similarity (Fig. 4b, bottom right). Individual voxels were then pseudo-colored based on these groups for visualization purposes (Fig. 4b, bottom left). In total, 20,000 randomly sampled 3D voxels from the middle 40 Z-planes were extracted from each of the 2 cells, for a sum of 40,000 voxels.

Clustering of these 40,000 voxels based on the five channels gave rise to 10 distinct clusters, which represented 10 different nuclear neighborhoods (Fig. 4c) at this scale of observation and with these markers. We used the histone markers H3K9me3 and H3K27Ac as well-characterized surrogates for heterochromatin (higher DNA density) and euchromatin (low DNA density), respectively^53^. That these markers were consistently located in separable clusters supports this unsupervised approach to distinguish fine structure details (Fig. 4c, neighborhoods 5, 7, and 10). For instance, regions that are high in H3K9me3 also had abundant phosphorus, as expected because of the condensed nature of heterochromatin (Fig. 4c, neighborhood 5). We colored the voxels in each nucleus based on these groups and projected them onto a 2D plane to better visualize the spatial distribution of the nuclear neighborhoods (Fig. 4d). These images reveal distinctive nuclear structures, such as nucleoli (neighborhood 1), nuclear speckles (neighborhood 4), and chromatin that resembles lamin-associated domains (neighborhood 8). Features that are difficult to distinguish visually in the HD-MIBI images (Fig. 4a) could now be appreciated as neighborhood groupings of molecules (Fig. 4d), such as perinucleolar heterochromatin (neighborhood 9), as well as heterochromatin-like regions (neighborhood 10), and euchromatin (neighborhoods 6 and 7). This is also able to distinguish features that appear to be edge effects (neighborhoods 2 and 3)—note that interface regions themselves are not always artifacts and can be used to denote domain boundaries or even interaction regions of mixed molecules.

Identification of subcellular microenvironments, combined with the spatial characterization of atomic components from small molecules, offered the ability to create subcellular maps for multiple types of biomolecules and to determine the affinity of cisplatin for these different nuclear neighborhoods. In the two cells analyzed in 3D at ~150 nm axial and ~5 nm axial resolution (each cell takes >20 h), we observed that nuclear speckles contained high levels of cisplatin (Fig. 4e, neighborhood 4). Cisplatin was lower in heterochromatin regions and lamin-associated domains than in other regions (Fig. 4e, neighborhoods 5 and 8).

These results validated HD-MIBI as a tool allowing study of the molecular scale localization of small molecules and showed a uniquely differential distribution of cisplatin into distinct nuclear neighborhoods.

### Identification of nuclear neighborhood interactions leads to underscore a role for cisplatin in promoting aberrant RNA maturation

To better observe the spatial enrichment of cisplatin in the nuclear speckles relative to their depletion from closed chromatin, we created super-resolution images of cisplatin localization using iterative HD-MIBI (Fig. 5a and Fig. S24). Diversity of nuclear organization is appreciated upon inspection of iterative HD-MIBI images (Fig. 5a, right panels). We combined the visual nature of dimensionality reduction methods with the spatial information encoded within our data. This was initiated by randomly selecting 20,000 voxels across five different cells for combined analysis (see “Methods”). We then performed dimensional reduction using t-SNE on the log-transformed, mean isotope counts per voxel (Fig. S25A). As expected, signals were grouped together based on levels of marker expression (Fig. S25A). We next applied unsupervised hierarchical clustering followed by manual annotation of the clusters. This led to the identification of 11 unique nuclear neighborhoods as demarked (Fig. 5b–d and Fig. S25B-D).

**Fig. 5:**
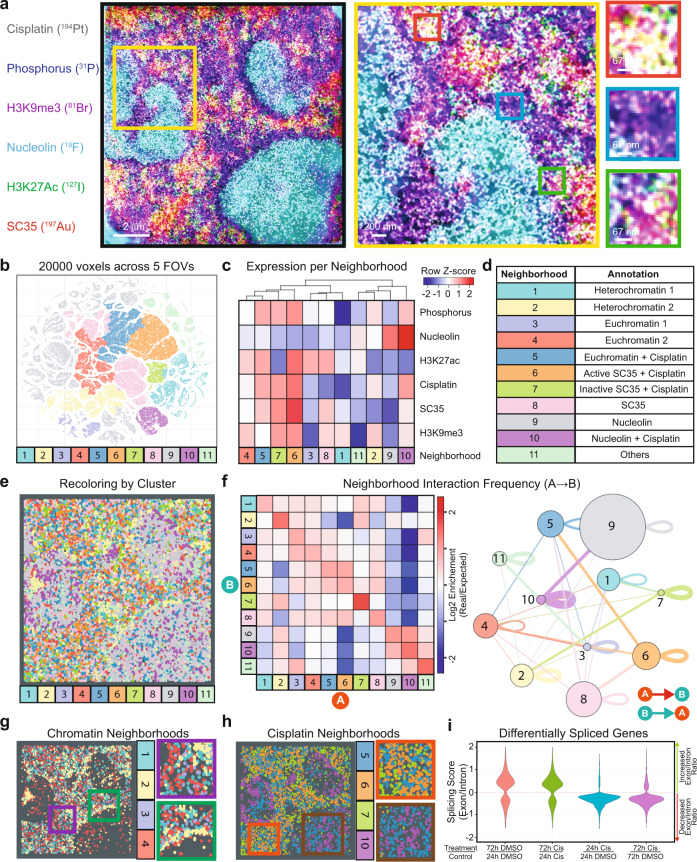
An analytical framework to identify nuclear neighborhood interactions in multiplexed super-resolved data. **a** Representative HD-MIBI image of cisplatin-treated TYK-nu cells. TYK-nu ovarian cancer cells were treated with 5 μM cisplatin for 24 h and stained with anti-nucleolin-^19^F/FITC, anti-H3K9me3-^81^Br/Cy3, anti-H3K27Ac-^127^I/Cy5, and anti-SC35-biotin (detected with streptavidin-^197^Au/FITC). Images of nucleolin (^19^F), DNA (^31^P), H3K9me3 (^81^Br), H3K27Ac (^127^I), cisplatin (^194^Pt), and SC35 (^197^Au) were simultaneously acquired. A 100-μm^2^ ROI in the nucleus was acquired by iterative HD-MIBI. Displayed are nucleolin (cyan), phosphorus (blue), H3K9me3 (magenta), H3K27Ac (green), cisplatin (gray), and SC35 (red). Denoising was performed using a k-nearest neighbor approach. An unfiltered image is shown in Fig. S24. Enlarged images from boxed regions exemplify the nuclear organization diversity. Images consist of the sums of 20 consecutive planes. **b** t-SNE map colored by the 11 identified nuclear neighborhoods. The t-SNE map is derived from 100,000 voxels of dimension (*x*, *y*, *z*) = (10, 10, 5) pixels (20,000 voxels were randomly sampled across 5 different cells). Each point represents a voxel. Voxels grouped in distinct regions based on the expression of each marker. The 11 hierarchical clusters were identified by unsupervised hierarchically clustering, followed by manual annotation. **c** An expression profile of the mean marker expression in each of the 11 distinctive nuclear neighborhoods. The scale intensity of each marker is denoted by the color bar on the top right (Z-score, normalized to each row). **d** Annotation of each neighborhood, based on their mean marker expression profile from panel (**c**). **e** Identified nuclear neighborhoods described in panel (**d**) are used to recreate the cell, resulting in distinctive structures that resemble known features in the nucleus shown in panel (**a**). **f** Pairwise interaction frequency calculations. A permutation test was implemented to quantify the frequency of pairwise neighborhood interactions. If two points (e.g., A and B) were within 5 pixels of each other, they were defined as interacting. The mean of 1000 shuffled interaction frequencies was taken as the expected interaction frequency. (Left) The neighborhood interaction frequency map was calculated using the log2 enrichment of the real over expected number of pairwise interaction frequencies. (Right) The same interaction frequency was represented here in graph form, where size-proportional nodes represent neighborhoods, while width-proportional edges represent log2 enrichment of the real over expected interactions between neighborhoods. Only statistically significant edges (one-sided test, *p* < 0.05, see “Methods” for details) are plotted. The directionality of the edges is indicated by the color of the node it originates from. **g**, **h** Nuclear neighborhoods are colored as shown in the legend of panel (**d**) to show **g** chromatin-specific neighborhoods, and **h** cisplatin-enriched neighborhoods. Enlarged images from boxed regions exemplify different neighborhood interactions: accessible euchromatin (purple box), heterochromatin near the nucleolus (green box), an inactive/active boundary of cisplatin-containing nuclear speckles (orange box), and cisplatin-euchromatin adducts within the nucleolus (brown box). **i** Differentially spliced transcripts between control and treatment conditions were identified (*p*-adj < 0.05, from left to right, *n* = 3170, 3842, 1012, and 1034). The splicing score was calculated, where 0 represents no change, >0 represents increased splicing and <0 represents decreased splicing in the treatment compared to control.

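For Fig. 5i, the exon and intron counts of each gene were compared between groups of 3 RNA-seq libraries by logistic regression (Wald test, Benjamini-Hochberg adjusted p under 0.05). Genes with at least 1 exon and 1 intron count in each of the 6 libraries compared were tested. The exon/intron ratio differed between 72 and 24 h in DMSO, the solvent control, for 3278 of 9739 genes. Between 72 and 24 h in cisplatin, it differed for 3984 of 9818 genes. Cisplatin and DMSO differed for 1110 of 9678 genes at 24 h and for 1144 of 10011 genes at 72 h. With the replicate number as a block in the model, the counts were 3267 and 3990 genes for time in DMSO and in cisplatin, and 1029 and 1273 genes for cisplatin at 24 and 72 h. Libraries with the same replicate number did not deviate together from their group means. The mean correlation of these deviations across genes was 0.015 and 0.0078 for the time comparisons, and -0.018 and 0.0049 for cisplatin at 24 and 72 h. The largest change came from estimating a dispersion for each gene from the replicates (quasi-binomial model, 4 residual degrees of freedom), which left 64 and 97 genes for time in DMSO and in cisplatin, and 0 genes for cisplatin at either time. At an unadjusted p under 0.05, the quasi-binomial model gave 1823, 2157, 530 and 683 genes in that order.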

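Among the 3278 genes that differed between 72 and 24 h in DMSO, 2193 had a splicing score above 0 and 1085 a score below 0, with a median score of 0.37. In cisplatin, 2838 of the 3984 genes that differed between the times had a score above 0 and 1146 a score below 0, with a median of 0.31. The direction was the opposite between cisplatin and DMSO. At 24 h, 1035 genes had a score below 0 and 75 a score above 0, with a median of -0.27 and quartiles of -0.42 and -0.17. At 72 h, 971 genes had a score below 0 and 173 a score above 0, with a median of -0.31 and quartiles of -0.46 and -0.17. The share of called genes below 0 was 93.2% ± 10.1 at 24 h and 84.9% ± 0.783 at 72 h (SD over the 3 cisplatin libraries, each scored alone against the DMSO mean). This SD leaves out the spread of the DMSO libraries and of the calling of genes. With each library left out, the share ran from 76.7 to 96.1% at 24 h and from 79.5 to 87.3% at 72 h. The share below 0 moved most when all tested genes were scored in place of the called genes, to 62.2% at 24 h and 67.3% at 72 h. All 3 cisplatin libraries lay on one side of all 3 DMSO libraries for 410 (36.9%) of the called genes at 24 h and for 676 (59.1%) at 72 h. Over all genes tested, these shares were 9.53% at 24 h and 14.0% at 72 h, where chance gives 10%. Between the times, the shares over all genes tested were 27.8% in DMSO and 29.1% in cisplatin.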

Neighborhoods 1 and 2 were enriched for the heterochromatin marker H3K9me3, while neighborhoods 3 and 4 were enriched for the euchromatin marker H3K27ac. Neighborhood 5 represented cisplatin present in regions of euchromatin, while neighborhoods 6 and 7 represented cisplatin present in regions containing SC35 that either contained active chromatin (i.e., high in H3K27ac, SC35, and phosphorus) or inactive chromatin (low in H3K27ac, high in SC35 and phosphorus). Neighborhoods 8 and 9 represent well-recognized nuclear regions, rich in SC35 and Nucleolin, respectively, while neighborhood 10 indicated cisplatin-rich regions of the nucleolus. Each neighborhood was well represented in each cell (Fig. S25E). We next reconstructed the nuclear organization diversity observed in iterative HD-MIBI images of cisplatin-treated cells using the neighborhood and spatial information alone (Fig. 5e and Fig. S26), demonstrating that the inferred neighborhoods are an appropriate representation of nuclear organization.

Since we expect the nucleus is organized with intent, certain neighborhoods should interact with each other at a higher frequency than random. We implemented a pairwise interaction permutation test for this (Fig. 5f, see “Methods” for details) and the statistical significance for each pairwise interaction is indicated (Fig. 5f and Fig. S27). As seen in Fig. 5f, there was a clear preference for co-association, or not, of certain nuclear neighborhoods.

Neighborhoods rich in nucleolin were highly self-associating (Fig. 5f, neighborhoods 9–10), indicating a clear partitioning of the nucleolin in the nucleus. Neighborhoods representing chromatin (neighborhoods 1–4) were also compartmentalized for “inactive” (neighborhoods 1 and 2) or “active” (neighborhoods 3 and 4). We observed that heterochromatin self-aggregated, was tightly packed, and surrounded the nucleolus (Fig. 5f, g, green box), whereas euchromatin was dispersed, as expected due to higher accessibility of the DNA (Fig. 5f, g, violet box). In line with previous reports we corroborated that cisplatin accumulated in the nucleolus (Fig. 5c)^45^, but we further observed that cisplatin within the nucleolus spatially segregated into two distinct neighborhoods (Fig. 5f, h, brown box, neighborhoods 5 and 10); we do not know the nature of this bilocation. In addition, extending our initial unique finding (Fig. 4f), we observed that nuclear speckle neighborhoods were distinctly enriched in cisplatin (Fig. 5c, h, orange box, neighborhoods 6 and 7; and Fig. S28).

Interestingly, the nuclear speckle neighborhoods 6 and 7 were highly self-associating but had no significant inter-neighborhood interactions (Fig. 5f, h, neighborhoods 6 and 7). Since the nuclear speckles are nuclear domains enriched in pre-mRNA splicing components, we were compelled to investigate manners in which cisplatin might interfere in cell-wide splicing of RNA. We inferred incomplete splicing (as determined by the presence of unspliced intronic sequences) from triplicate bulk poly(A) + RNA-seq experiments at two time points (Fig. 5i), and calculated a splicing score (>0 indicates increased splicing, 0 indicates no change, <0 indicates decreased splicing in treatment relative to control; see “Methods” for details). 

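TYK-nu cells, a high-grade serous ovarian cancer line, were treated with 15 μM cisplatin or with DMSO for 24 or 72 h, in 3 replicates each. Poly(A)+ RNA from the 12 cultures was made into strand-specific libraries and sequenced on one lane. The authors aligned the reads to GRCh38 with HISAT2 and counted fragments on exons and on introns of each gene of Ensembl release 98 with HTSeq-count. They deposited these counts without normalization, for 17508 genes. Of these genes, 16172 had both an exon and an intron entry, 423 had no exon entry and 913 had no intron entry. The total of exon and intron counts per library ranged from 19940352 to 30792139 in DMSO at 24 h (median 28106882) and from 18526830 to 36911333 in cisplatin at 24 h (median 24542748). At 72 h, it ranged from 26921033 to 44713703 in DMSO (median 28578024) and from 31908403 to 68753262 in cisplatin (median 49205311). Intron counts numbered between 1185012 and 4840181 per library. The exon/intron ratio was compared with the logistic regression that the paper describes. It was also compared with a quasi-likelihood test in edgeR, which includes the spread between replicates. In the edgeR model, each library had its own term, the exon and intron counts of a library shared its total as library size, and the 12 libraries were fitted together. It covered the 9380 genes with at least 10 exon and 10 intron counts in at least 3 of the 12 libraries. The splicing score was computed from the exon/intron ratios summed over replicates, as in Eq. 4, without a pseudocount.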

RNA splicing was noticeably reduced when comparing cisplatin treatments with control at both 24 and 72 h (Fig. 5i). Thus, the reduction in spliced RNA transcripts observed by global transcriptome profiling orthogonally complemented the HD-MIBI observation that cisplatin accumulates within nuclear speckles, supporting a role for cisplatin in driving aberrant RNA maturation, and thereby potentially adding to its known roles in anti-cancer therapeutic modality.

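Intron counts made up 6.75% ± 0.38 (SD, n = 3 libraries) of all counts with cisplatin and 6.49% ± 0.21 (SD, n = 3) with DMSO at 24 h. The difference of 0.261 percentage points was smaller than the spread between the cisplatin libraries (two-sided exact permutation test, p = 0.4). At 72 h, the share was 7.03% ± 0.15 (SD, n = 3) with cisplatin and 6.81% ± 0.044 (SD, n = 3) with DMSO. All 3 cisplatin libraries were above all 3 DMSO libraries at 72 h, with a difference of 0.212 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Within same-numbered pairs, the share was higher with cisplatin by 0.172 and 0.885 points and lower in the third pair (-0.274) at 24 h, and higher by 0.101, 0.225 and 0.311 points at 72 h. With the replicate number as a block, the exact sign-flip test gave p = 0.75 at 24 h and p = 0.25, the smallest possible for 3 pairs, at 72 h. The 95% Wilson intervals of single libraries were narrow, such as 6.86 to 6.88% for cisplatin replicate 1 at 72 h, and cover counting error only.

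**Figure D1:**
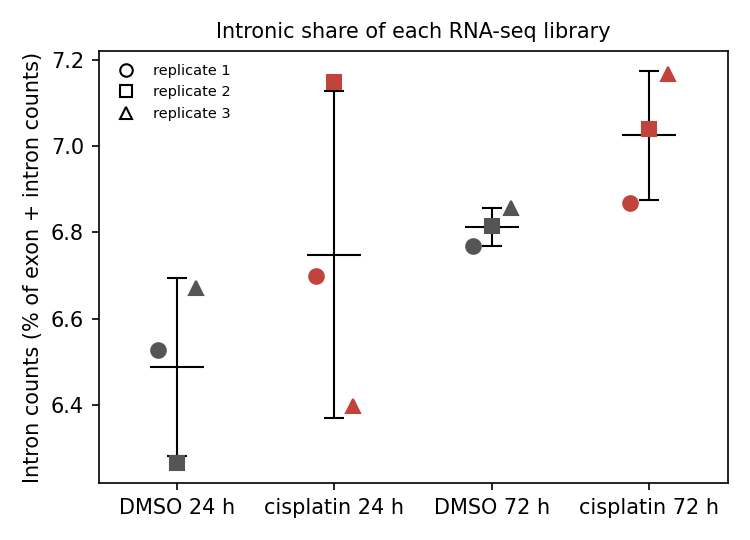
Intron counts as a percentage of exon plus intron counts in each of the 12 RNA-seq libraries, by treatment and time. Points are libraries, with their replicate number as the symbol, and horizontal and vertical lines are the mean and SD of 3 libraries. The vertical axis does not start at 0. The cisplatin libraries range from 6.40 to 7.15% at 24 h, overlapping the DMSO libraries (6.26 to 6.67%), and from 6.87 to 7.17% at 72 h, above them.

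Over all genes tested by logistic regression, the median splicing score was -0.070 ± 0.10 at 24 h (SD of the 3 cisplatin libraries, whose medians were -0.12, -0.20 and 0.0095). At 72 h it was -0.094 ± 0.035, with library medians of -0.086, -0.10 and -0.15. The mean of the median scores within same-numbered pairs was -0.071 at 24 h and -0.085 at 72 h. By the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of 9380 genes had a changed exon/intron ratio at 24 h (594 at an unadjusted p under 0.05). At 72 h, 2 genes had one, both lower with cisplatin (585 at an unadjusted p under 0.05), against 4 genes with a minimum of 1 exon and 1 intron count in 1 library. With the replicate number as a block, the test gave 0 and 2 genes. The difference between the effects at 24 and 72 h passed the threshold for 0 genes (interaction term, 427 at an unadjusted p under 0.05). In simulated libraries, the edgeR test recovered 160 of 200 genes changed 2-fold but only 2 of 200 changed 1.25-fold. These low numbers therefore do not exclude changes of the smaller size. RPS19 (ENSG00000105372), which lies on chromosome 19 of GRCh38 from 41860255 to 41872925 on the + strand, had an exon/intron ratio of 79.1 ± 7.01 (SD, n = 3) with cisplatin and 151 ± 10.7 (SD, n = 3) with DMSO at 72 h. Its log2 change was -0.94 (standard error 0.12, adjusted p = 0.000251 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed at -0.88 or lower with each library left out in turn. POLR2J3 (ENSG00000285437), on chromosome 7 from 102562133 to 102572583 on the - strand, had a ratio of 0.307 ± 0.0725 (SD, n = 3) with cisplatin and 1.92 ± 0.0887 (SD, n = 3) with DMSO. Its log2 change was -2.60 (standard error 0.42, adjusted p = 0.00501 from the same edgeR test), from 14 to 42 exon counts per cisplatin library. With each library left out in turn, this change ran from -2.84 to -2.48 and passed the threshold in 5 of 6 fits. Without cisplatin replicate 1, the adjusted p from the same edgeR test was 0.0595. POLR2J3 has near-identical copies and RPS19 has processed pseudogenes, between which the counting could have split reads, so both values are uncertain. The time comparisons gave 1075 genes in DMSO and 1118 genes in cisplatin in the same edgeR test, and 957 and 974 with the block.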

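A lower exon/intron ratio can come from fewer exon counts or from more intron counts. Both kinds of count were scaled by the TMM library sizes of the exon counts. Changes were computed for 1033 of the 1035 genes called at 24 h with a score below 0. At 72 h, they were computed for 967 of the 971 such genes. The 1033 genes had a median log2 change of -0.015 in exon counts (SD 0.032 over 3 cisplatin libraries) and of 0.27 in intron counts (SD 0.18). The 967 genes at 72 h had a median log2 change of -0.056 in exon counts (SD 0.013) and of 0.28 in intron counts (SD 0.026). These genes were chosen by their lower ratio. Over all 9380 genes tested by edgeR, the median change of intron counts was 0.074 at 24 h (SD 0.10), within the spread between libraries, and 0.086 at 72 h (SD 0.036), larger than it. The intron counts of 64.4% of these genes were higher with cisplatin at 24 h and those of 67.3% at 72 h. The scaling holds the median change of exon counts near 0, so over all genes it cannot tell more intron counts from fewer exon counts.

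**Figure D2:**
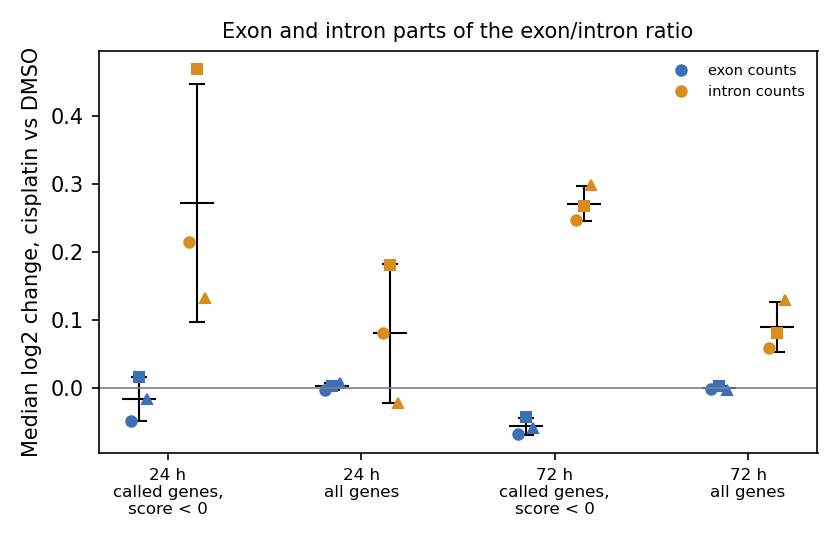
Median log2 change with cisplatin against DMSO of exon counts (blue) and intron counts (orange) at 24 and 72 h. Medians are over 1033 (24 h) and 967 (72 h) genes called by logistic regression with a score below 0, and over all genes tested by edgeR. Each symbol is 1 cisplatin library against the mean of the 3 DMSO libraries (circle, square and triangle for replicates 1, 2 and 3), and lines are the mean and SD of the 3. At 24 h the median change of intron counts over all genes runs from -0.022 to 0.18, and at 72 h from 0.059 to 0.13.

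In edgeR quasi-likelihood tests of each kind of count alone, 0 of 10444 genes had changed exon counts at 24 h (260 at an unadjusted p under 0.05). At 72 h, 3 genes had, all lower with cisplatin (1311 at an unadjusted p under 0.05). Of 9618 genes tested for intron counts, 2 passed at 24 h and 4 at 72 h. With the replicate number as a block, these counts were 0 and 2 genes for exons, and 0 (454 at an unadjusted p under 0.05) and 3 genes for introns. The number for exons at 72 h depended on the test and the filter. DESeq2 gave 85 genes (43 lower and 42 higher), and a minimum of 1 count in any library gave 154 (61 lower and 93 higher). Total counts and a fit of the 6 libraries each gave 2 genes. Same-numbered libraries had a mean correlation of -0.034 at 24 h and -0.0093 at 72 h in their exon count deviations across genes. NCL, which encodes nucleolin, had a log2 change of exon/intron ratio of -0.14 (standard error 0.12) at 24 h and 0.18 (standard error 0.13) at 72 h. For NPM1 and FBL the changes at 72 h were -0.23 (standard error 0.13) and -0.21 (standard error 0.20). SRSF2, which encodes SC35, had no exon entry, and its intron counts changed by 0.015 (standard error 0.097) at 24 h and -0.12 (standard error 0.095) at 72 h. None of these genes, nor CENPA and TOMM20, had a changed ratio or count by edgeR. From scores below 0 in treated cells at both times, the paper states that splicing was reduced. It sets this beside the cisplatin seen within nuclear speckles and proposes a role for the drug in aberrant RNA maturation.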

### Distinctive cytoplasmic localization of cisplatin after multi-drug treatment

Having established that HD-MIBI experimental and analytical workflows resolve co-localization of biological entities (neighborhoods) in cells, we next applied HD-MIBI to evaluate how resistance to drug action might arise, as exemplified by acute JQ1 and cisplatin multi-drug treatment in TYK-nu cells. JQ1 is a well-characterized bromodomain inhibitor^54^ that has proven effective in a variety of cancers and tumors^55^, and its action on bromodomain protein activity is known to result in extensive epigenetic architectural reorganization. Recent studies show a synergistic effect of JQ1 with cisplatin in a number of cancers, including ovarian cancer^56^. JQ1 appears to sensitize cells to platinum-based drug therapy and is considered a potential strategy for multi-drug modalities, yet the exact mechanism by which it works is not known. Further, despite the efficacy observed in vitro and in vivo, a small number of cells still survive treatment, raising the question of how cisplatin resistance develops. To address this question, the distribution of both cisplatin and its relative location to nuclear landmarks in the cell could explain its efficacy and why some cells might be resistant.

We applied HD-MIBI in cells treated for 72 h with JQ1, cisplatin, or a combination of both (Fig. S29A). Phase-contrast microscopy confirmed the reported synergistic effects of cisplatin and JQ1, as well as the presence of resistant cells that survived such treatment (Fig. S29B). We acquired 33 FOVs, each containing 1 or 2 cells, across the four different conditions for an integrative analysis of cellular neighborhoods, identifying six functional neighborhoods present in all FOVs (Fig. 6a, b, Fig. S30–S31 and “Methods”). Strikingly, the distribution of cisplatin in single or multi-treated cells (Fig. 6c and Fig. S32) was excluded from the nucleus of cells resistant to treatment with both JQ1 and cisplatin (Fig. 6c, bottom).

**Fig. 6:**
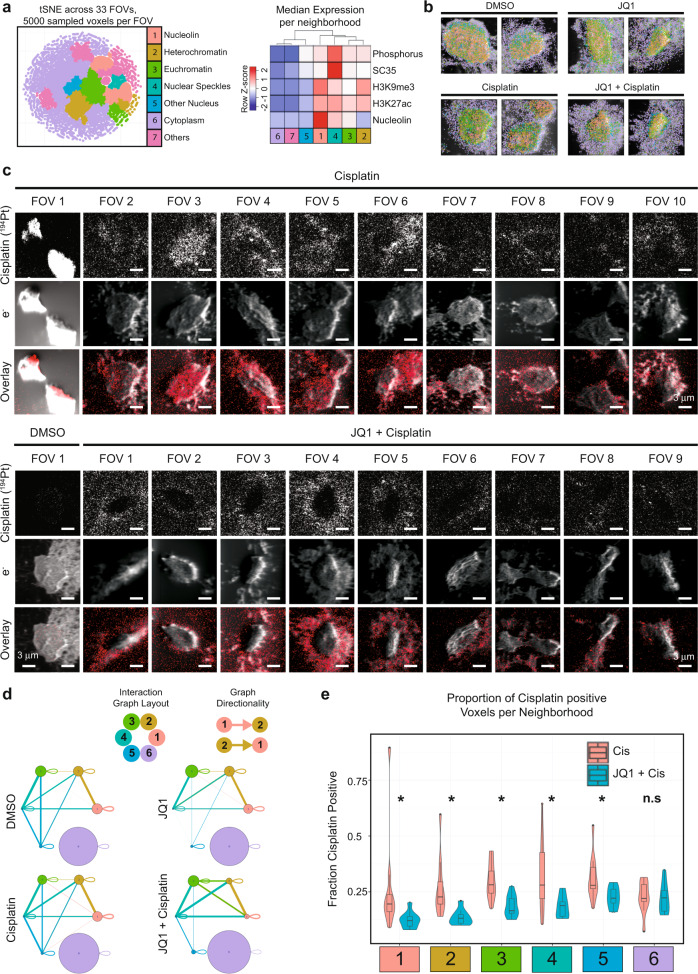
HD-MIBI based identification of drug relocalization in resistant cells upon multi-drug treatment. **a** 5000 sampled voxels from 33 FOVs were combined for analysis. (Left) Dimensional reduction with t-SNE, followed by hierarchical clustering, identified seven distinct cellular neighborhoods (left panel). (Middle) These neighborhoods were then annotated based on their median expression profiles (upper right panel), as well as visual confirmation. *n* = 8 cells for DMSO, *n* = 6 cells for JQ1, *n* = 10 cells for cisplatin, and *n* = 9 cells for JQ1 + cisplatin examined in 1 experiment. **b** The secondary electron image for each cell is overlaid with the locations of identified neighborhoods. Two representative FOVs are shown for each treatment. Scale bars, 3 μm. **c** The raw secondary electron and cisplatin images for all FOVs treated with cisplatin or JQ1 + cisplatin, together with a representative FOV from the DMSO control, are shown. Scale bars, 3 μm. **d** Neighborhood interaction frequencies between each neighborhood represented here in graph form. Size-proportional nodes represent neighborhoods, while width-proportional edges represent log2 enrichment of the real over expected interactions between neighborhoods. Only statistically significant edges (one-sided, *p* < 0.05, see “Methods” for details) are plotted. The directionality of the edges is indicated by the color of the node it originates from. **e** Violin and box plots showing the proportion of cisplatin positive voxels for each neighborhood, comparing cisplatin to JQ1 + cisplatin conditions (* indicates *p* < 0.05 for a two-sided Wilcoxon test; n.s. not significant). The center of the box corresponds to the median. The minima and maxima bound of box correspond to the 25th and 75th percentiles, respectively. The whiskers extend from the minima and maxima bounds of box to the largest value no further than 1.5 times the inter-quartile range. The outliers are shown as dots. See Figure S34B for a representation of the variability on each single cell. Cisplatin (Cis). *n* = 8 cells for DMSO, *n* = 6 cells for JQ1, *n* = 10 cells for cisplatin, and *n* = 9 cells for JQ1 + cisplatin examined in 1 experiment.

We applied our neighborhood interaction analysis to discern changes to the cellular architectural due to the different treatment conditions (Fig. 6d and Fig. S33). While the majority of cellular organization appeared to be largely conserved, we observed that interactions of euchromatin with nucleolin (neighborhoods 3 to 1), as well as euchromatin with heterochromatin (neighborhoods 3 to 2), were enriched in the multi-drug treated cells (Fig. 6d and Fig. S33). In addition, the proportions of nucleolin and chromatin modifications were also affected by the combinatory treatment (Fig. 6d). These results suggest a specific but not global cellular reorganizational response for resistance to multi-drug treatment.

We confirmed that cisplatin positive voxels were negligible in DMSO and JQ1 treatments and observed a minor decrease in the combined treatment compared to cisplatin alone (Fig. S34A). We then determined whether cisplatin was more subtly redistributed into different cellular neighborhoods by the action of JQ1 (as seen visually in Fig. 6c). The fraction of cisplatin positive voxels within each neighborhood, in the presence and absence of JQ1, confirmed a significant reduction of cisplatin within the nuclear, but not cytoplasmic neighborhoods (Fig. 6e and Fig. S34B). Thus, our analytical pipeline quantitatively confirmed the observation: cisplatin is excluded from the nucleus of cells that survive JQ1 and cisplatin co-treatment. These results support a model wherein selective depletion of cisplatin from the nucleus in cells enables them to survive combination platinum-based therapy and bromodomain inhibition.

## Discussion

HD-MIBI is a mass spectrometry-based method enabled by a new set of isotope-labeled antibody reagents, MoC-Abs, that allow for the specific detection of proteins using MIBI coupled to a cesium primary ion beam. This method builds upon prior biological applications using nanoSIMS to enable targeted high-definition, 3D, multiplexed imaging of different biomolecule types in single cells^17,25^. HD-MIBI detection of MoC-Abs yielded results akin to those obtained using standard confocal light microscopy but use of iterative HD-MIBI imaging resulted in lateral resolutions of ~30 nm. Application of unsupervised dimensional reduction methods enabled the identification of subcellular structures and localization of the drug cisplatin. As most drugs and other small molecules (lipids, metabolites, etc.) can be isotopically labeled with isotopes such as ^13^C or ^15^N, HD-MIBI will allow for study of localization of a variety of agents. Drug metabolism in and out of cells might also be determined by such imaging. Understanding the subcellular localization of drugs may maximize the success rates of drug candidates in clinical trials, holding promise for a more efficient and cost-effective drug discovery process^57^.

With the advancement of methods to probe subcellular contents at high resolutions, we introduce here analytical frameworks that allow biologists to make sense of the data. Combining HD-MIBI and these analyses, we identified nuclear neighborhoods within single cells: spatial locations within the nucleus with similar molecular components and possibly, functions. This allowed the observation of cisplatin enrichment within nuclear speckles, nuclear domains enriched in pre-mRNA splicing components. Complemented with a decreased mRNA splicing on cisplatin-treated cells as showed by our global transcriptome analysis and work from others^58^, our data support a functional role for cisplatin in affecting mRNA maturation, possibly through localization to the periphery of nuclear speckles or cross-linking to certain RNAs or pre-spliceosomes in a manner that precludes appropriate splicing. Cisplatin within the nucleolus was spatially segregated into a distinct neighborhood. Since the nucleolus is itself segregated into three major components, understanding of cisplatin location within that context might provide unique detail on preferential mechanisms of action in situ.

The application of HD-MIBI to dissect mechanisms of cisplatin resistance under sensitization by JQ1 yielded the striking result that surviving cells were nearly completely excluded cisplatin from the nucleus. This implicates a nuclear pore-based pump that functions in multi-drug resistance. Interestingly, multi-drug resistance to cisplatin and other drugs with surface receptors is a well-documented phenomenon^59^ and begs the question of whether other classes of small molecule pumps have evolved to maintain the nucleus free from certain metabolites or environmental poisons, mechanisms that might act in concert for a more efficient pumping out of drugs from the cell. Beyond that, this study sets the stage for future work studying the action of drugs with no need to be structurally altered, by harnessing intrinsic elements or labeling during drug synthesis with alternative stable isotopes (^13^C, ^15^N, etc.).

Although HD-MIBI has theoretical resolutions depending on tag size (for instance an antibody might be larger than the target), it is currently hindered by low ion yields at high resolutions, the number of isotopes available for labeling, the number of available detectors for higher multiplexing in a nanoSIMS, and potential distortions through the etching process. Improvements to the ion yield can be linearly ameliorated through the attachment of more labeling isotopes per probe (which may result in slight loss of resolution). The MoC-Abs used in this work each contain 48–72 isotopic labels. An increase in labels per antibody can be achieved by increasing the number of substituted nucleotides or increasing the length of the labeling oligonucleotide. Results demonstrated that a twofold increase in oligonucleotide length together with a ~fourfold increase in labeled nucleotides enable high-resolution imaging using HD-MIBI (Fig. S35) but further increases would require additional validation to ensure localization estimations can be maintained (compact DNA origami techniques might be useful here^60^). Such an updated MoC-Ab design containing 168–252 isotopic labels will theoretically allow detection limited down to a single antibody-targeted protein (Supplementary Note 1). The use of nucleotide-based amplification methods^35,61–63^ could also be applied for certain low copy number targets. Better estimations of the placement of the epitope at which the antibody interacts (through use of centroid estimations) might be obtained by directional labeling of the antibody: If one isotope was located at the 5′ end of the mass-oligonucleotide and another isotope at the 3′ end, it would provide a “pointer” to the epitope is located. The atomic elements used for HD-MIBI can be expanded by synthesizing isotope-derivatized nucleotides with previously reported protocols^64,65^. Moreover, a recently developed cesium ion beam has attained spot sizes as small as 2 nm, which promises to enable more precise localizations^66^. Physical expansion of biological samples, mediated by polymer swelling as previously described^67^, would further increase the resolution of HD-MIBI. Other primary beam sources, such as helium- or neon-based beams, which have beam sizes of 0.5 and 2 nm, respectively, have been recently adapted for SIMS^68^. Successful implementation of these technologies for effective targeted imaging, through methods akin to HD-MIBI, may require additional signal amplification and chemistry modifications to achieve more efficient ionization efficiencies. These improvements may enable 3D imaging of single antibodies, hence opening the door for such opportunities as isotope barcoding to increase the number of simultaneously measured channels. For example, with the seven-detector design presented here, a triple-barcoded labeling would theoretically enable deconvolution of 35 targets (Supplementary Note 2). If negative secondary ion detection is not required, the new Hyperion II ion source installed in some NanoSIMS provides lateral resolution down to 40 nm^69^, and it is compatible with lanthanide-conjugated antibodies.

Analysis of samples with uneven topography and presenting locations with heterogeneous atomic density, such as the cells shown in this work, results in potential for distortions and differential sputtering yields through the etching process that affect 3D reconstruction. Atomic force microscopy (AFM) is a powerful method to correct for such distortions by providing a snapshot of the sample topography before and after the analysis^70,71^. However, artefacts arising from sample transfer and distinct chamber environments are still a limitation. In situ AFM, the integration of AFM with SIMS instruments, would be the ideal theoretical solution but it is currently hindered by instrumental availability and technical challenges^72^. Instrument improvements, reconstruction of serially sectioned cells, or photogrammetric 3D reconstruction^73^, also hold promise for future exploration. Cisplatin has been observed to form adducts with DNA and RNA, while forming cross-links to proteins. After sample processing, unbound cisplatin is washed away but covalently linked cisplatin remains. Cryosectioning together with genetically-encoded chemical tags^27,74^, can provide a workflow for comparative studies into unbound versus bound intracellular drug distribution.

Growing evidence implies that interactions among different cell subtypes in tissues are critical for defining tissue morphology and function^3,14^. Administering isotopically labeled drugs in vivo^23^ and subsequent tissue staining with MoC-Abs will allow a better understanding of the bio-distribution of lipids, small drugs, or metabolites. However, while HD-MIBI is not especially well-suited for whole tissue imaging due to its limited FOV, an exciting alternative would be to combine HD-MIBI in a correlative fashion with highly multiplexed tissue imaging techniques, such as the MIBI^75^. HD-MIBI re-scan of a region of interest identified using those techniques would allow studies aimed to understanding the finer details of membrane contacts or epigenetic changes in relevant cell-to-cell interactions occurring in vivo.

Super-resolution light microscopy of multiple biomolecules simultaneously on the same sample is challenging. While recent applications overcome this issue by using cycling of oligonucleotide probes^2,3,5,8^, these methods suffer from drawbacks such as sample drift between cycles, low axial resolution, photobleaching, and long acquisition times. Current methods such as the tetrapod PSF and DNA-PAINT are promising solutions to some of these limitations^76–78^. Since HD-MIBI acquires data on multiple biomolecules simultaneously, it can serve as an alternative to certain super-resolution light microscopy techniques. Samples can be stored for extended periods as the isotopes detected are stable—which might not be the case for many fluorophores used in photon-based imaging. HD-MIBI takes advantage of reagents that can be found in standard molecular biology laboratories but requires specialized equipment for data acquisition (Supplementary Note 3). Being an antibody-based technique, HD-MIBI inherits the advantages and disadvantages associated with such reagents. A vast amount of literature on chemical modifications of antibody and oligonucleotides readily supports further MoC-Ab adaptations based on individual needs. In addition, the conjugation and staining processes detailed here are readily compatible with carrier-free commercially available primary antibodies, which will likely facilitate HD-MIBI accommodation to the scientific community. Extension of fluorescent-based methods for specific nucleic acid staining, like CRISPR/Cas-FISH^79^, Oligopaints^34,80^, and ATAC-see^81^, to HD-MIBI will provide a unique opportunity for an integrative understanding of cellular processes at the nanoscale beyond current means. However, incomplete epitope saturation and steric hindrance are potential limitations associated with HD-MIBI, especially for crowded environments like the nucleus. At the highest HD-MIBI resolutions, the use of antibodies is linked to an increase of uncertainty while inferring actual protein position from the detected signal due to their size (~150 kDa), a caveat shared with super-resolution light microscopy methods^82^. Translation of smaller probes for specific protein detection to HD-MIBI, such as isotopically labeled nanobodies^83^ and SOMAmers^43^ have the potential to enhance location precision.

Multiplexed imaging of an entire cell, at resolutions enabled by HD-MIBI, introduces new data processing challenges in how to interpret the results. To this end, we designed and implemented an analytical framework that leverages on established methods to infer biological meaning. For example, hierarchical clustering and t-SNE are able to simplify multiplexed HD-MIBI data across multiple cells. Combined with neighborhood interaction maps, we are able to reveal interactions within the subcellular domain not obvious to the naked eye. Future improvements should include better methods to extract data meaningfully, including their combination with conventional analysis. The ability to learn and infer information about other unlabeled but related biomolecules within the cell will provide a way to describe an entire cell with a limited number of parameters^84,85^. Further integrative analysis, particularly incorporation of biophysical and genomic information, will also allow more accurate modeling of nuclear structures^8,86,87^.

HD-MIBI is an imaging method that can be applied in single-cell studies of the diverse molecular interactions in subcellular microenvironments. It has been recently reported that antineoplastic drugs, including cisplatin, concentrate in specific nuclear protein condensates in vitro^88^. Combination of these in vitro assays with HD-MIBI, together with unbiased or population-based methods, such as small molecule screens and multiplexed proteomics, promises to reveal new understanding into metabolic pathways or mechanisms of drug resistance. Here we applied HD-MIBI imaging to cisplatin small molecule distribution in cells, and in the process discovered previously unappreciated mechanisms by which cisplatin either functionally acts or by which cells might become resistant to its modes of action. This has the potential to drive new therapeutic discoveries and inform decision-making processes of such small molecules wherein visualization allows more direct interpretation of mechanism and function at the molecular scale.

## Methods

### Cell culture

TYK-nu cells (a gift from Dr. Fantl at Stanford) were grown in Eagle’s minimal essential medium (American Tissue Culture Collection). HeLa cells (ATCC) were grown in DMEM (Gibco, Invitrogen). Jurkat cells (Clone E6.1; ATCC) were grown in RPMI (Gibco, Invitrogen). Media were supplemented with 10% heat-inactivated fetal bovine serum, 100 U/mL penicillin (Gibco, Invitrogen), and 100 mg/mL streptomycin (Gibco, Invitrogen). Cells were cultured in a humidified cell incubator at 37 °C with 5% CO_2_ conditions and split with TrypLE Express (Gibco, Invitrogen) every 2–3 days.

### MoC-Ab preparation

Oligonucleotides (Table S1) were synthesized at the Stanford Protein and Nucleic Acid Facility with internal isotope-derivatized nucleotides, a fluorophore at the 3′ position, and a maleimide cycloadduct at the 5′ position. The maleimide was deprotected by a retro Diels-Alder reaction. The lyophilized oligonucleotide was suspended in 1 mL anhydrous toluene (MTX07327, Millipore) for 4 h at 90 °C, washed four times with anhydrous ethanol, and solubilized in buffer C (2 mM Tris, 150 mM NaCl, 1 mM EDTA, pH 7.2). The oligonucleotide concentration was determined using a Nanodrop spectrophotometer. Aliquots of 8.5 nmol were prepared, lyophilized overnight, and stored in a desiccator at −20 °C. Antibodies (Table S2) in carrier-free PBS were conjugated to the deprotected oligonucleotides. Briefly, 50 μg of antibody was loaded into a 50-kDa 0.5-mL centrifugal filter column with 400 μL PBS and reduced with 400 μL reduction buffer (PBS with 2.5 mM TCEP and 2.5 mM EDTA) for 30 min at room temperature. Antibodies were then washed with 400 μL of C buffer into a 50-kDa 0.5-mL centrifugal filter column and conjugated to 8.5 nmol of oligonucleotide in 400 μL conjugation buffer (buffer C with 0.5 M NaCl) for 2 h at room temperature. Antibodies were washed five times with 400 μL of high-salt PBS (PBS with 1 M NaCl), diluted into storage buffer (Candor PBS Antibody Stabilization Solution with 0.5 M NaCl and 5 mM EDTA), and stored at 4 °C. Each MoC-Ab was titrated by immunofluorescence using HeLa cells, as exemplified in Fig. S3, and the staining pattern was compared to the staining pattern of the unconjugated antibody.

### Lanthanide-conjugated and biotin-conjugated antibodies

Antibodies (Table S2) in carrier-free PBS were conjugated to metal-chelated polymers (MaxPAR Antibody Conjugation Kit, Fluidigm) or Sulfo-NHS-SS-Biotin (A39258, ThermoFisher) according to the manufacturer’s protocol. Antibodies were diluted to 0.2 mg/mL in Candor PBS Antibody Stabilization Solution and stored at 4 °C.

### Evaluation of cisplatin accumulation in cells by mass cytometry

TYK-nu cells were cultured in 0.5, 5, or 50 μM of cisplatin (P4394, Sigma-Aldrich) for 24 h, washed, and treated with 1 μM Rh-intercalator (201103B, Fluidigm) for 15 min to discriminate dead from live cells. Cells were analyzed in a CyTOF2 instrument (Fluidigm).

### Evaluation of cisplatin accumulation in cells by super-resolution ion beam imaging

50,000 TYK-nu cells were seeded into each well of a 24-well plate containing a 7 mm × 7 mm silicon wafer. The next day, DMSO control or 15 μM cisplatin (201194, Fluidigm) was added. Intracellular staining was performed 24 h later as described below.

### Cisplatin and JQ1 treatments

50,000 TYK-nu cells were seeded per well of a 24-well plate with 7 mm × 7 mm silicon wafers. The next day, DMSO control (equivalent volume as cisplatin), 15 μM cisplatin (201194, Fluidigm), 250 nM JQ1 (500586-1SET, Sigma-Aldrich) or a combination of cisplatin and JQ1 were added. Intracellular staining was performed 72 h later as described below.

### Intracellular staining

Compositions of buffers used for staining are given in Table S3. Cells were fixed and permeabilized for 30 min at 4 °C in Fixation/Permeabilization buffer. Cells were then gently washed three times with Wash Buffer and blocked in Block Buffer 1 for 30 min at room temperature, washed three times with Wash Buffer, blocked in Block Buffer 2 for 30 min at room temperature, and washed three times with Wash Buffer. The cells were stained with a mixture of MoC-Abs in Reaction Buffer for 3 h at room temperature. Following staining with MoC-Abs, the Reaction Buffer was removed by gently touching the sample with a precision wipe (05511, Kimtech Science). Cells were then washed twice in Wash Buffer and incubated with Reaction Buffer containing FluoroNanogold Streptavidin (1:40 titer, 7016, Nanoprobes) for 30 min at room temperature. Cells were washed twice with Wash Buffer before preparation for confocal microscopy or HD-MIBI analysis. Cell fixation was performed in 1X PBS with 1.6% paraformaldehyde for 10 min at room temperature, followed by permeabilization in methanol (10 min at −20 °C) or with Triton X-100 (0.5% in 1X PBS, 10 min at room temperature). The staining produced comparable results between the two permeabilization methods for most of the antibodies tested.

### Tissue staining

Tissue sections of 4-μm thickness from a fresh-frozen adult human skin OCT block were prepared on a cryostat and stored at −80 °C. Tissue sections were placed from the −80 °C into a chamber containing Drierite (230001, Cole-Parmer) for 2 min at room temperature. Tissue sections were then incubated in acetone for 10 min at room temperature and then placed again into a chamber containing Drierite for 2 min. Tissue sections were hydrated in 1X PBS containing 0.5% BSA and 5 mM EDTA for 2 min at room temperature before fixation in 1X PBS containing 0.5% BSA, 5 mM EDTA, and 1.6% PFA for 10 min at room temperature. Tissue sections were washed twice in 1X PBS containing 0.5% BSA and 5 mM EDTA and then incubated in 1X PBS containing 0.5% BSA, 5 mM EDTA, and 1 M NaCl for 10 min at room temperature. Tissue sections were blocked with 1X PBS containing 0.5% BSA, 5 mM EDTA, 0.5 M NaCl, 200 μg/mL Sheared Salmon Sperm DNA, and 10 μg/mL Human FcX Block (422302, Biolegend) for 30 min at room temperature and then stained in blocking buffer containing anti-H3K9me3 MoC-Ab (1:50 dilution). Tissue sections were then washed twice in 1X PBS containing 0.5% BSA and 5 mM EDTA before preparation for confocal microscopy or HD-MIBI analysis. The frozen skin OCT block was collected under a protocol approved by the Institutional Review Board at Stanford University (protocol no. 35324). Individuals donating fresh surgical tissue provided informed consent.

### Confocal microscopy

For confocal microscopy analysis, cells were grown in 12-mm diameter glass coverslips (72226-01, Electron Microscopy Sciences) until 80–90% confluent and stained as described. After staining, cells were washed three times with 1X PBS, rinsed once with water, and mounted using Vectashield with DAPI (H-1200, Vector Laboratories). Secondary antibodies anti-mouse-Alexa488 (1:2000 titer, 4408S, Molecular Probes) or anti-mouse-Alexa647 (1:2000 titer, 4410S, Molecular Probes) were used to detect MoC-Abs or unconjugated antibodies. Cells were analyzed on a LSM 880 (Zeiss) with a ×63 oil-immersion objective (Zeiss Plan-Apochromat 63x/1.4 Oil).

### Super-resolution ion beam imaging

For HD-MIBI analysis, cells were grown on silicon wafers (7 mm × 7 mm or 18 mm × 18 mm, Silicon Valley Microelectronics). Wafers were rinsed twice in methanol, air-dried with compressed air, washed with ethanol for 10 min, and rinsed three times with sterile 1X PBS in a cell culture hood prior to cell seeding. When cells reached 80–90% confluence, they were stained as described above. After staining, cells were washed twice in 1X PBS, fixed for 5 min in 1X PBS containing 2% glutaraldehyde (Post-Fixation buffer), and rinsed five times with water. Cells were dehydrated using a graded ethanol series, air-dried in a desiccator chamber, and stored at room temperature in a vacuum desiccator until analysis. HD-MIBI images were acquired with the NanoSIMS 50 L mass spectrometer (Cameca) at Stanford University using the CAMECA Microbeam Cesium Source. Before each experiment, tuning of the primary optics, secondary optics, and mass spectrometer was performed. The detectors were tuned by identifying each isotope of interest in an air-dried drop containing all isotopes and placed on a silicon wafer. The ion detectors were set as follows: detector 1, ^12^C; detector 2, ^19^F; detector 3, ^31^P; detector 4, ^81^Br; detector 5, ^127^I; detector 6, ^194^Pt; and detector 7, ^197^Au. Secondary electrons were detected in parallel with ion information. The secondary ion peaks and E0S were tuned before the acquisition of each new cell to correct for magnetic drift. All images were collected with a 1-ms dwell time per pixel. The raster size, number of pixels, repeat scans over the same area, and total scan time for each image are listed in Table S4. Images were opened using the ImageJ plugin openMIMS developed at the Brigham and Women’s Hospital Center for NanoImaging (github.com/BWHCNI/OpenMIMS). For each HD-MIBI image shown in this manuscript, individual planes described in Table S4 were summed and gaussian blurred with a sigma of one using ImageJ/FIJI (NIH). Three-dimensional rendering was performed using Imaris (Oxford Instruments), and figures prepared using Adobe Illustrator.

### Resin embedding and silicon quantification

Jurkat cells were fixed overnight in post-fixation buffer (Table S3), washed three times in PBS, processed with a standard epoxy embedding protocol (Stanford Cell Sciences Imaging Facility), and the resulting cell pellet sectioned to a 100-nm thickness on silicon wafers (7 mm × 7 mm). In nanoSIMS, regions on the edge of the organic material were identified and images were acquired at different primary beam currents. The silicon signal ratio between the organic material and the substrate was then calculated for each depth in three independent regions of the image.

### Nuclear neighborhood analysis

A mask for each nucleus was created using the phosphorus channel, and 20,000 3D voxels, each of dimension (*x*, *y*, *z*) = (3, 3, 10) pixels, were extracted from each of two cells by random sampling from the middle 40 Z-planes (for a total of 40,000 voxels). Each channel was z-normalized across all pixels contained within the sampled image regions. Unsupervised hierarchical clustering was performed using the markers SC35, H3K9me3, phosphorus, nucleolin, and H3K27Ac to identify 10 clusters across the 20,000 extracted voxels. The average expression of each marker from both cells was then plotted in a heatmap form. Each voxel was colored by its cluster, and replotted on a X–Y plane to recreate the cell. The count distribution of cisplatin within regions assigned to each cluster was computed for each cell.

### Iterative HD-MIBI data analysis

The low pixel signal intensity values of iterative HD-MIBI due to the much lower current during data acquisition than in conventional HD-MIBI is a barrier for robust data analysis. We adapted a filtering strategy described in Keren et al.^14^ to filter noise from signal using a k-nearest neighbor (KNN) approach. The assumption for this approach is that in sparse data, the signal density offers more information than signal intensity. Thus, regions with dense signals are more likely to contain true signals, compared with regions with sparse signals. We first summed the image data (1024 × 1024 pixel) across 20 Z-planes, and then measured the average distance between positive pixels for the nearest 25 neighbors within each channel. We next applied a cutoff to distinguish between signal (regions of high signal density) and noise (regions with sparse signal density), to create a mask for each channel. The masks were applied to each individual Z-plane to create a denoised image for subsequent analysis. The 100 pixels around each border were discarded to avoid potential edge effects. A 3D sliding window of dimension (*x*, *y*, *z*) = (10, 10, 5) pixels and step-size of (*x*, *y*, *z*) = (5, 5, 3) was applied to the image to calculate the mean of each channel within the voxel. We randomly sampled 20,000 voxels across each image (from 5 different cells) to obtain a final 100,000 voxels. Counts were log2 transformed after adding a “0.0001” value to avoid zeros. Unsupervised hierarchical clustering was performed on all voxels using the markers SC35, H3K9me3, phosphorus, nucleolin, H3K27Ac, and cisplatin. A t-distributed stochastic neighbor embedding (t-SNE) using a Barnes-Hut implementation was performed, and each identified cluster was differentially colored. The means of each cluster was also plotted and subsequently manually merged by similarity into 11 final clusters. The t-SNE plot was also colored by the cell of origin of each voxel to ensure minimal batch effects.

### Nuclear neighborhood interaction frequency

To identify and test for the significance of how frequently clusters interacted (as defined by the number of pixels separating voxels from each other), we implemented a permutation test. First, the Euclidian distance in 3D space between voxels was calculated (Eq. 1).

1 $${{Dist}}=\sqrt{{({x}_{1}-{x}_{0})}^{2}+{({y}_{1}-{y}_{0})}^{2}+{({z}_{1}-{z}_{0})}^{2}}$$

Next, we defined interacting voxels as those less than or equal to 5 pixels away from each other (between the center of each voxel). After 1000 permutations, where the cluster annotation was shuffled, and the *p*-value calculated on either tail (Eq. 2).

2 $$P\; {{value}}=\frac{(\sum{Permutations} > ( < ){Real}\,{data})+1\,}{\#{Permutations}+1}$$

Essentially, 1 plus the number of permutations with distances smaller than (or greater than) the real data was divided by 1 plus the total number of permutations performed. Finally, the fold enrichment of interactions for real data over the mean interactions from the permutation tests was calculated (Eq. 3).

3 $${{Log}} 2\; {Fold}\,{enrichment}={log}2\; \frac{{{Real}}\,{{data}}}{{{mean}(\#{Permutations})}}$$

#### Cisplatin treatment, RNA isolation, and sequencing library preparation

Triplicates of TYK-nu cells were grown as described above, with 15 μM cisplatin or DMSO control added for 24 or 72 h.

RNA was extracted using the PureLink RNA Mini Kit (ThermoFisher, USA), following the manufacturer protocol for monolayer cells. The NEBNext Poly(A) mRNA magnetic Isolation Module (E7490, New England Biolabs, USA) was used for mRNA isolation and the sequencing library prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (E7760) and NEBNext Multiplex Oligos for Illumina (E7500). Library quality was verified on a Bioanalyzer 2100 (Agilent Technologies, USA) and the library sequenced on a single lane of Hi-Seq 4000 (2 × 100 bp) at the Stanford Center for Genomics and Personalized Medicine sequencing Center.

### RNA-seq data processing

Sequencing library quality was checked using FASTQC v0.11.8 at the default settings. Trim Galore v0.6.0 was used to trim out adapter and poor-quality sequences at default settings. Reads were aligned against the human genome (GRCh38 build), using HISAT2 v2.1.0. Gene annotation was retrieved from Ensembl (Homo_sapiens.GRCh38.98.chr.gtf).

Exon/Intron fragment counting was performed as described (https://github.com/csglab/CRIES). In short, individual GTF files were constructed for Exons and Introns. Subsequently, HTSeq-count was used to count the fragments mapping to Exons or Introns for each individual gene. A ‘-m intersection-strict’ flag was used during Exon counting, and a ‘-m union’ flag was used during Intron counting.

### Immature enrichment score analysis

A logistic regression model was applied using the R glm (family = binomial) function to identify genes in which the Exon/Intron ratio was significantly affected by the treatment condition. 

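The binomial model takes each fragment as an independent draw, for which the Pearson dispersion has a mean of 1. In counts simulated with independent reads only, its median over genes was 0.832. With 4 residual degrees of freedom per gene, the median dispersion over the genes tested was 1.96 for cisplatin against DMSO at 24 h and 1.78 at 72 h. Between the times it was 1.81 in DMSO and 1.95 in cisplatin. Among the genes called with a changed ratio, the median dispersion was 3.02 at 24 h, 2.27 at 72 h, 2.12 for time in DMSO and 2.29 for time in cisplatin. The genes called at 24 h had a median of 163 intron counts per library, against 63.6 over all genes tested. In place of the Wald test, a likelihood ratio test called 1145, 1190, 3298 and 3983 genes for cisplatin at 24 h, cisplatin at 72 h, time in DMSO and time in cisplatin.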

Significant genes were selected if the Benjamini & Hochberg adjusted *p*-value < 0.05. Since the exon/intron ratio was highly dependent on individual genes, we devised a splicing score to facilitate visual representation of the data (Eq. 4).

4 $${IE}_{{geneA}}={log}2\; \frac{{\sum}_{{Treatment}}^{{Replicate}}\frac{{Count}_{{ExonA}}}{{Count}_{\!\!{IntronA}}}}{{{\sum }}_{{Control}}^{{Replicate}}\frac{{Count}_{{ExonA}}}{{Count}_{{IntronA}}}}$$

### Analysis of resistance arising in multi-drug treatment

A 3D sliding window of dimension (*x*, *y*, *z*) = (3, 3, 7) pixels and step-size of (*x*, *y*, *z*) = (2, 2, 5) was applied to the middle 40 Z-planes of each FOV to calculate the mean of each channel within the voxel. The 12 pixels around the border of each FOV were discarded. We then scaled the mean voxel counts from each channel (with the exception of cisplatin) per FOV to 1 and then applied a 20–95 percentile normalization. Since not all cells were treated with cisplatin, this normalization would skew non-treated cells with artificially high cisplatin levels. Thus, cisplatin was normalization globally with a lower limit of 0.01 and an upper limit of 0.05, before scaling to 1. Voxels from each FOV in the bottom 20% based on ^12^C counts were filtered out, to remove voxels not associated with organic material (aka empty slides). This resulted in ~62,000 final voxels for each FOV. Exactly 5000 voxels were sampled from each FOV, and all channels except for ^12^C and ^194^Pt were used for dimensional reduction with t-SNE. Hierarchical clustering with the same channels used for t-SNE was performed using the Euclidean distance on the 2D t-SNE plot to segregate 40 clusters, which were then annotated and merged according to their expression profile for each channel as well as spatial positions. Seven final neighborhoods were identified, and neighborhood 7 excluded from further analysis as its spatial distribution was inconsistent across FOVs, and undeterminable whether it was nuclear or cytoplasmic. Cummings plots for estimation statistics were generated using the dabestr package (https://github.com/ACCLAB/dabestr).

### Statistics and reproducibility

All experiments have been repeated independently three or more times with similar results, unless specified in the figure legend.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Peer Review File

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

## Data Availability

All data is available in the main text or the supplementary materials. Relevant raw data generated and analyzed during the current study are available from the corresponding author on reasonable request. All sequencing data are deposited to GEO under Accession Number GSE141138. The human genome (GRCh38.98) is from Ensembl [http://ftp.ensembl.org/pub/release-98/gtf/homo_sapiens/]. The alignment index for HISAT2 is [https://genome-idx.s3.amazonaws.com/hisat/grch38_genome.tar.gz]. The data analyzed with new code has been made publicly available at https://github.com/djstar/HD-MIBI.

# Supplementary material for: Subcellular localization of biomolecules and drug distribution by high-definition ion beam imaging
**Source:** Nat Commun. 2021 Jul 30;12:4628. doi: 10.1038/s41467-021-24822-1
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Materials for

**Subcellular localization of biomolecules and drug distribution by high-definition ion beam  
imaging**

Xavier Rovira-Clave<sup>1†</sup>, Sizun Jiang<sup>1†</sup>, Yunhao Bai<sup>1</sup>, Bokai Zhu<sup>1</sup>, Graham Barlow<sup>1</sup>, Salil  
Bhate<sup>1,2</sup>, Ahmet F. Coskun<sup>1</sup>, Guojun Han<sup>1</sup>, Chin-Min Kimmy Ho<sup>1¶</sup>, Chuck Hitzman<sup>3</sup>, Shih-Yu  
Chen<sup>1#‡</sup>, Felice-Alessio Bava<sup>1#§</sup> and Garry P. Nolan<sup>1#\*</sup>.

† These authors contributed equally

# Co-senior authors

**This PDF file includes:**

Supplementary Figures 1 to 35

Supplementary Tables 1 to 4

Supplementary Notes 1 to 3

**a**

## Isotope-derivatized nucleotides

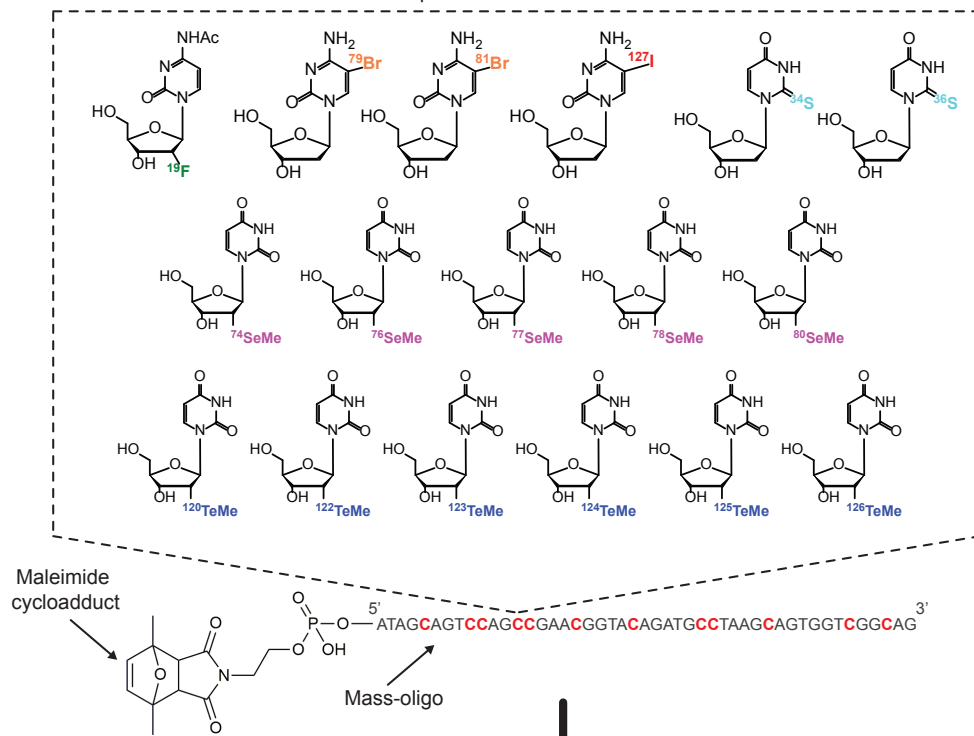**b**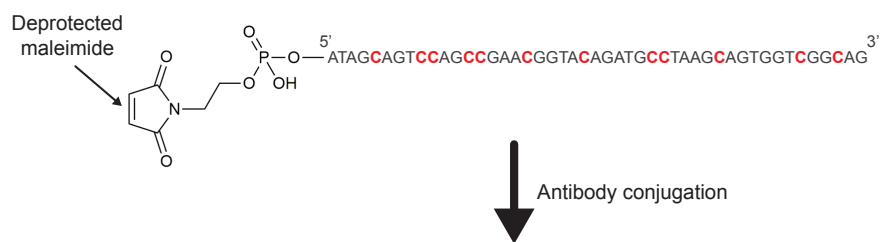**c**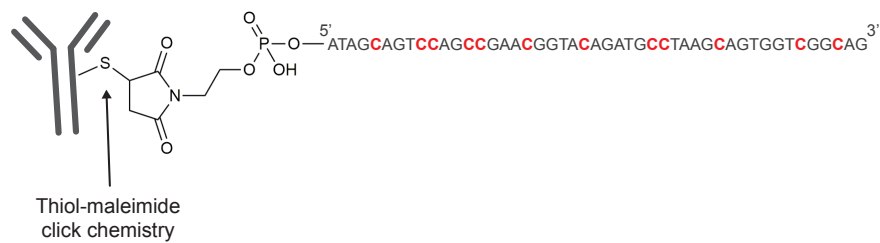

**Supplementary Figure 1. Strategy for the synthesis and conjugation of mass-oligonucleotides to antibodies.**

(A) Mass-oligonucleotides (Mass-oligo) were synthesized with internal isotope-derivatized nucleotides and a maleimide cycloadduct at the 5' position. Dashed box shows chemical structures of isotope-derivatized cytidines and thymidines that are commercially available or that can be synthesized with previously reported protocols (*1, 2*). In this study, we incorporated 12 fluorine, bromine, or iodine-derivatized cytidines (shown in red) into a 47-nucleotide long oligonucleotide. The DNA sequence was selected to minimize potential for binding to the human genome.

(B) Oligonucleotides were deprotected in toluene for 4 hours at 90 °C, washed in ethanol, lyophilized, and stored at -20 °C.

(C) The deprotected oligonucleotides were conjugated to partially reduced antibodies through thiol-maleimide click chemistry. Free oligonucleotides were removed via size-exclusion by centrifugation using a 50-KDa molecular weight cut-off filter.

| Sample | Fixation and Permeabilization                                      | Blocking                                                                                                               | 1ry antibody                            | 2ry antibody                 | dsDNA                                                                                 | DAPI                                                                                  | dsDNA<br>DAPI                                                                         |
|--------|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------|-----------------------------------------|------------------------------|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------|
| 1      | Methanol / Acetic acid<br>(1:1; 10 min; -20°C)                     | PBS (1X)<br>Tween-20 (0.05%)<br>FBS (5%)                                                                               | anti-dsDNA<br>(1:500)                   | anti-mouse-Ax657<br>(1:2000) | 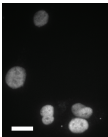   | 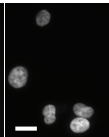   | 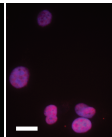   |
| 2      | Methanol / Acetic acid<br>(1:1; 10 min; -20°C)                     | PBS (1X)<br>Tween-20 (0.05%)<br>FBS (5%)                                                                               | anti-dsDNA- <sup>162</sup> Dy<br>(1:50) | anti-mouse-Ax657<br>(1:2000) | 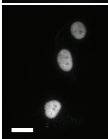   | 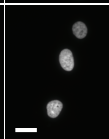   | 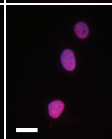   |
| 3      | Methanol / Acetic acid<br>(1:1; 10 min; -20°C)                     | PBS (1X)<br>BSA (0.5%)<br>EDTA (5 mM)<br>NaCl (0.5 M)<br>Salmon sperm DNA (200 µg/mL)<br>Human TruStain FcX (20 µg/mL) | anti-dsDNA- <sup>162</sup> Dy<br>(1:50) | anti-mouse-Ax657<br>(1:2000) | 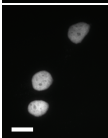   | 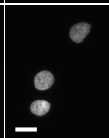   | 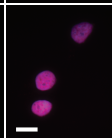   |
| 4      | Methanol / Acetic acid<br>(1:1; 10 min; -20°C)                     | PBS (1X)<br>Tween-20 (0.05%)<br>FBS (5%)                                                                               | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 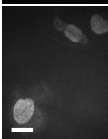   | 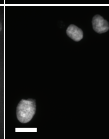   | 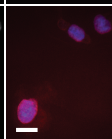   |
| 5      | Methanol / Acetic acid<br>(1:1; 10 min; -20°C)                     | PBS (1X)<br>BSA (0.5%)<br>EDTA (5 mM)<br>NaCl (0.5 M)<br>Salmon sperm DNA (200 µg/mL)<br>Human TruStain FcX (20 µg/mL) | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 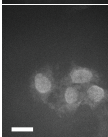  | 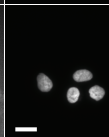  | 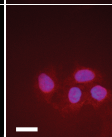  |
| 6      | Acetone (10 min; -20°C)                                            | PBS (1X)<br>Tween-20 (0.05%)<br>FBS (5%)                                                                               | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 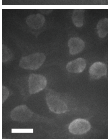 | 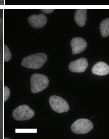 | 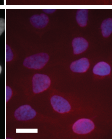 |
| 7      | Acetone (10 min; -20°C)                                            | PBS (1X)<br>BSA (0.5%)<br>EDTA (5 mM)<br>NaCl (0.5 M)<br>Salmon sperm DNA (200 µg/mL)<br>Human TruStain FcX (20 µg/mL) | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 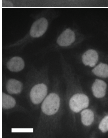 | 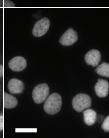 | 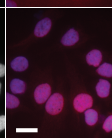 |
| 8      | 1.6% PFA (10 min; RT)<br>PBS WASH (x3)<br>Methanol (10 min; -20°C) | PBS (1X)<br>Tween-20 (0.05%)<br>FBS (5%)                                                                               | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 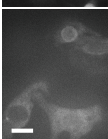 | 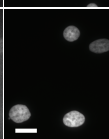 | 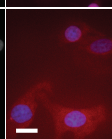 |
| 9      | 1.6% PFA (10 min; RT)<br>PBS WASH (x3)<br>Methanol (10 min; -20°C) | PBS (1X)<br>BSA (0.5%)<br>EDTA (5 mM)<br>NaCl (0.5 M)<br>Salmon sperm DNA (200 µg/mL)<br>Human TruStain FcX (20 µg/mL) | anti-dsDNA- <sup>127</sup> I<br>(1:50)  | anti-mouse-Ax657<br>(1:2000) | 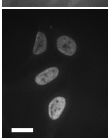 | 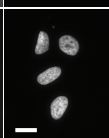 | 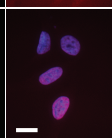 |

### **Supplementary Figure 2. Protocol optimization for intracellular staining with MoC-Abs.**

HeLa cells were fixed and permeabilized as indicated in the second column. Cells were then blocked for 30 minutes at room temperature as indicated in the third column, stained for 1 hour at room temperature with unconjugated, lanthanide-polymer conjugated ( $^{162}\text{Dy}$ ) or mass-oligonucleotide-conjugated ( $^{127}\text{I}$ ) primary anti-double-stranded DNA (anti-dsDNA), washed three times in PBS, and stained for 1 hour at room temperature with secondary anti-mouse-Alexa 647. Cells were then washed and mounted with fluoromount containing DAPI for confocal microscopy analysis. In HeLa cells stained with anti-dsDNA (sample 1), specific nuclear staining co-localizing with DAPI was observed as expected. HeLa cells stained with anti-dsDNA- $^{162}\text{Dy}$  (sample 2) showed the same nuclear staining indicating that the conjugation process did not alter antibody specificity. The presence of high salt concentration and salmon sperm DNA in cells stained with anti-dsDNA- $^{162}\text{Dy}$  (sample 3) did not interfere with antibody staining. HeLa cells fixed and permeabilized with methanol (sample 4), acetone (sample 6), or fixed with 1.6% paraformaldehyde and permeabilized with methanol (sample 8) and stained with anti-dsDNA- $^{127}\text{I}$  showed nonspecific cytoplasmic staining. The addition of high salt concentration and salmon sperm DNA in the blocking buffer of HeLa cells fixed and permeabilized with methanol (sample 5) or acetone (sample 7) and stained with anti-dsDNA- $^{127}\text{I}$  were stained nonspecifically, although the nonspecific cytoplasmic staining was partially reduced in acetone-treated cells. Fixation with 1.6% paraformaldehyde, permeabilization with methanol, and blocking with a high salt concentration and salmon sperm DNA (sample 9) resulted in a highly specific and background-free visualization of dsDNA in the nucleus of HeLa cells stained with anti-dsDNA- $^{127}\text{I}$ . Permeabilization with other reagents such as Triton X-100 or saponin was also compatible with specific MoC-Ab staining (data not shown). Scale bars, 20  $\mu\text{m}$ .

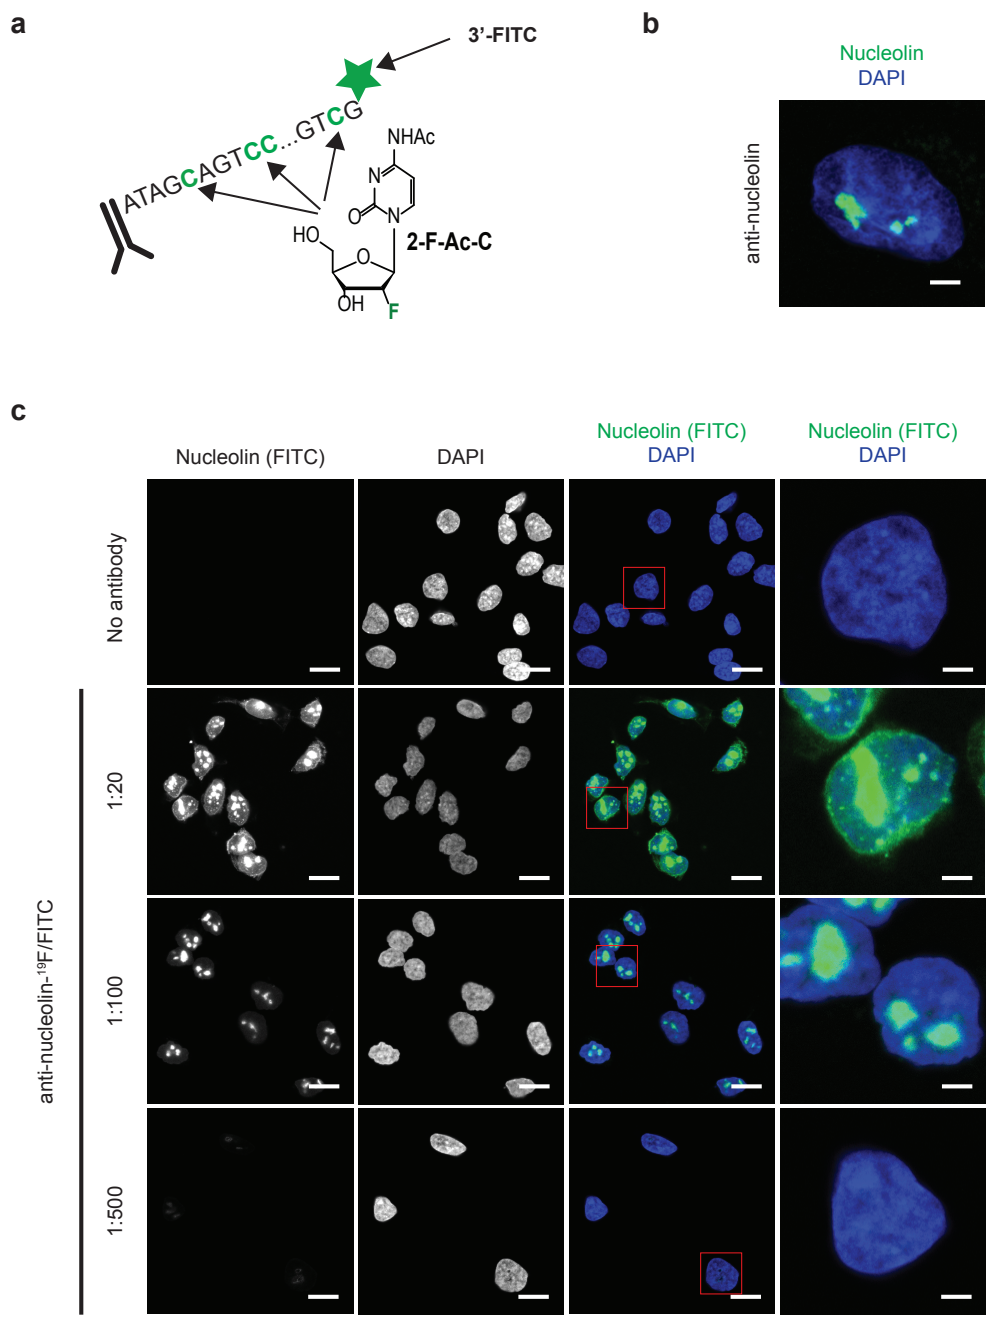

**d**

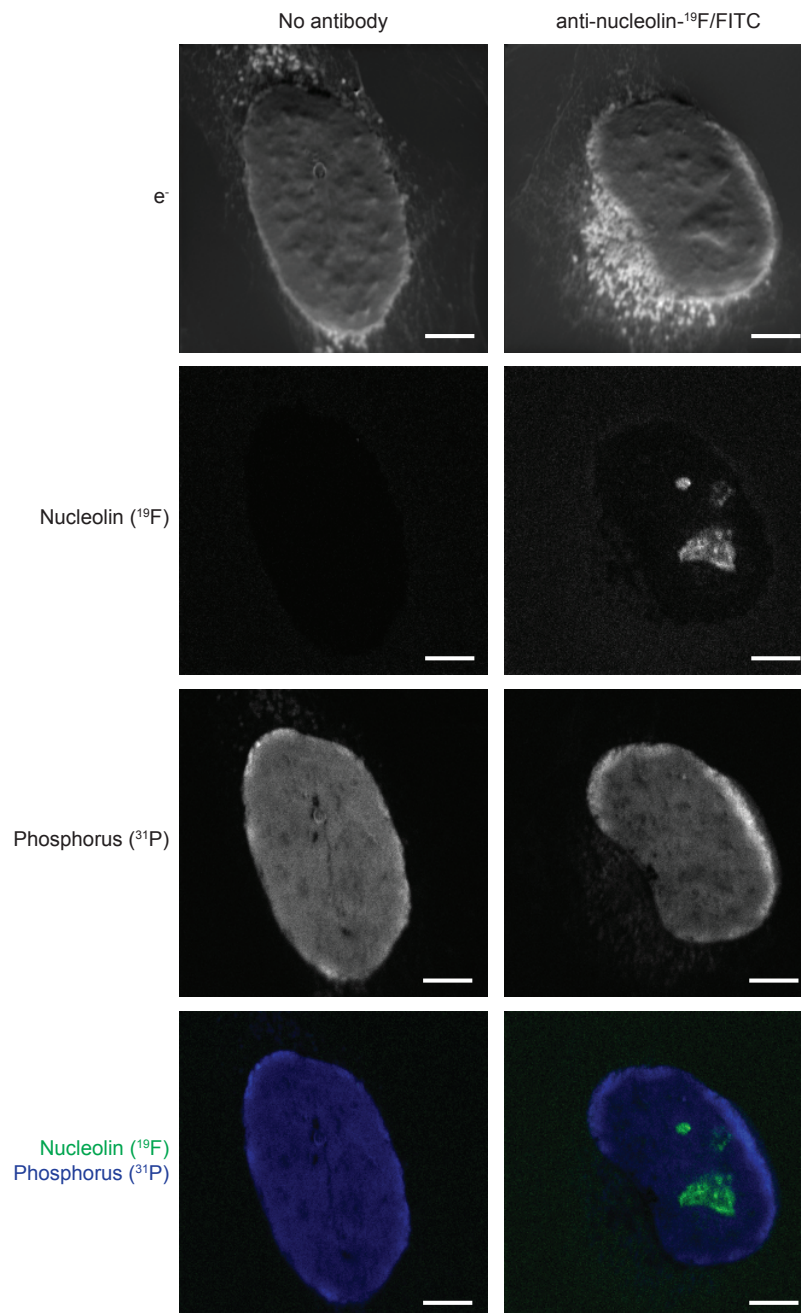

**Supplementary Figure 3. Validation of  $^{19}\text{F}$ /FITC MoC-Abs for HD-MIBI.**

(A) A schematic of the  $^{19}\text{F}$ /FITC MoC-Ab. The antibody was conjugated to the 5' end of an oligonucleotide in which all cytidines were replaced with 2-F-Ac-C. The oligonucleotide also had a 3' FITC.

(B) Representative confocal microscopy image of a HeLa cell stained with unconjugated anti-nucleolin- $^{19}\text{F}$ /FITC and a secondary anti-mouse-Alexa488 (green) and DAPI (blue). Scale bar, 4  $\mu\text{m}$ . n = 1.

(C) Representative confocal microscopy images of control HeLa cells (no antibody) or HeLa cells stained with anti-nucleolin- $^{19}\text{F}$ /FITC (green) at different concentrations. DAPI is shown in blue. Cells in red boxes in the composite image are shown enlarged in the right column. Scale bars, 20  $\mu\text{m}$  in standard images and 4  $\mu\text{m}$  in enlarged images. A 1:100 dilution of this antibody was used in subsequent experiments. n = 1.

(D) Representative HD-MIBI images of a control HeLa cell (no antibody) and HeLa cells stained with anti-nucleolin- $^{19}\text{F}$ /FITC. Scale bar, 4  $\mu\text{m}$ . n = 3.

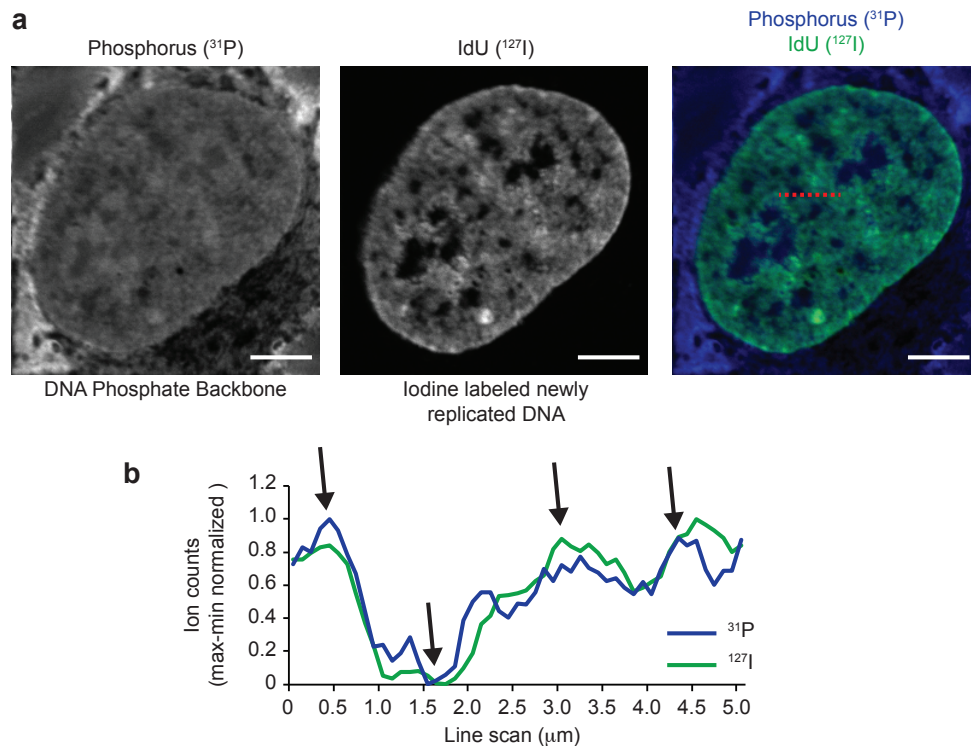

**Supplementary Figure 4. High-phosphorus regions within the nucleus mainly originate from the DNA backbone.**

**(A)** Representative HD-MIBI image of a HeLa cell treated with 5-iodo-2'-deoxyuridine (IdU) for 24 hours to label DNA. Ion images for phosphorus ( $^{31}\text{P}$ ; left panel) and newly synthesized DNA ( $^{127}\text{I}$ ; middle panel) are overlaid in the right panel. Scale bars, 5  $\mu\text{m}$ .  $n = 3$ .

**(B)** Line scan along the dashed red line in the right image in panel A. Raw ion counts were scaled by max-min normalization. Newly replicated DNA ( $^{127}\text{I}$ ; green line) and phosphorus ( $^{31}\text{P}$ ; blue line) in the nucleus show a similar pattern, confirming that high-phosphorus regions mainly originate from the DNA backbone rather than from RNA or phosphorylated proteins.

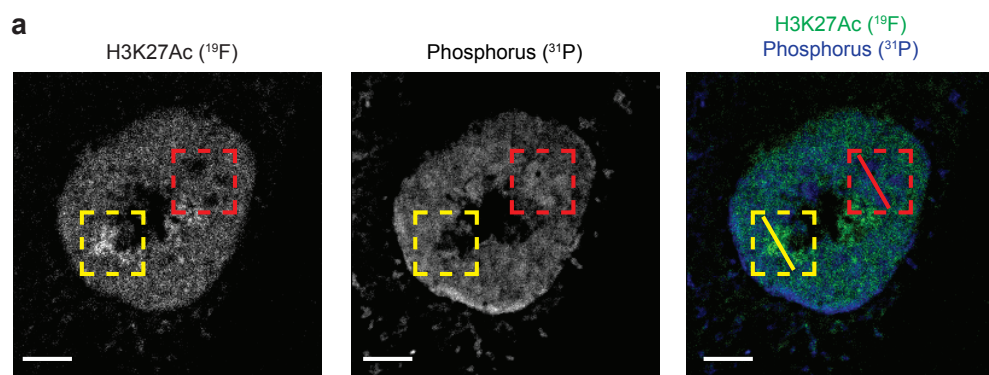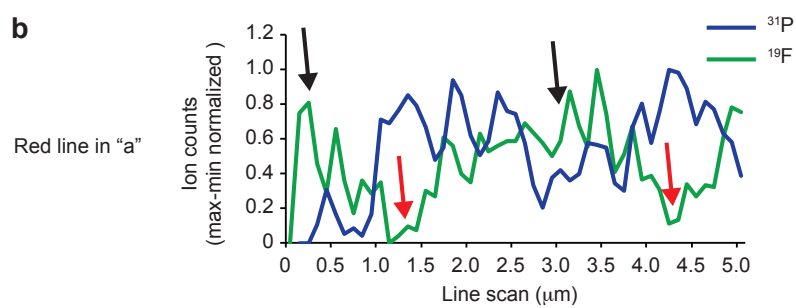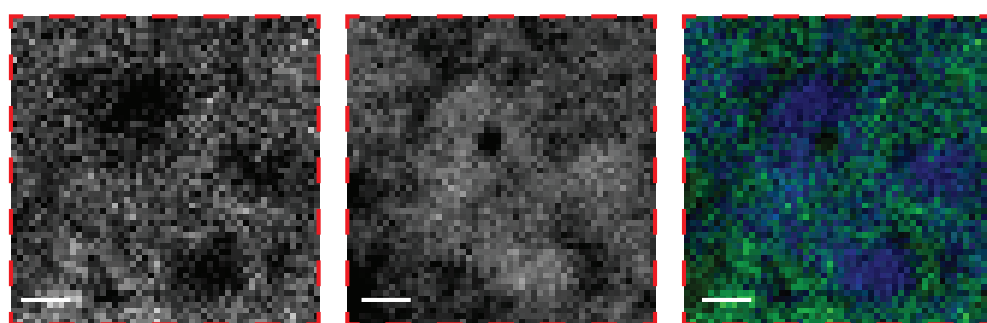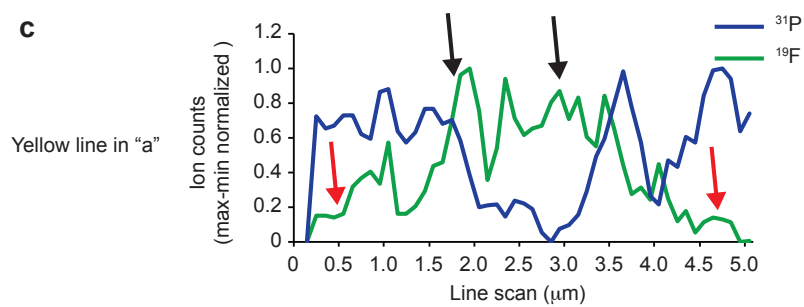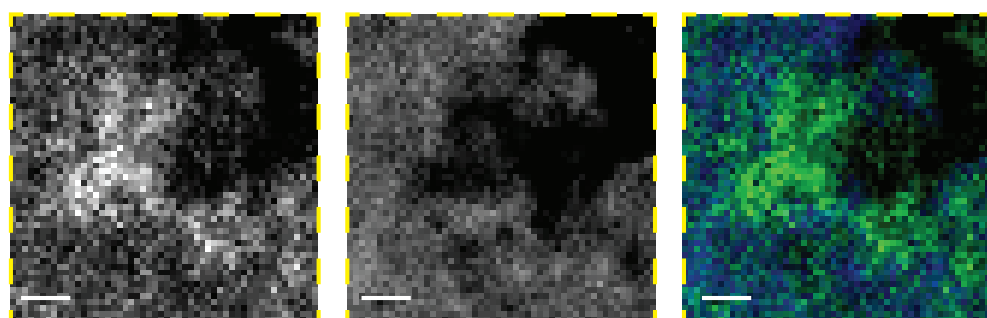

**Supplementary Figure 5. Regions of active transcription within the nucleus mainly originate from low-phosphorus regions.**

(A) Representative HD-MIBI image of a HeLa cell stained with anti-H3K27Ac- $^{19}\text{F}$ /FITC. Ion images for H3K27Ac ( $^{19}\text{F}$ ; left panel) and phosphorus ( $^{31}\text{P}$ ; middle panel) are overlaid in the right panel. Scale bars, 4  $\mu\text{m}$ . Cell in the composite image is also shown in Fig. 1D.  $n = 3$ .

(B-C) Line scan along the lines in the boxes outlined in **B**) red and **C**) yellow dashed lines in the image to the right in panel A. Raw ion counts were scaled by mix-man normalization. Black arrows point to regions of high H3K27Ac counts (green line) that are anti-correlated with phosphorus counts (blue line). Red arrows point to low H3K27Ac counts (green line) that are anti-correlated with phosphorus counts (blue line). Images below the line scans are magnified from regions boxed in panel A. Scale bars, 800 nm.

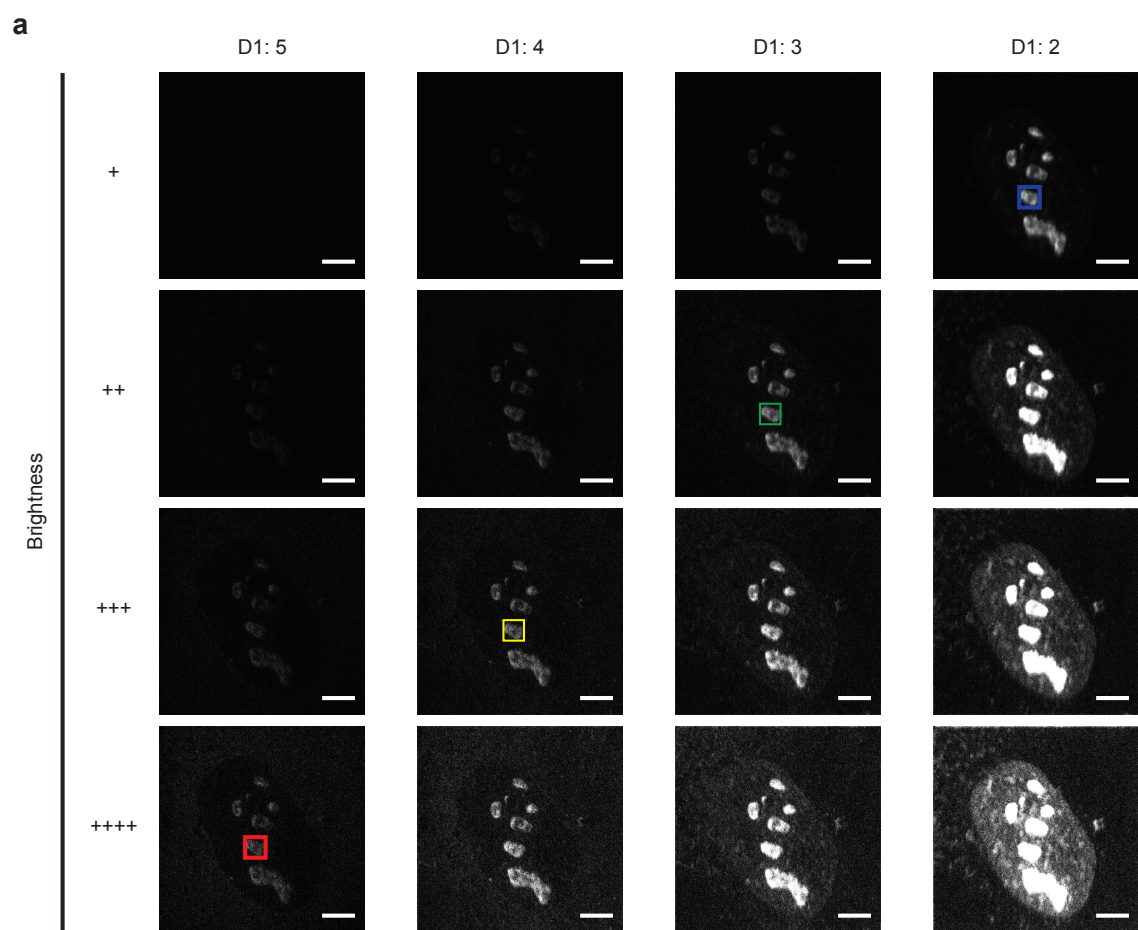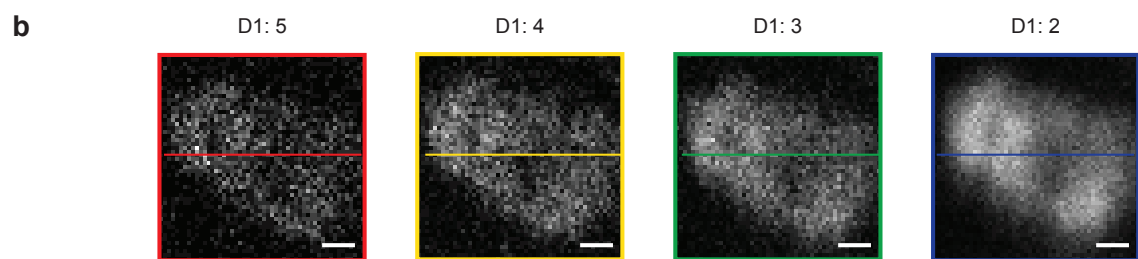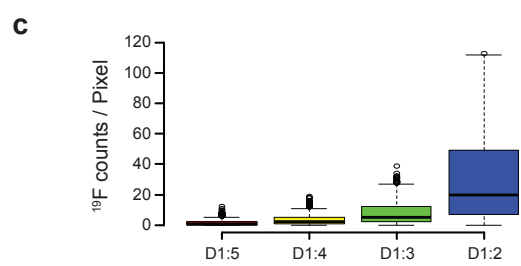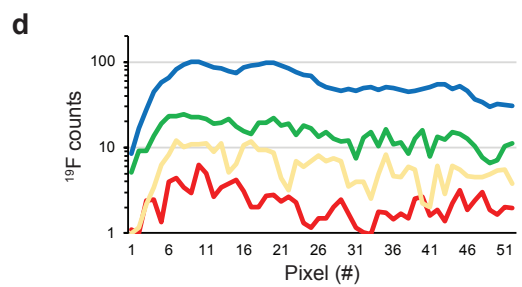

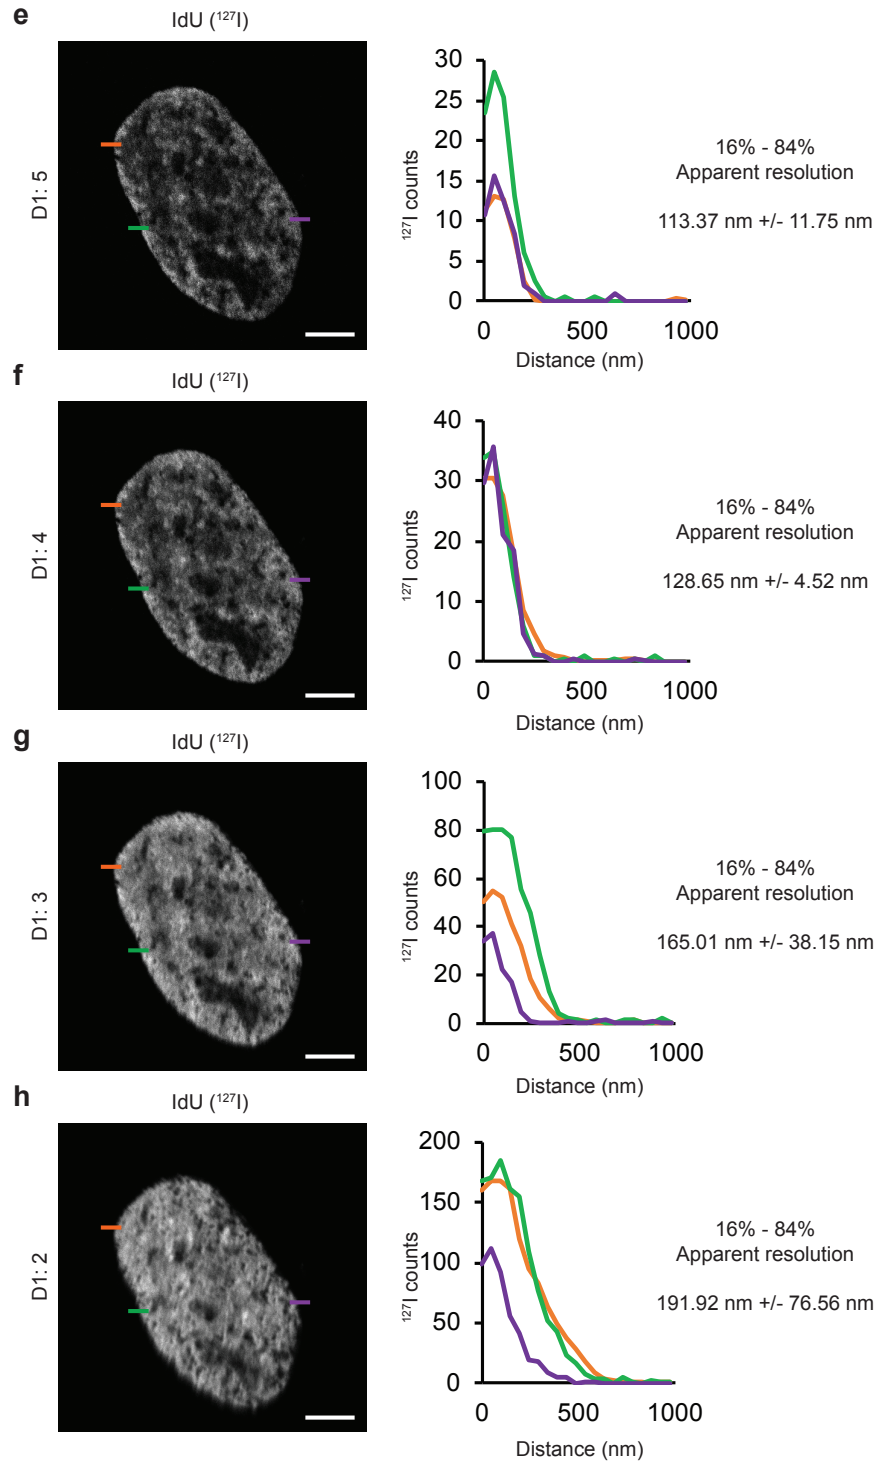

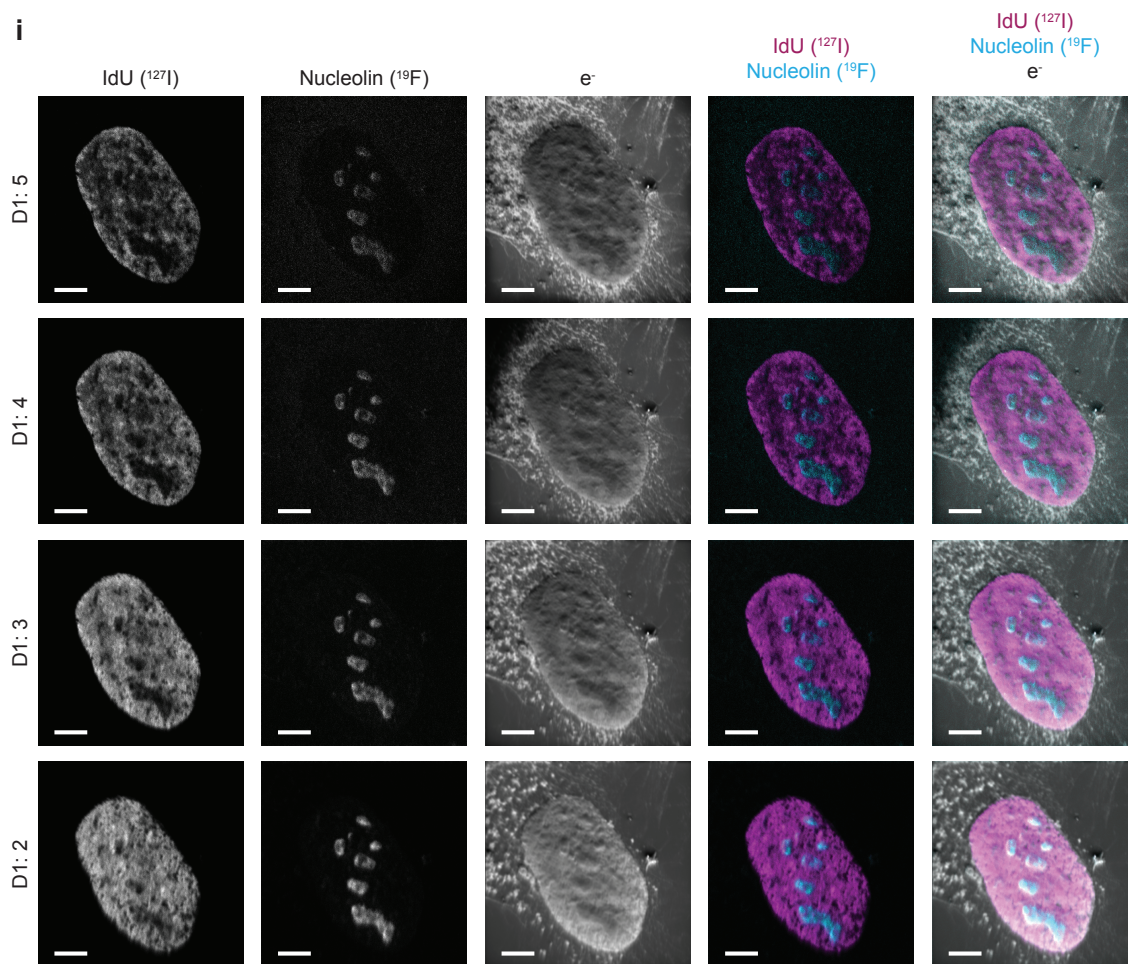

**Supplementary Figure 6. Beam current scales with ion counts per pixel at the expense of resolution.**

HeLa cells were labeled with IdU for 24 hours and stained with anti-nucleolin- $^{19}\text{F}$ /FITC. The images were acquired with a constant  $25 \times 25 \mu\text{m}$  field of view, 1 ms dwell time per pixel, and  $512 \times 512$  pixels (xy). The beam current was increased every 10 planes by changing the D1 aperture width to obtain a beam diameter of  $\sim 50$  nm (D1: 5),  $\sim 75$  nm (D1: 4),  $\sim 100$  nm (D1: 3) and  $\sim 150$  nm (D1: 2), with a current of  $\sim 0.7$  pA (D1: 5),  $\sim 1.2$  pA (D1: 4),  $\sim 3$  pA (D1: 3) and  $\sim 6$  pA (D1: 2).  $n = 1$ .

**(A)** Representative HD-MIBI images of nucleolin staining in the same HeLa cell using different aperture widths. Different brightness intensities to normalize for variation in ion counts are shown for clarity. Scale bars, 4  $\mu\text{m}$ .

**(B)** Enlarged images of colored boxes within images in panel A show an individual nucleolus. Details are increasingly lost as the beam current is elevated. Scale bars, 400 nm.

**(C)** Ion count per pixel of all pixels in images shown in panel B. Each colored boxplot represents color-coded images in panel B. Boxplots from samples analyzed at higher currents (D1: 2 and 3) show higher ion counts per pixel than boxplots from samples analyzed at lower currents (D1: 4 and 5), highlighting loss of ion counts per pixel at lower current. The center of the box corresponds to the median. The minima and maxima bound of box correspond to the 25<sup>th</sup> and 75<sup>th</sup> percentiles, respectively. The whiskers extend from the minima and maxima bounds of box to the largest value no further than 1.5 times the inter-quartile range. The outliers are shown as dots. N = 3421 pixels per condition.

**(D)** Line scans from lines within images shown in panel B. Line scans at high current (D1: 2 and 3) are smoother than line scans at low current (D1: 4 and 5), showing loss of resolution at higher current.

**(E-H)** Quantification of lateral resolution using a beam diameter of **(E)** ~50 nm (D1: 5), **(F)** ~75 nm (D1: 4), **(G)** ~100 nm (D1: 3), and **(H)** ~150 nm (D1: 2). (Left) Representative HD-MIBI images of newly replicated DNA (IdU) staining in the same HeLa cell. Scale bars, 4  $\mu\text{m}$ . (Right) Line scan for each colored bar in the images shown on the left. The lateral resolution calculated using the 16%-84% criterion is shown as an average of each of the three analyzed lines  $\pm$  s.d.

**(I)** Single channel and composite images of images shown in Fig. 1E of  $\gamma\text{-H2A}$ , nucleolin, and IdU.

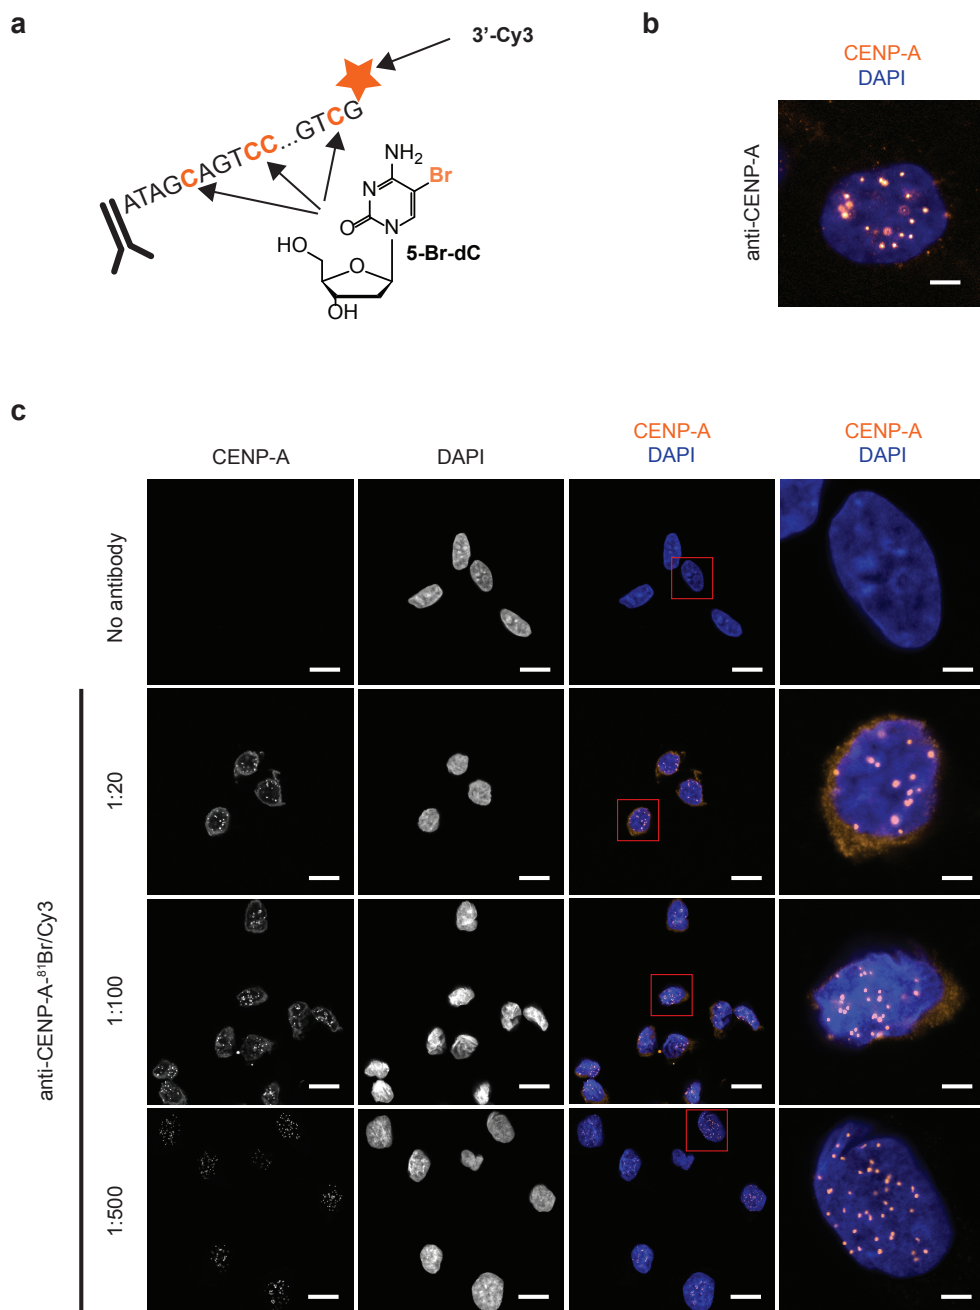

**d**

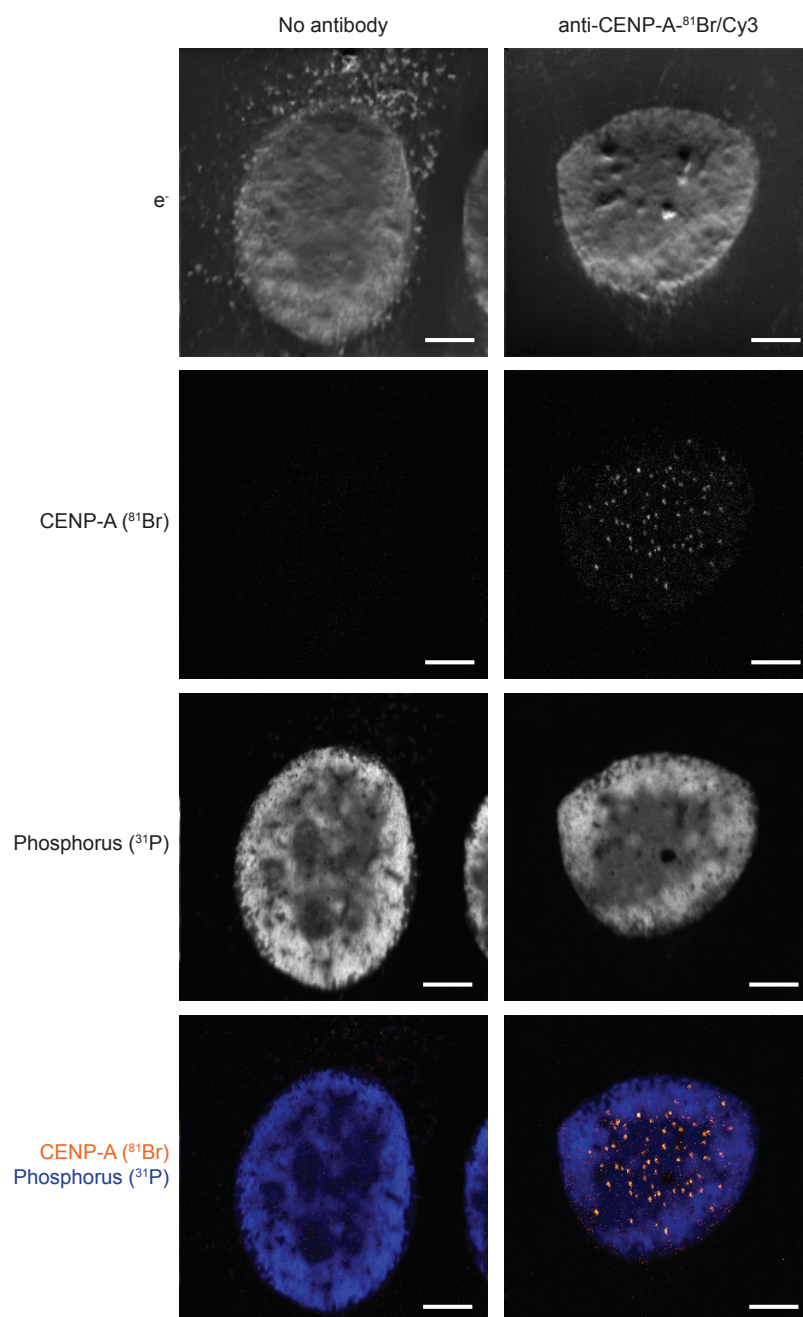

**Supplementary Figure 7. Validation of  $^{81}\text{Br}/\text{Cy3}$  MoC-Abs for HD-MIBI.**

(A) A schematic of the  $^{81}\text{Br}/\text{Cy3}$  MoC-Ab. The antibody was conjugated to the 5' end of an oligonucleotide in which all cytidines were replaced by 5-Br-dC. The oligonucleotide also had a 3' Cy3.

(B) Representative confocal microscopy image of a HeLa cell stained with unconjugated anti-CENP-A- $^{81}\text{Br}/\text{Cy3}$  and a secondary anti-mouse-Alexa488 (orange) and DAPI (blue). Scale bar, 4  $\mu\text{m}$ . n = 1.

(C) Representative confocal microscopy images of control HeLa cells (no antibody) and HeLa cells stained with anti-CENP-A- $^{81}\text{Br}/\text{Cy3}$  (orange) at three different concentrations. DAPI is shown in blue. Cells in red boxes in the composite image are enlarged in the right column. Scale bars, 20  $\mu\text{m}$  in standard images and 4  $\mu\text{m}$  in enlarged images. A 1:500 dilution of this antibody was used in subsequent experiments. n = 1.

(D) Representative HD-MIBI images of control HeLa cell (no antibody) and HeLa cell stained with anti-CENP-A- $^{81}\text{Br}/\text{Cy3}$ . Scale bar, 4  $\mu\text{m}$ . n = 3.

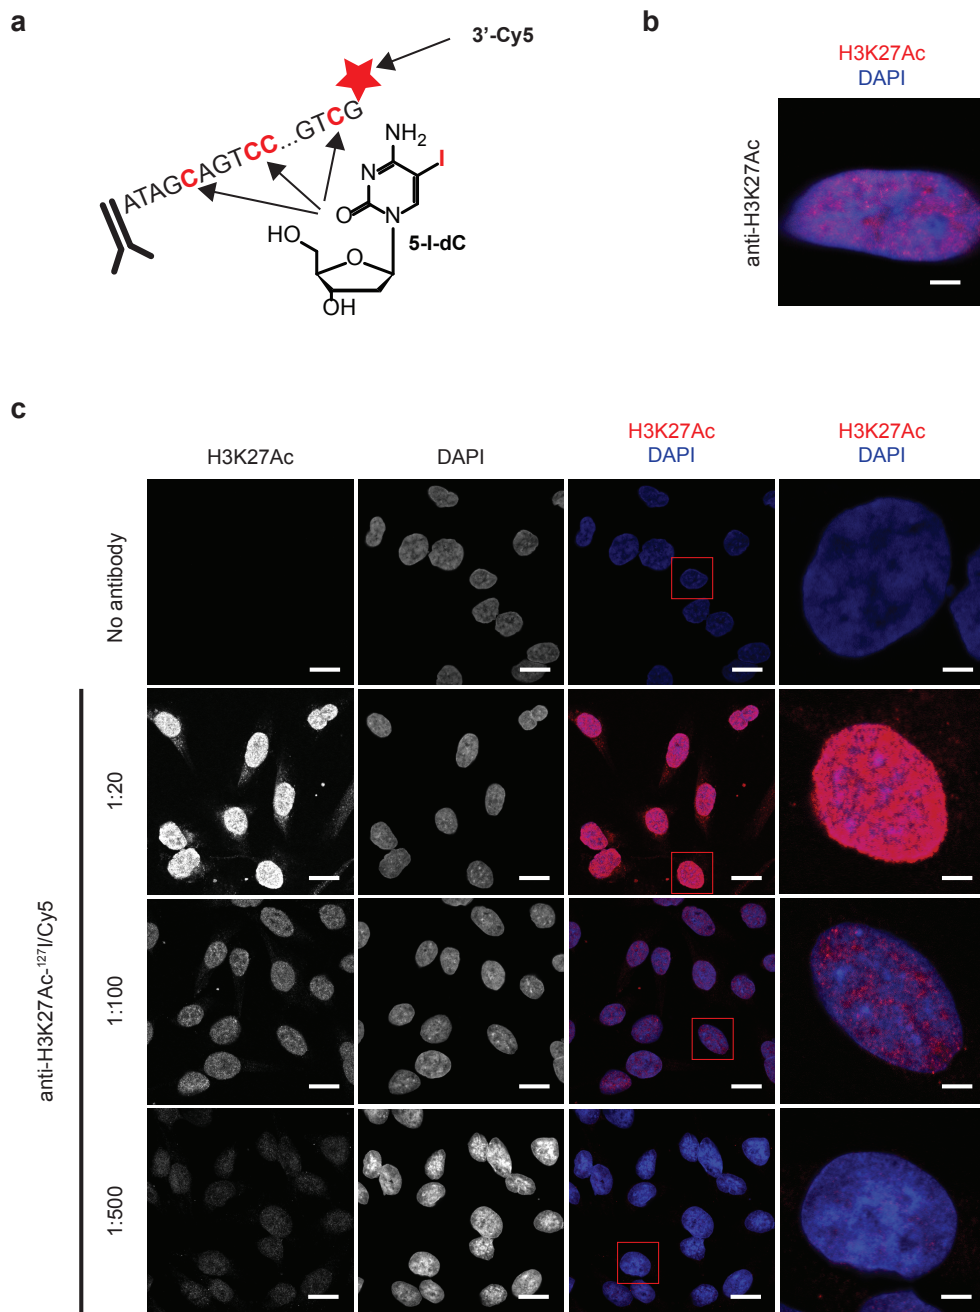

**d**

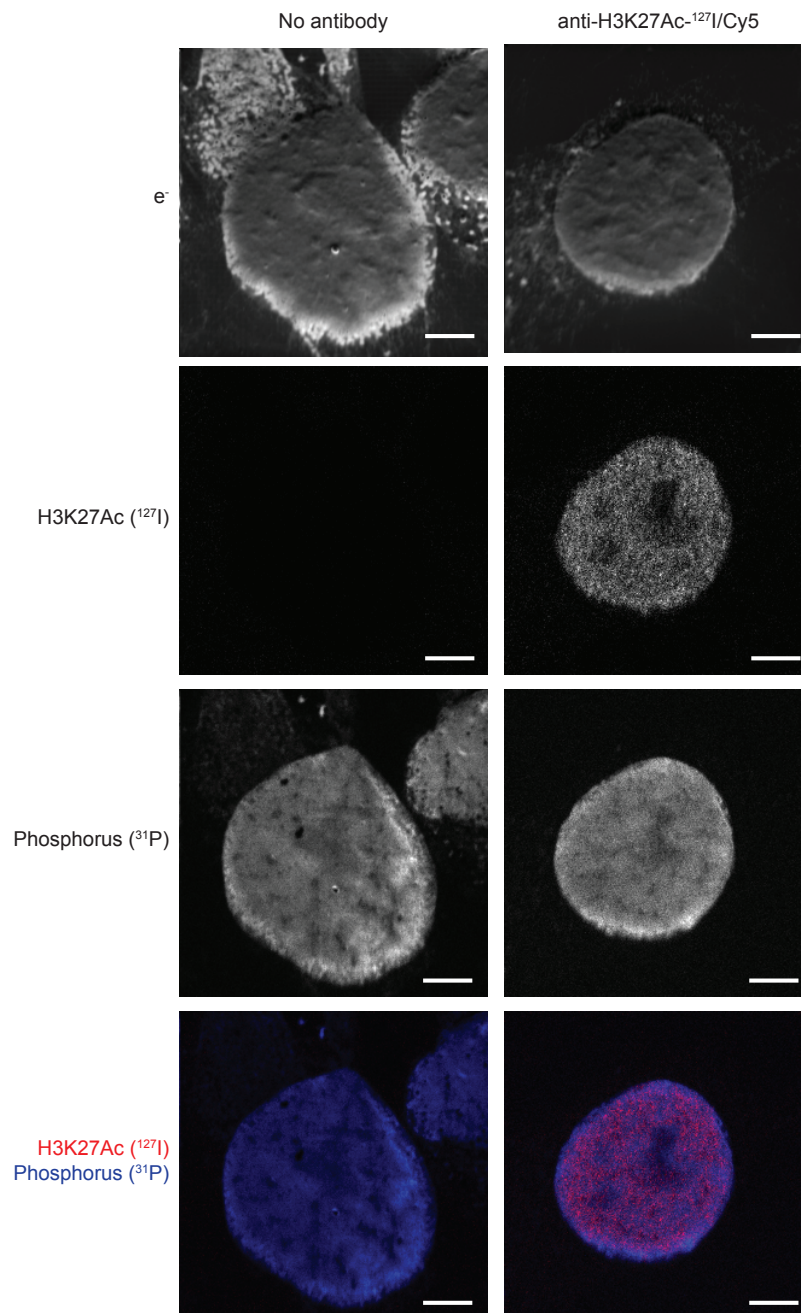

**Supplementary Figure 8. Validation of  $^{127}\text{I}/\text{Cy5}$  MoC-Abs for HD-MIBI.**

(A) A schematic of the  $^{127}\text{I}/\text{Cy5}$  MoC-Ab. The antibody was conjugated to the 5' end of an oligonucleotide in which all cytidines were replaced by 5-I-dC. The oligonucleotide also had a 3' Cy5.

(B) Representative confocal microscopy image of a HeLa cell stained with unconjugated anti-H3K27Ac and a secondary anti-rabbit-Alexa647 (red) and DAPI (blue). Scale bar, 4  $\mu\text{m}$ . n = 1.

(C) Representative confocal microscopy images of control HeLa cells (no antibody) and HeLa cells stained with anti-H3K27Ac- $^{127}\text{I}/\text{Cy5}$  (red) at three different concentrations. DAPI is shown in blue. Cells in red boxes in the composite image are enlarged in the right column. Scale bars, 20  $\mu\text{m}$  in standard images and 4  $\mu\text{m}$  in enlarged images. A 1:100 dilution of this antibody was used in subsequent experiments. n = 1.

(D) Representative HD-MIBI images of control HeLa cell (no antibody) and HeLa cell stained with anti-H3K27Ac- $^{127}\text{I}/\text{Cy5}$ . Scale bar, 4  $\mu\text{m}$ . n = 3.

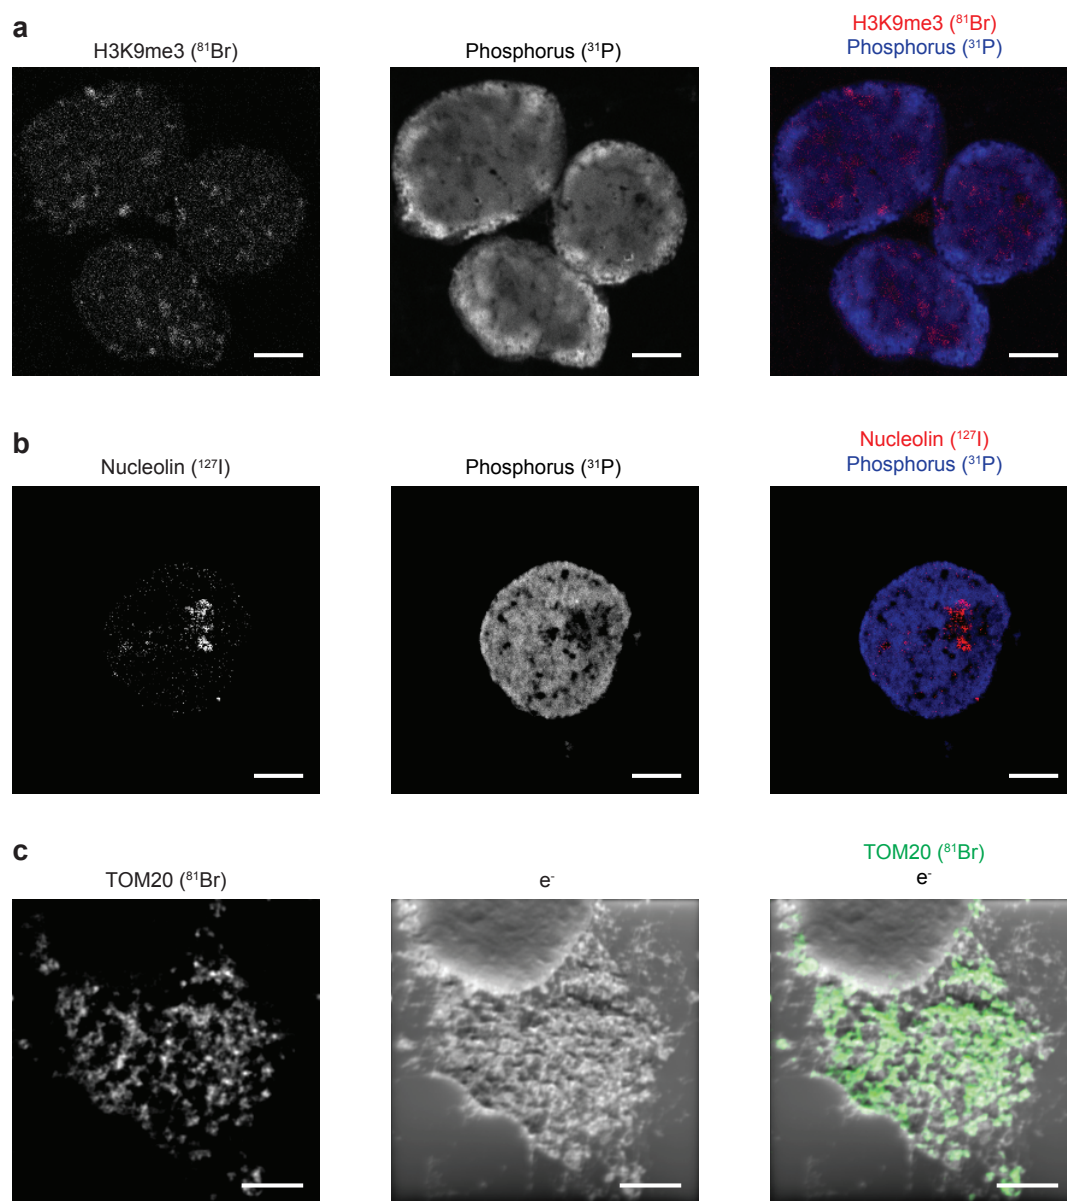

**Supplementary Figure 9. Validation of MoC-Abs containing 5-Br-dC or 5-I-dC for HD-MIBI by targeting other proteins.**

**(A)** Representative HD-MIBI image of a HeLa cell stained with anti-H3K9me3-<sup>81</sup>Br/Cy3 (red). Phosphorus is shown in blue. Scale bar, 4  $\mu$ m. n = 3.

**(B)** Representative HD-MIBI image of a HeLa cell stained with anti-nucleolin-<sup>127</sup>I/Cy5 (red). Phosphorus is shown in blue. Scale bar, 4  $\mu$ m. n = 3.

(C) Representative HD-MIBI images of a HeLa cell stained with anti-TOM20-<sup>81</sup>Br/Cy3 (green).

Scale bar, 4  $\mu\text{m}$ . n = 1.

**a**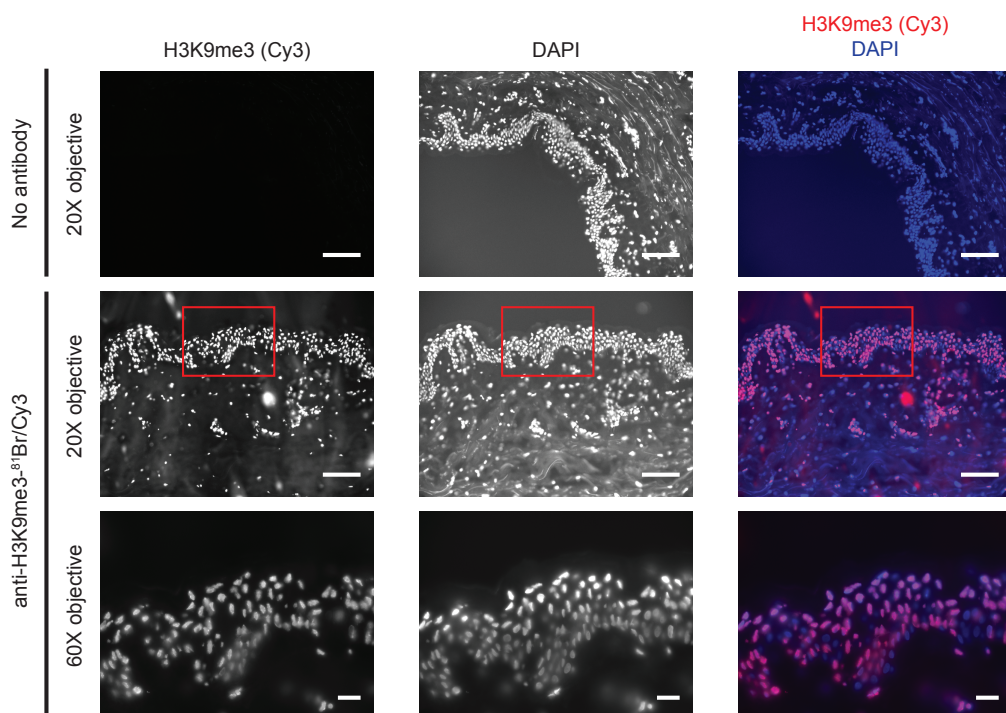**b**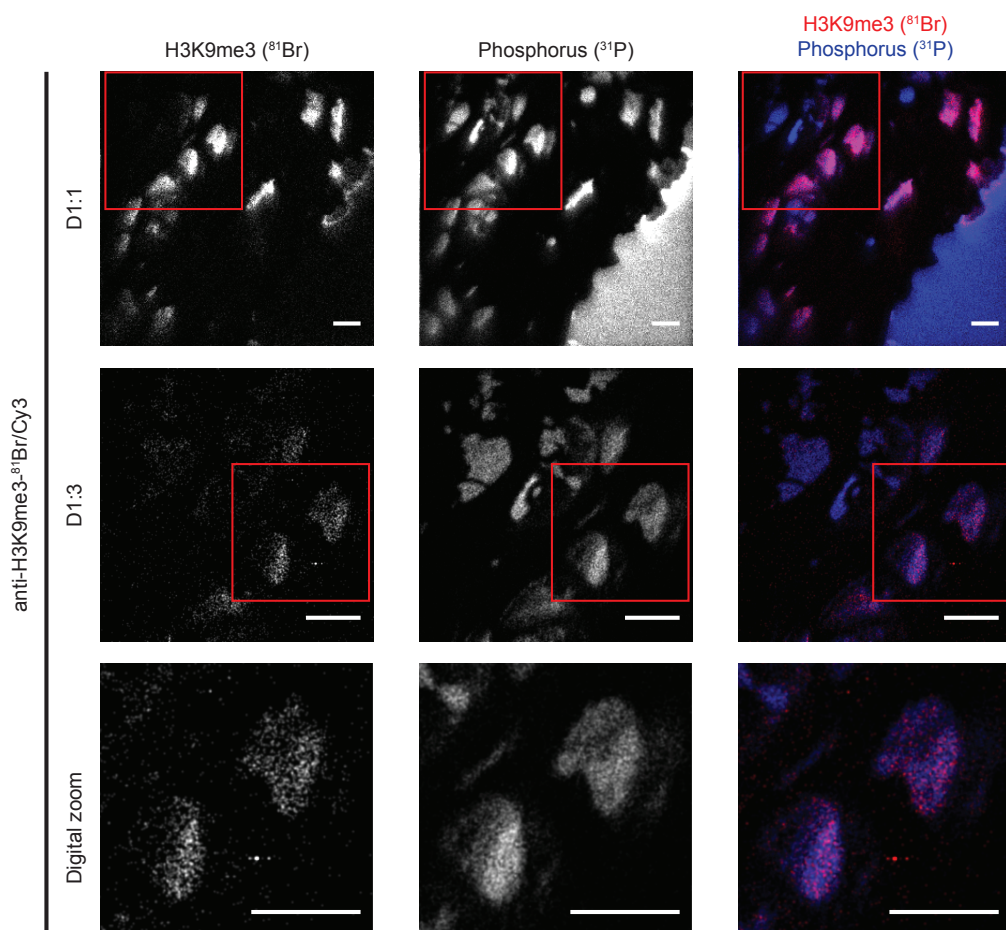

**Supplementary Figure 10. Validation of MoC-Abs in frozen tissue sections.**

(A) Representative confocal microscopy images of control human adult skin section (no antibody) and human adult skin section stained with anti-H3K9me3-<sup>81</sup>Br/Cy3 (red) at two magnifications. DAPI is shown in blue. Fields of view in red boxes in the 20x images were re-captured with a 60x objective. Scale bars, 100  $\mu$ m in 20X images and 20  $\mu$ m in 60X images. n = 1.

(B) Representative HD-MIBI images of the epidermis of a human adult skin section stained with anti-H3K9me3-<sup>81</sup>Br/Cy3. Scale bar, 4  $\mu$ m. n = 1.

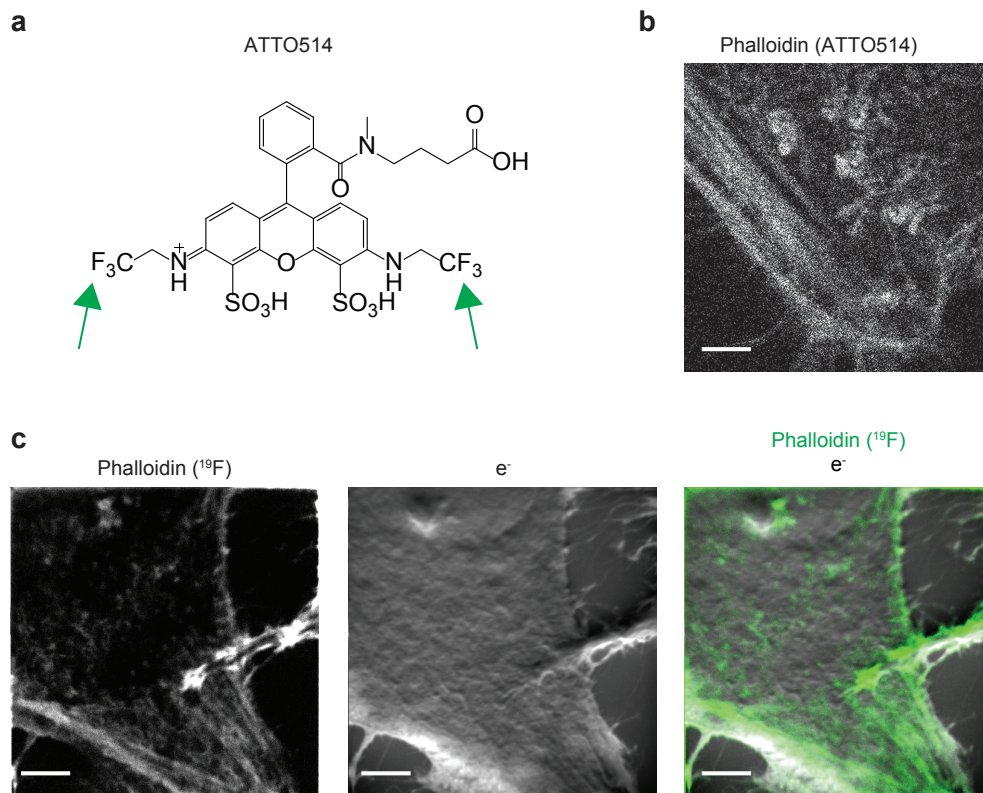

**Supplementary Figure 11. Validation of Phalloidin-ATTO514 for HD-MIBI.**

(A) Chemical structure of ATTO 514. Green arrows indicate the presence of the six  $^{19}\text{F}$  atoms in ATTO 514.

(B) Representative confocal microscopy image of a HeLa cell stained with phalloidin-ATTO514. Scale bar, 4  $\mu\text{m}$ .  $n = 1$ .

(C) Representative HD-MIBI images of a HeLa cell stained with phalloidin-ATTO514. Scale bar, 4  $\mu\text{m}$ .  $n = 1$ .

**a**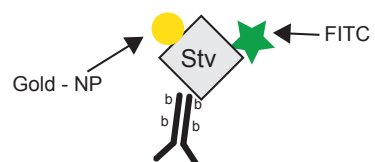**b**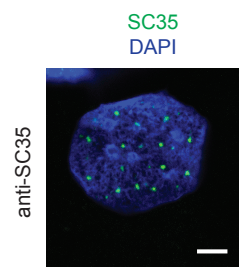**c**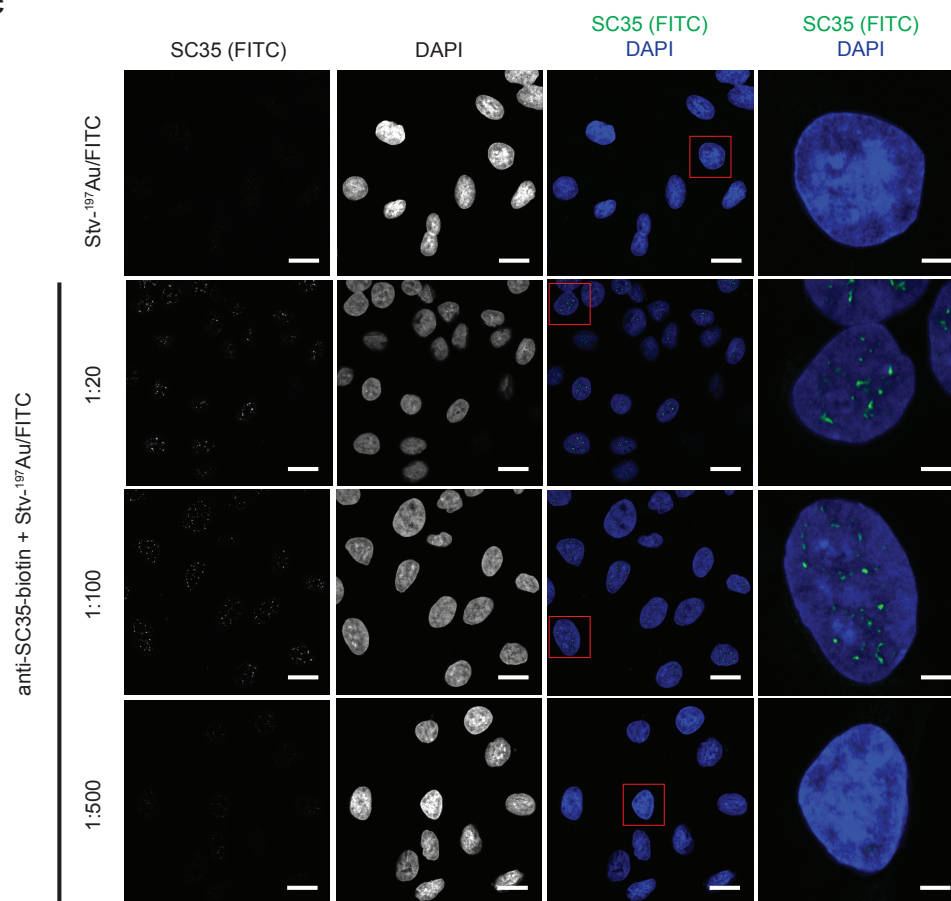

**d**

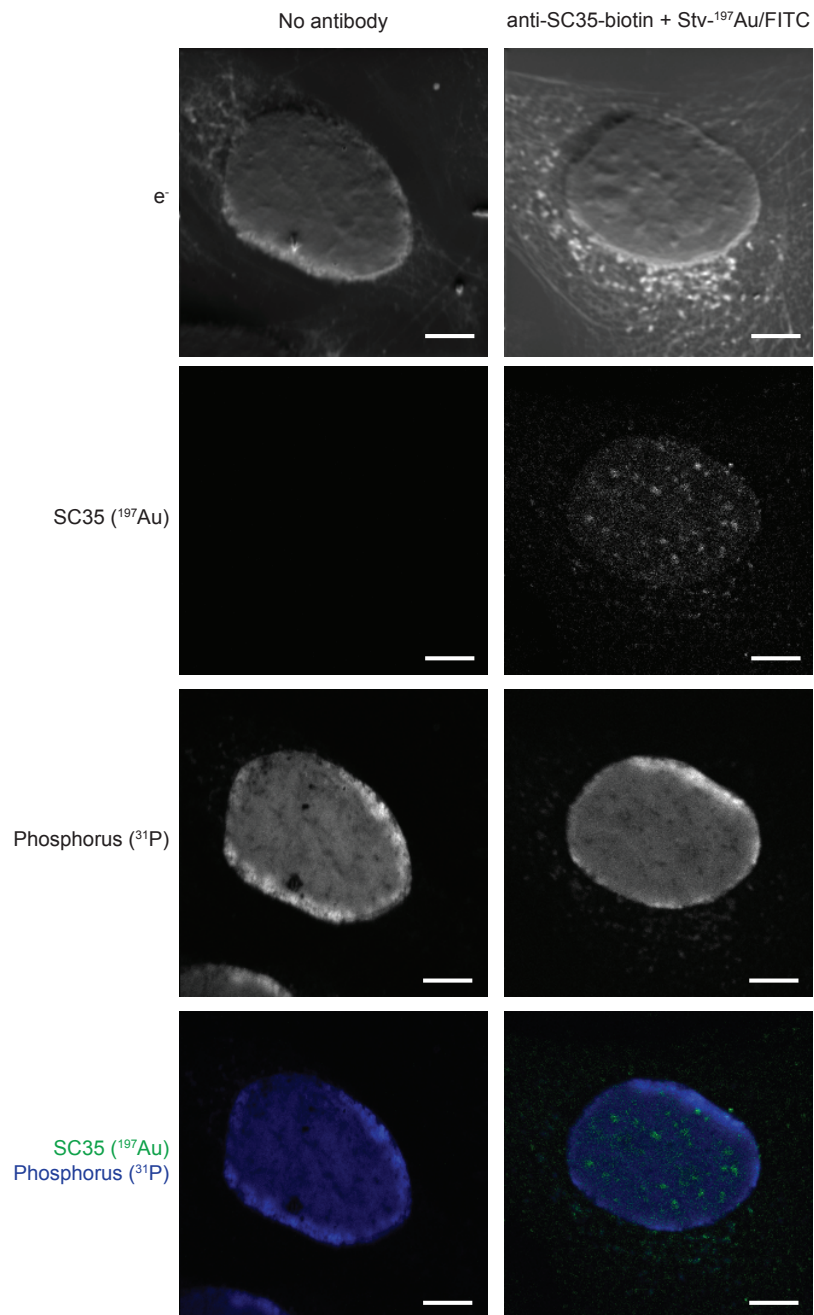

**Supplementary Figure 12. Validation of biotin-conjugated antibodies stained with  $^{197}\text{Au}$ /FITC-conjugated streptavidin.**

(A) A schematic of the antibody conjugation strategy. Primary antibodies were conjugated to biotin and subsequently stained with  $^{197}\text{Au}$ /FITC-conjugated streptavidin. The  $^{197}\text{Au}$  consists of 1.4 nm nanoparticles, a diameter below the theoretical HD-MIBI resolution limit.

(B) Representative confocal microscopy image of a HeLa cell stained with unconjugated anti-SC35 and a secondary anti-mouse-Alexa488 (green). DAPI (blue) was used to stain the nucleus. Scale bars, 4  $\mu\text{m}$ . n = 1.

(C) Representative confocal microscopy images of HeLa cells stained with streptavidin- $^{197}\text{Au}$ /FITC and HeLa cells stained with anti-SC35-biotin followed by streptavidin- $^{197}\text{Au}$ /FITC at different concentrations of the primary antibody and 1:40 of streptavidin- $^{197}\text{Au}$ /FITC (green). DAPI (blue) was used to stain nuclei. Scale bars, 20  $\mu\text{m}$ . Cells in red boxes in the composite image are magnified in the right column. Scale bars, 4  $\mu\text{m}$ . A 1:100 dilution of this antibody was used on following experiments. n = 1.

(D) Representative HD-MIBI image of a control HeLa cell (no antibody) and a HeLa cell stained with anti-SC35-biotin followed by streptavidin- $^{197}\text{Au}$ /FITC. Scale bar, 4  $\mu\text{m}$ . n = 3.

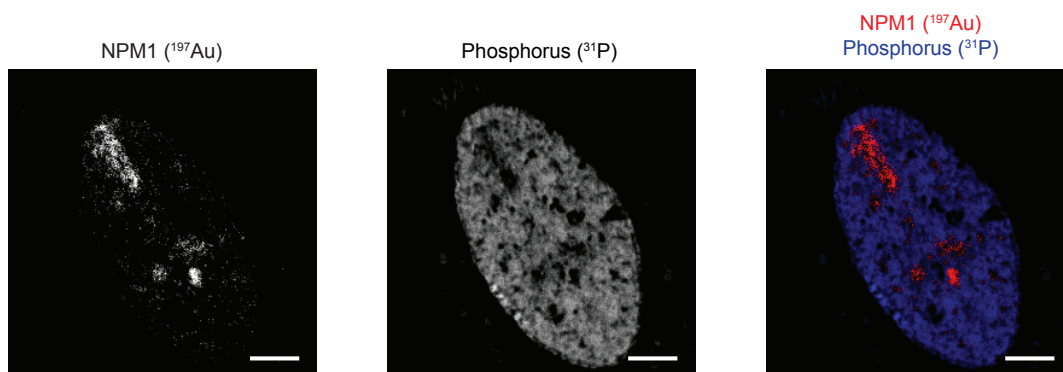

**Supplementary Figure 13. Validation of biotin-conjugated antibodies stained with <sup>197</sup>Au/FITC-conjugated streptavidin for HD-MIBI by targeting other proteins.**

Representative HD-MIBI image of a HeLa cell stained with anti-NPM1-biotin followed by streptavidin-<sup>197</sup>Au/FITC (red). Phosphorus is shown in blue. Scale bars, 4  $\mu$ m. n = 2.

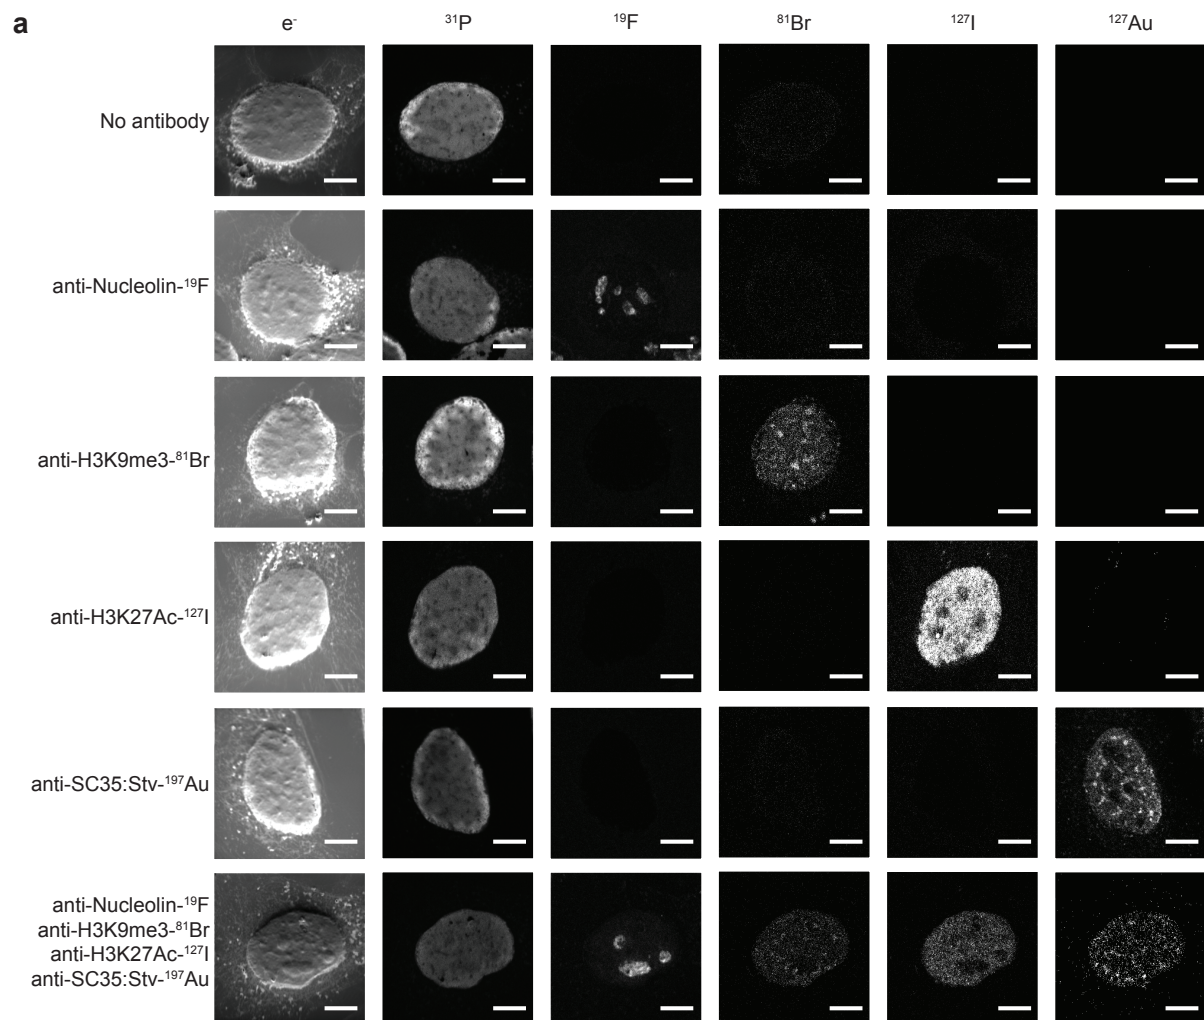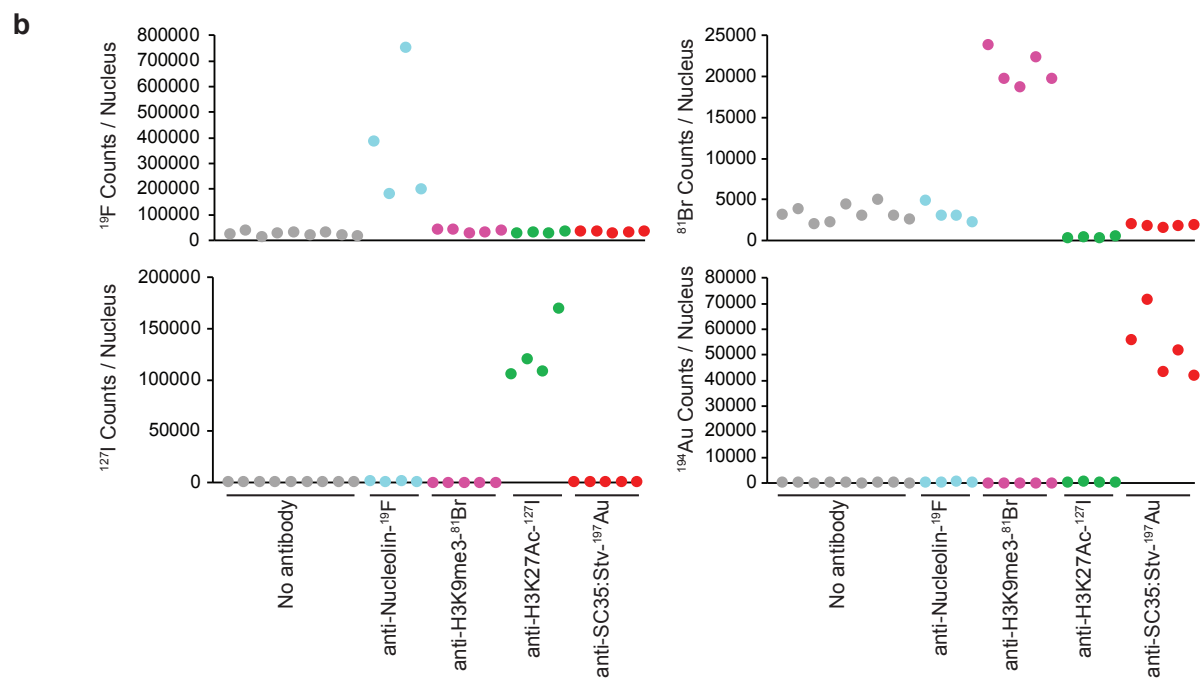

**Supplementary Figure 14. Assessment of HD-MIBI channel crosstalk.**

(A) Representative HD-MIBI images of a control HeLa cell control (no antibody) and HeLa cells stained with the indicated antibodies. Each row represents a staining condition and each column the ion channel extracted for the indicated isotope. Scale bars, 4  $\mu\text{m}$ .

(B) Quantification of channel crosstalk. Unstained HeLa cell ( $n = 9$ ) and HeLa cell stained with anti-nucleolin- $^{19}\text{F}$ /FITC ( $n = 4$ ), anti-H3K9me3- $^{81}\text{Br}$ /Cy3 ( $n = 5$ ), anti-H3K27Ac- $^{127}\text{I}$ /Cy5 ( $n = 4$ ), and anti-SC35-biotin (recognized by streptavidin- $^{197}\text{Au}$ /FITC;  $n = 5$ ) were analyzed by HD-MIBI. A mask was created for each cell using the phosphorus channel and the total  $^{19}\text{F}$ ,  $^{81}\text{Br}$ ,  $^{127}\text{I}$  and  $^{197}\text{Au}$  ion counts of 10 consecutive scans per nucleus were extracted and plotted.

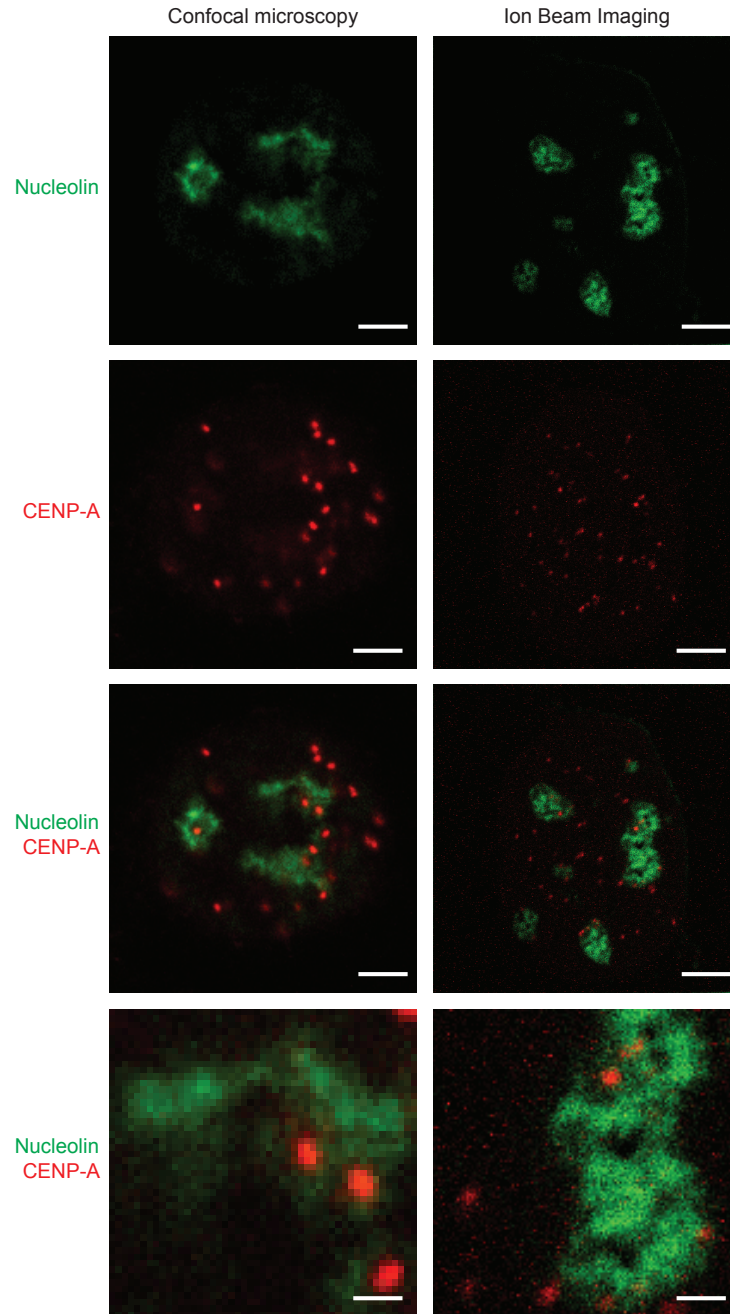

**Supplementary Figure 15. Two-channel HD-MIBI on HeLa cells using a beam diameter of ~50 nm (D1: 5).** Representative confocal microscopy (left) and HD-MIBI (right) images of HeLa cells stained with anti-nucleolin- $^{19}\text{F}$ /FITC and anti-CENP-A- $^{81}\text{Br}$ /Cy3 MoC-Ab. Scale bars, 4  $\mu\text{m}$  (top 3 rows) and 1  $\mu\text{m}$  (bottom row).  $n = 1$ .

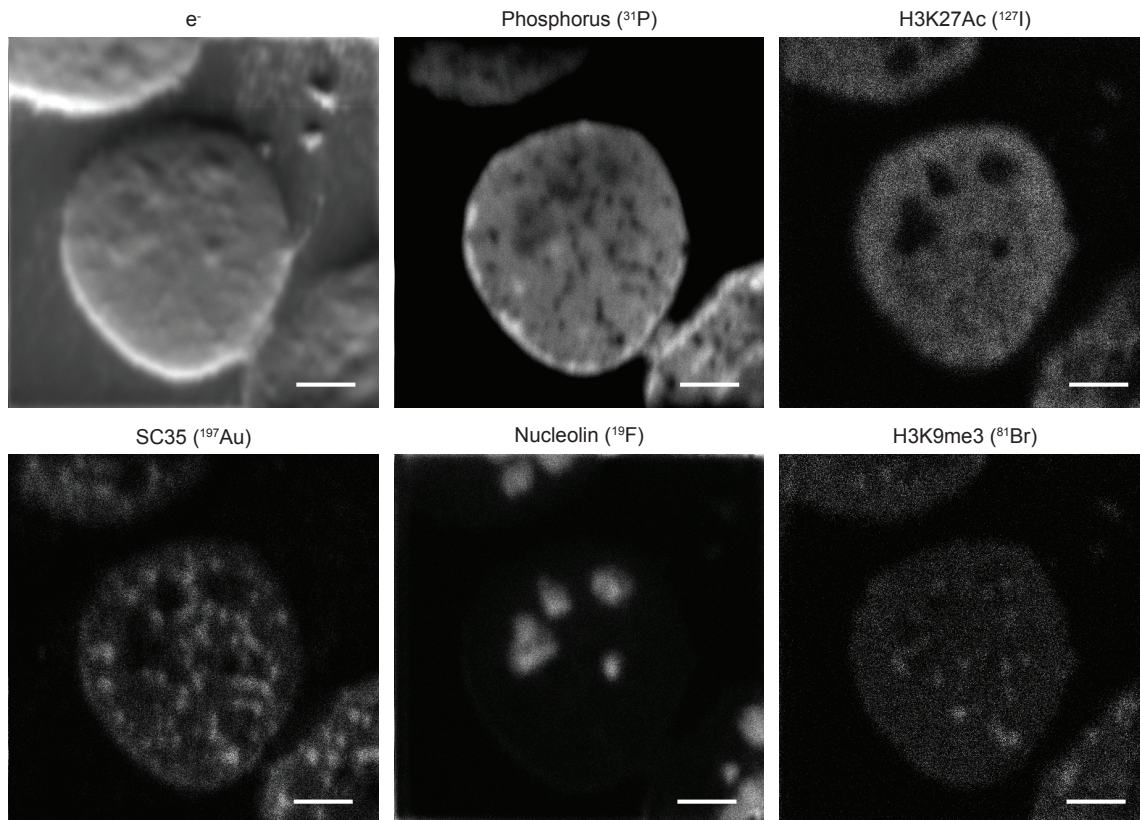

**Supplementary Figure 16. Six-channel HD-MIBI on HeLa cells using a beam diameter of ~50 nm (D1: 5).** Representative HD-MIBI image of a HeLa cell stained with anti-nucleolin- $^{19}\text{F}$ /FITC, anti-H3K9me3- $^{81}\text{Br}$ /Cy3, anti-H3K27Ac- $^{127}\text{I}$ /Cy5, and anti-SC35-biotin (recognized by streptavidin- $^{197}\text{Au}$ /FITC). Images of the  $e^-$ , nucleolin ( $^{19}\text{F}$ ), DNA ( $^{31}\text{P}$ ), H3K9me3 ( $^{81}\text{Br}$ ), H3K27Ac ( $^{127}\text{I}$ ), and SC35 ( $^{197}\text{Au}$ ) were simultaneously acquired. A composite image is shown in Fig. 2D. Scale bars, 5  $\mu\text{m}$ .  $n = 2$ .

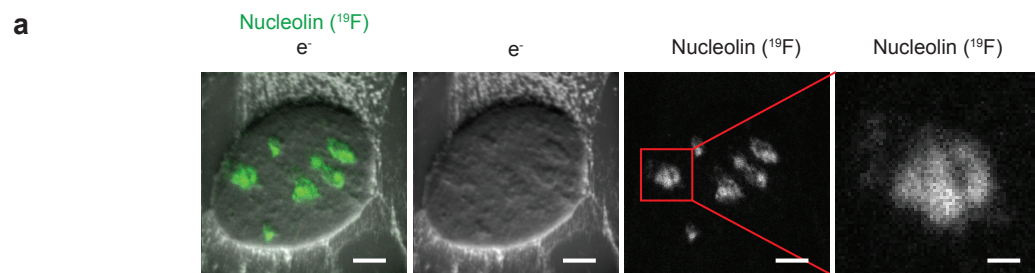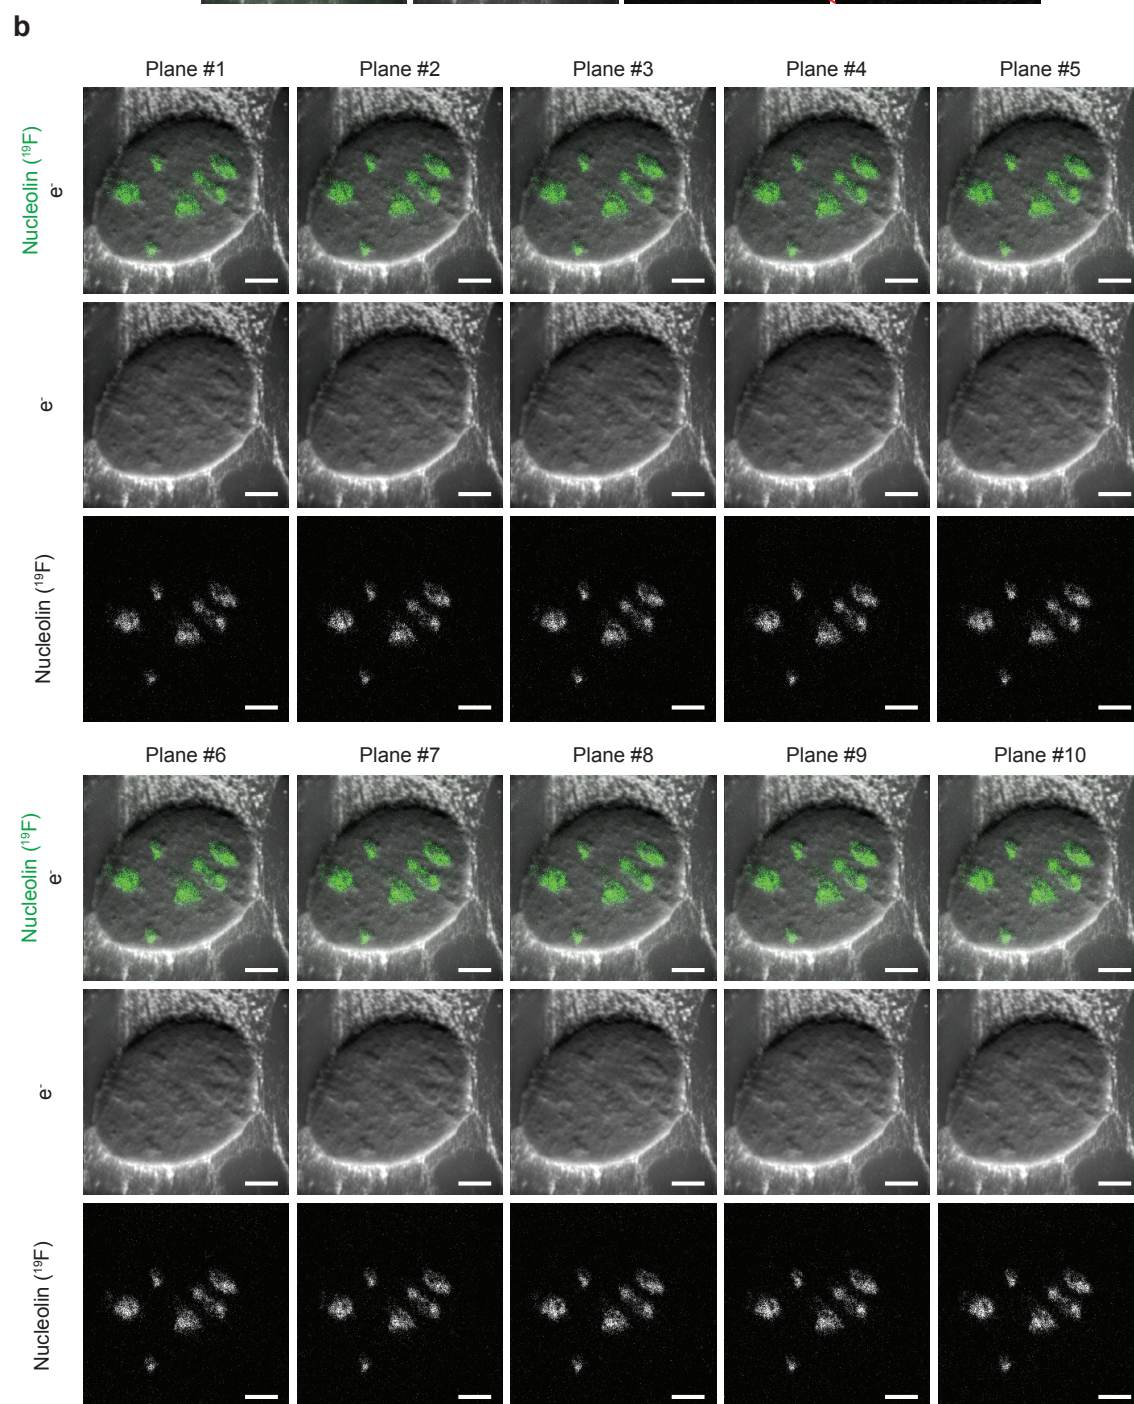

**C**

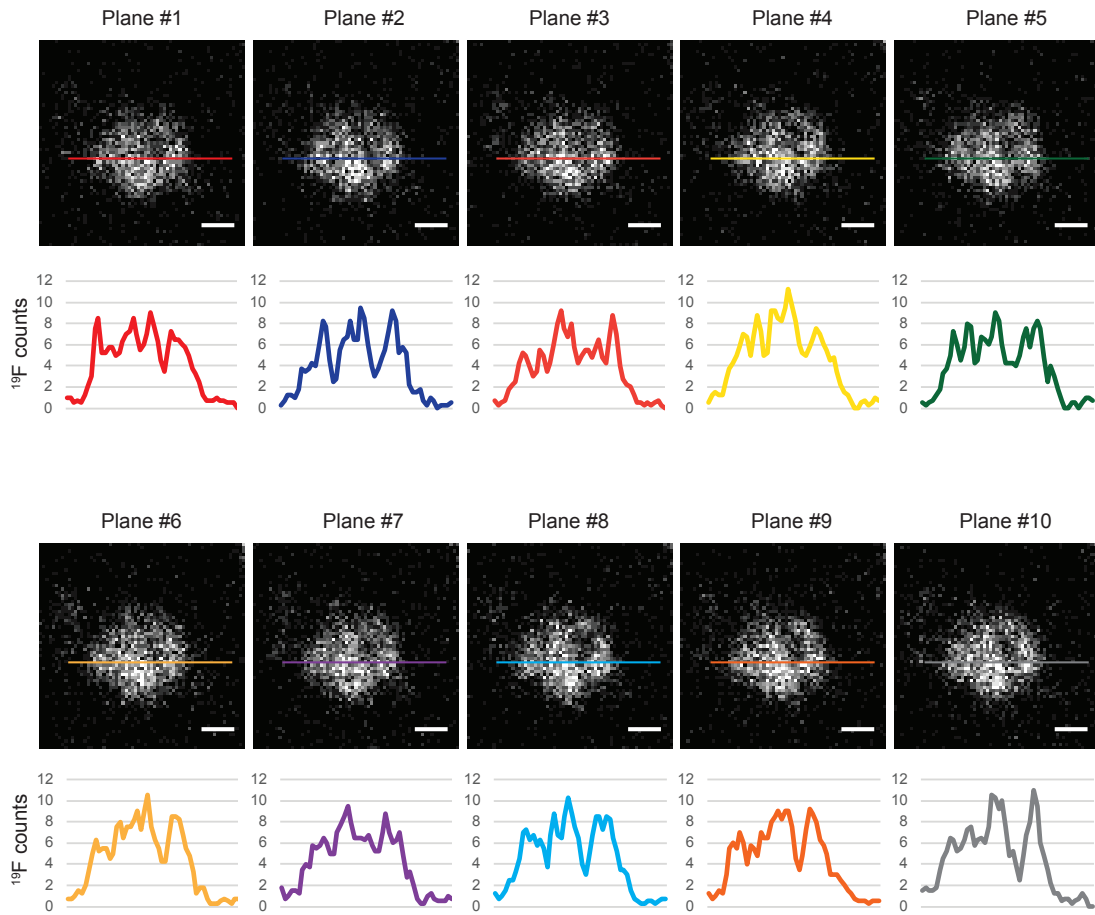

**Supplementary Figure 17. Sequential planes are similar in ion counts.**

(A) Representative HD-MIBI image of a HeLa cell stained with anti-nucleolin- $^{19}\text{F}$ /FITC. Scale bars, 4  $\mu\text{m}$ ; and 1  $\mu\text{m}$  for enlarged images.  $n = 3$ .

(B) HD-MIBI images of the 10 individual planes summed in panel A in consecutive order. The  $^{19}\text{F}$  signal is similar in all individual images. Scale bars, 4  $\mu\text{m}$ .

(C) Line scans on the nucleolus enlarged in panel A for each individual plane. Line scans were used to quantify ion counts per pixel in individual planes. Scale bars, 1  $\mu\text{m}$ .

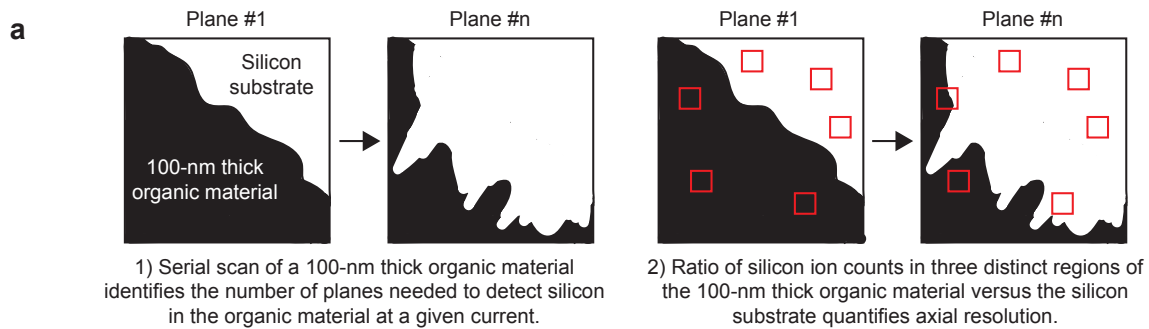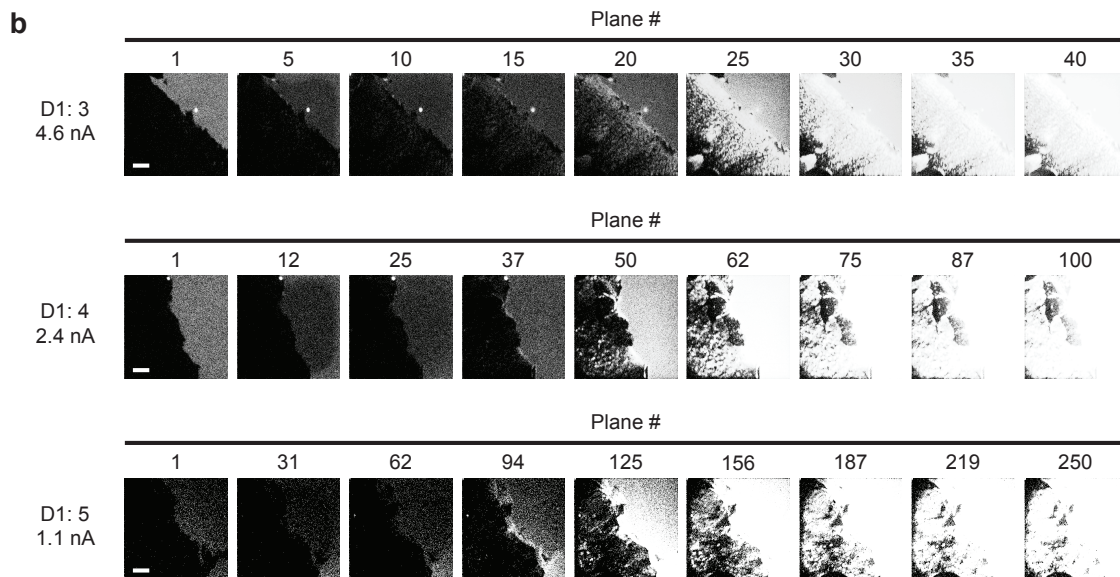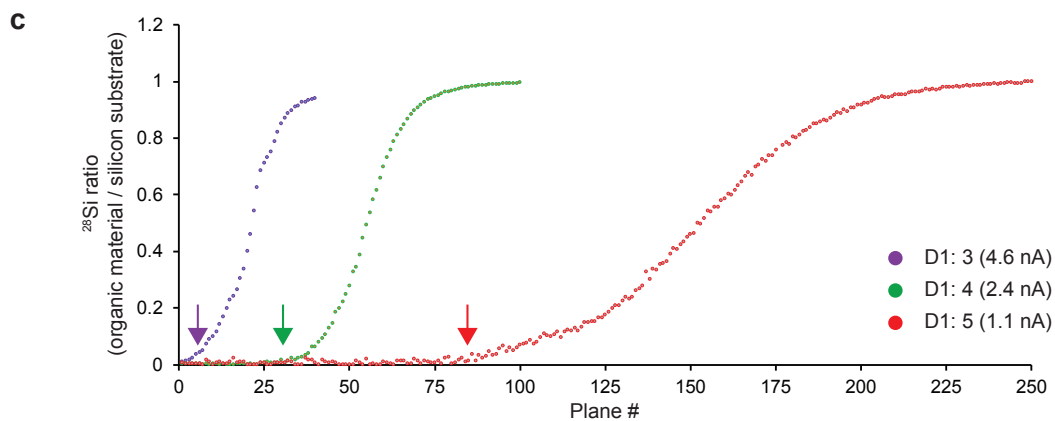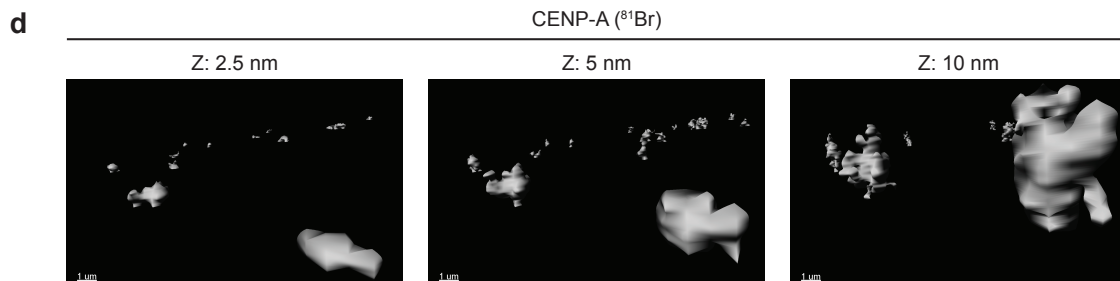

**Supplementary Figure 18. Depth profile analysis on 100 nm thick organic material and 3D surface reconstruction of CENP-A signal at 5 nm Z-depth shows the high axial resolution of HD-MIBI.**

(A) Schematic representation of the workflow of a depth profile analysis on 100 nm thick organic material.

(B) Representative images of silicon ( $^{28}\text{Si}$ ) at the edge of a 100 nm thick organic material in the indicated planes. Data acquisition was performed at different currents in independent FOVs until the  $^{28}\text{Si}$  intensity in the organic material region was visually indistinguishable from the  $^{28}\text{Si}$  intensity in the substrate. Scale bars, 4  $\mu\text{m}$ .

(C) Plotting of the  $^{28}\text{Si}$  ratio between the organic material regions versus the silicon substrate regions at different planes (six regions per plane as described in A). The arrows show that using D1:3 at 4.6 nA, D1:4 at 2.4 nA and D1:5 at 1.1 nA, about 10 (purple arrow), 30 (green arrow) and 80 (red arrow) planes are required to detect silicon in a 100-nm thick sample, which translates to axial resolutions of about 10, 3.3 and 1.25 nm, respectively.

(D) 3D surface reconstruction of CENP-A signal at different Z-depth. HeLa cells were stained with anti-CENP-A- $^{81}\text{Br}$ /Cy3, and 40 individual planes were acquired to obtain HD-MIBI images of centromeres from its appearance to its disappearance. 3D surface reconstruction of images of CENP-A at 5 nm reveal centromeres with spherical shape.  $n = 2$ .

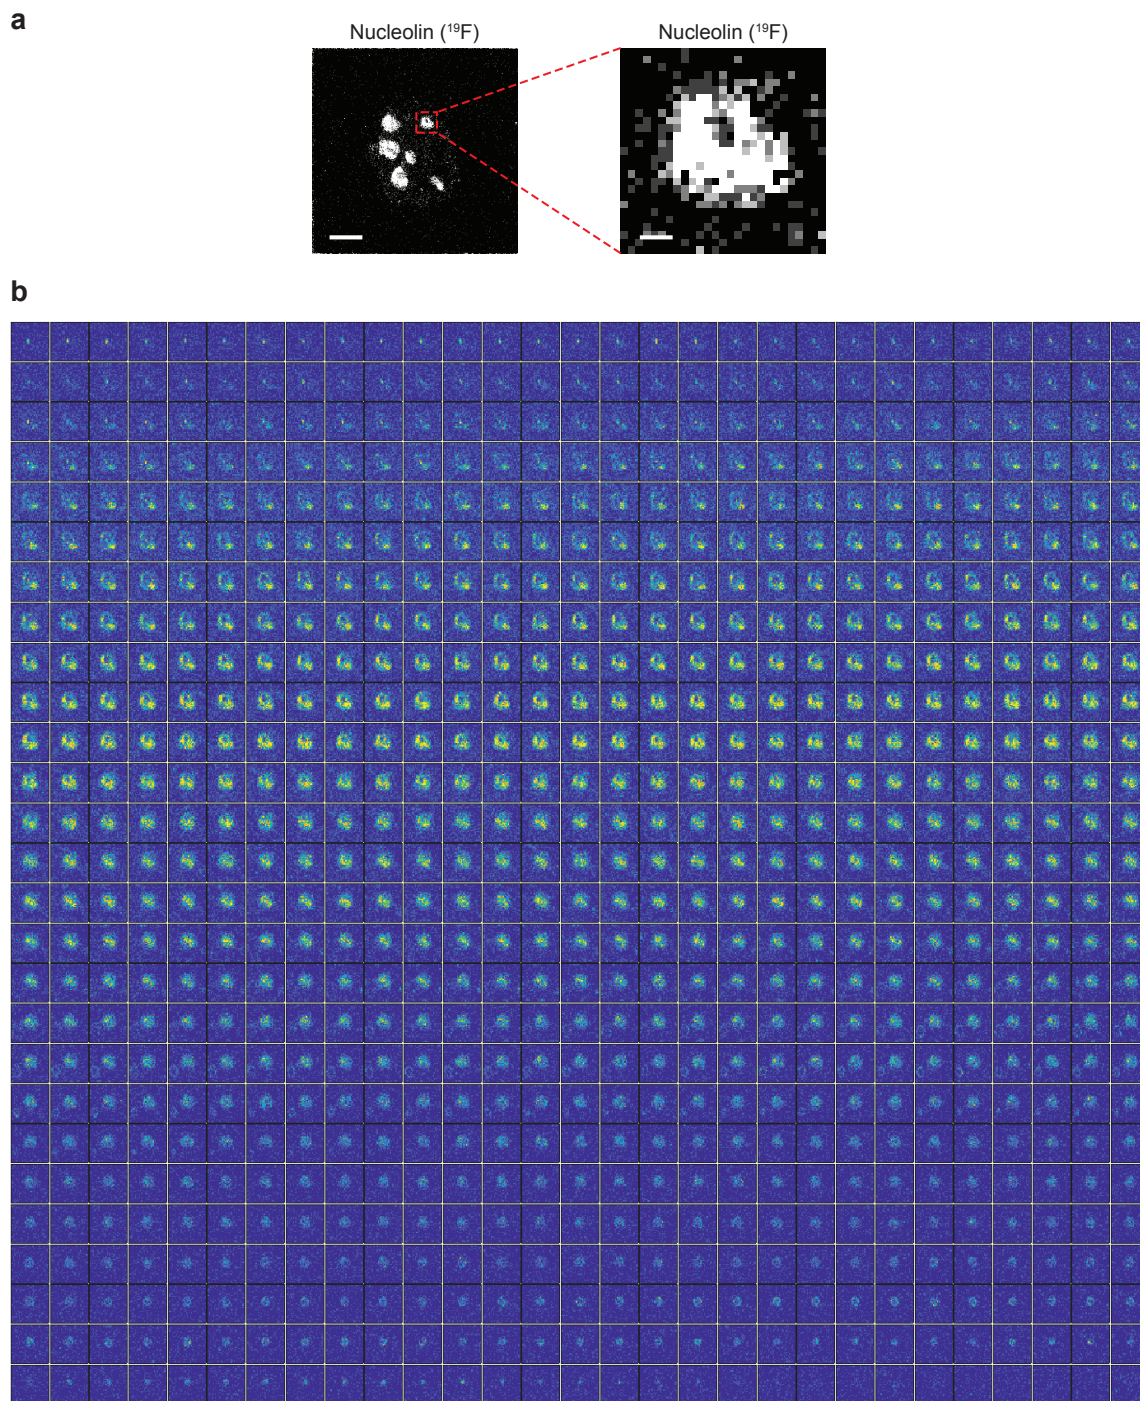

**Supplementary Figure 19. Individual planes of a whole nucleolus.**

(A) (Left) Representative HD-MIBI image of a HeLa cell stained with anti-nucleolin- $^{19}\text{F}$ /FITC.

Scale bar, 4  $\mu\text{m}$ . (Right) Enlarged image of the nucleolus shown in Fig. 3A-B. Scale bar, 400 nm.

n = 3.

**(B)** Individual planes of a whole nucleolus, in order from left to right and from top to bottom; these 783 images were used for the volumetric reconstruction of the nucleolus shown in Fig. 3B. Images have the same scale for intensity, and sequential planes have similar  $^{19}\text{F}$  ion counts.

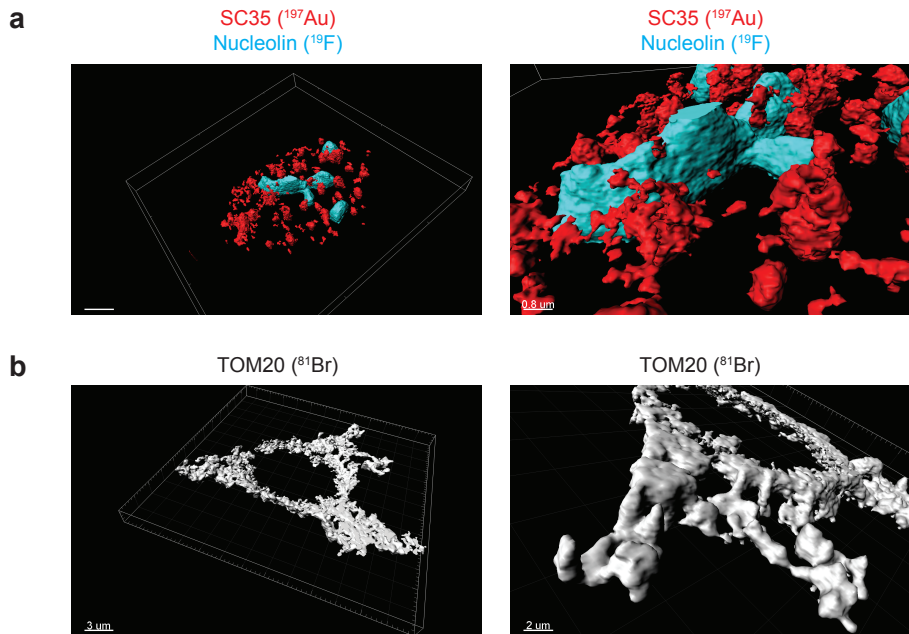

**Supplementary Figure 20. 3D reconstruction of the nucleolin HD-MIBI data is different from other subcellular structures.**

**(A)** Representative 3D surface reconstruction of nucleolus (cyan) and nuclear speckles (red). HeLa cells were stained with anti-nucleolin- $^{19}\text{F}$ /FITC and anti-SC35-biotin (recognized by streptavidin- $^{197}\text{Au}$ /FITC). The image consists of the 3D reconstruction of a stack of 204 consecutive planes.  $n = 3$ .

**(B)** Representative 3D surface reconstruction of mitochondria. HeLa cells were stained with anti-TOM20- $^{81}\text{Br}$ /Cy3. The image consists of the 3D reconstruction of a stack of 631 consecutive planes.  $n = 1$ .

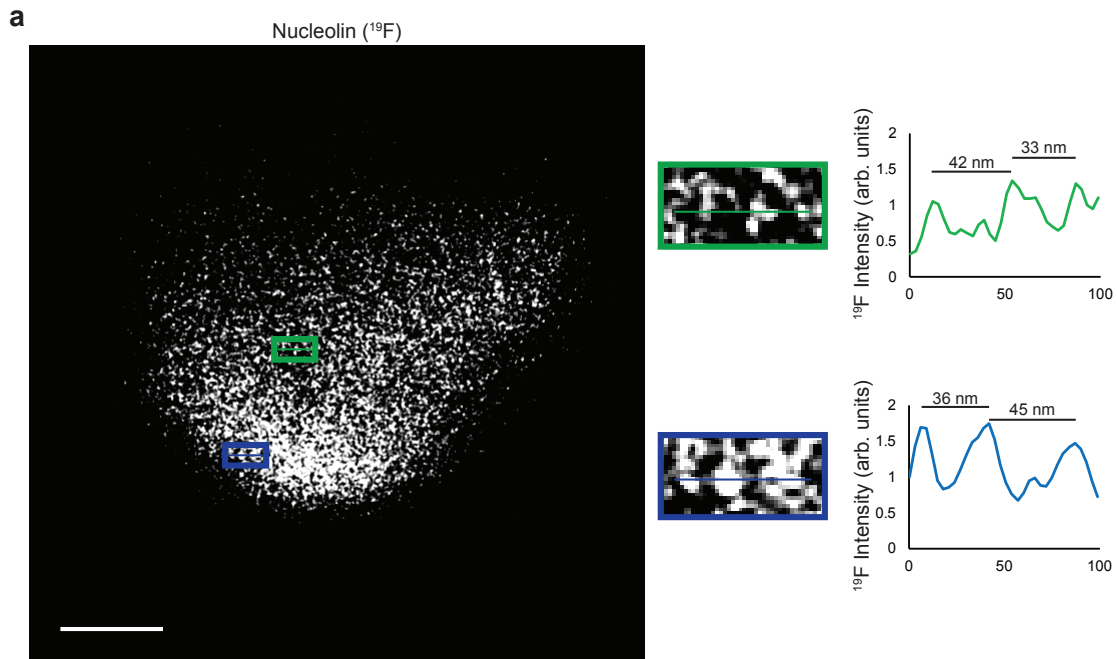

**Supplementary Figure 21. Iterative HD-MIBI is able to resolve MoC-Ab signals at the nanoscale.**

(Left) Representative enlarged image of a nucleolus of a HeLa cell stained with anti-nucleolin- $^{19}\text{F}$ /FITC. The same nucleolus is shown in Fig. 3F. Scale bar, 300 nm. (Middle) Higher magnification images of the area boxed in the image on the left. (Right) Line scans of the lines in the middle images demonstrate that HD-MIBI can resolve signals spaced a few tens of nm.  $n = 2$ .

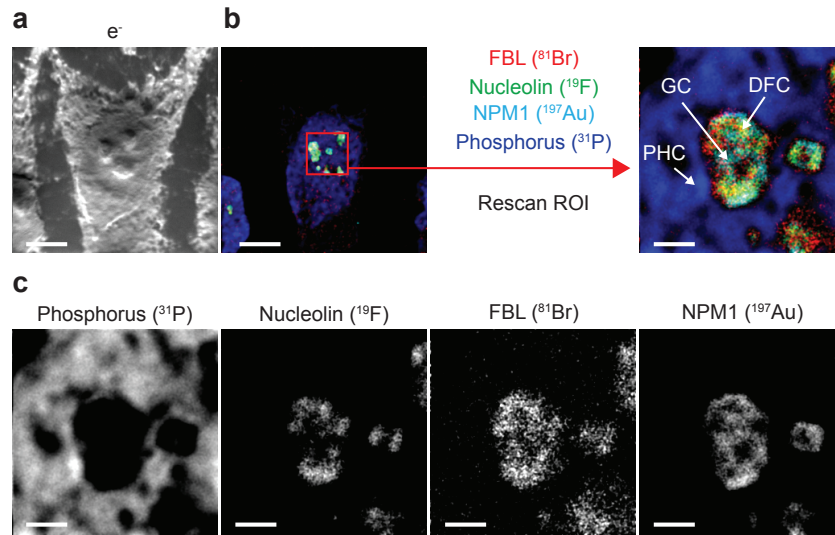

**Supplementary Figure 22. Iterative super-resolution imaging reveals nucleolar substructures.**

(A) Representative secondary electron image of a HeLa cell. Scale bar, 5  $\mu\text{m}$ .

(B) (Left) High-resolution scan of the HeLa cell used to find a ROI. The HeLa cell shown in panel A was stained with anti-nucleolin- $^{19}\text{F}$ /FITC, anti-FIB-1- $^{81}\text{Br}$ /Cy3, and anti-NPM1-biotin (recognized by streptavidin- $^{197}\text{Au}$ /FITC). Scale bar, 5  $\mu\text{m}$ . (Right) Iterative super-resolution imaging for the visualization of the nucleolar structure. NPM1, a marker of the granular component (GC), is distributed in regions distinct from those stained with FIB-1, a marker of the dense fibrillary component (DFC). Regions with high phosphorus surrounding the nucleolus indicate perinucleolar heterochromatin (PHC). Scale bar, 1  $\mu\text{m}$ .

(C) Individual images of the super-resolution image shown in panel B. Scale bars, 1  $\mu\text{m}$ .

**a**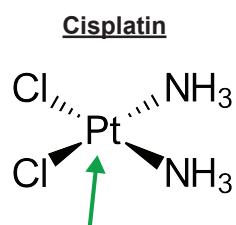**b**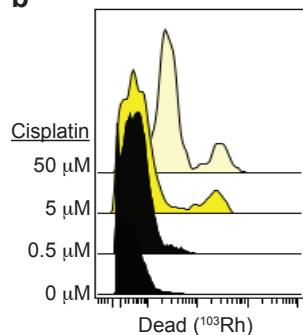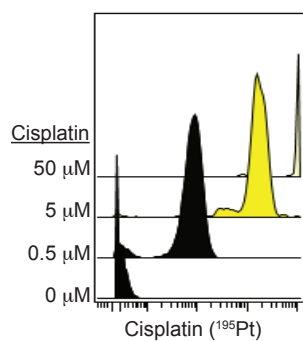**c**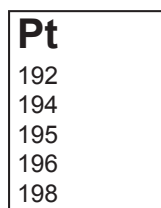**d**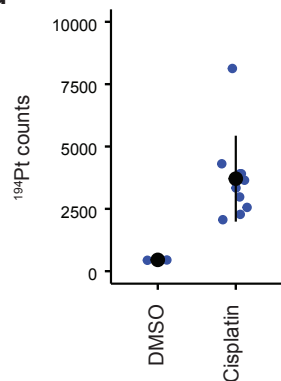**e**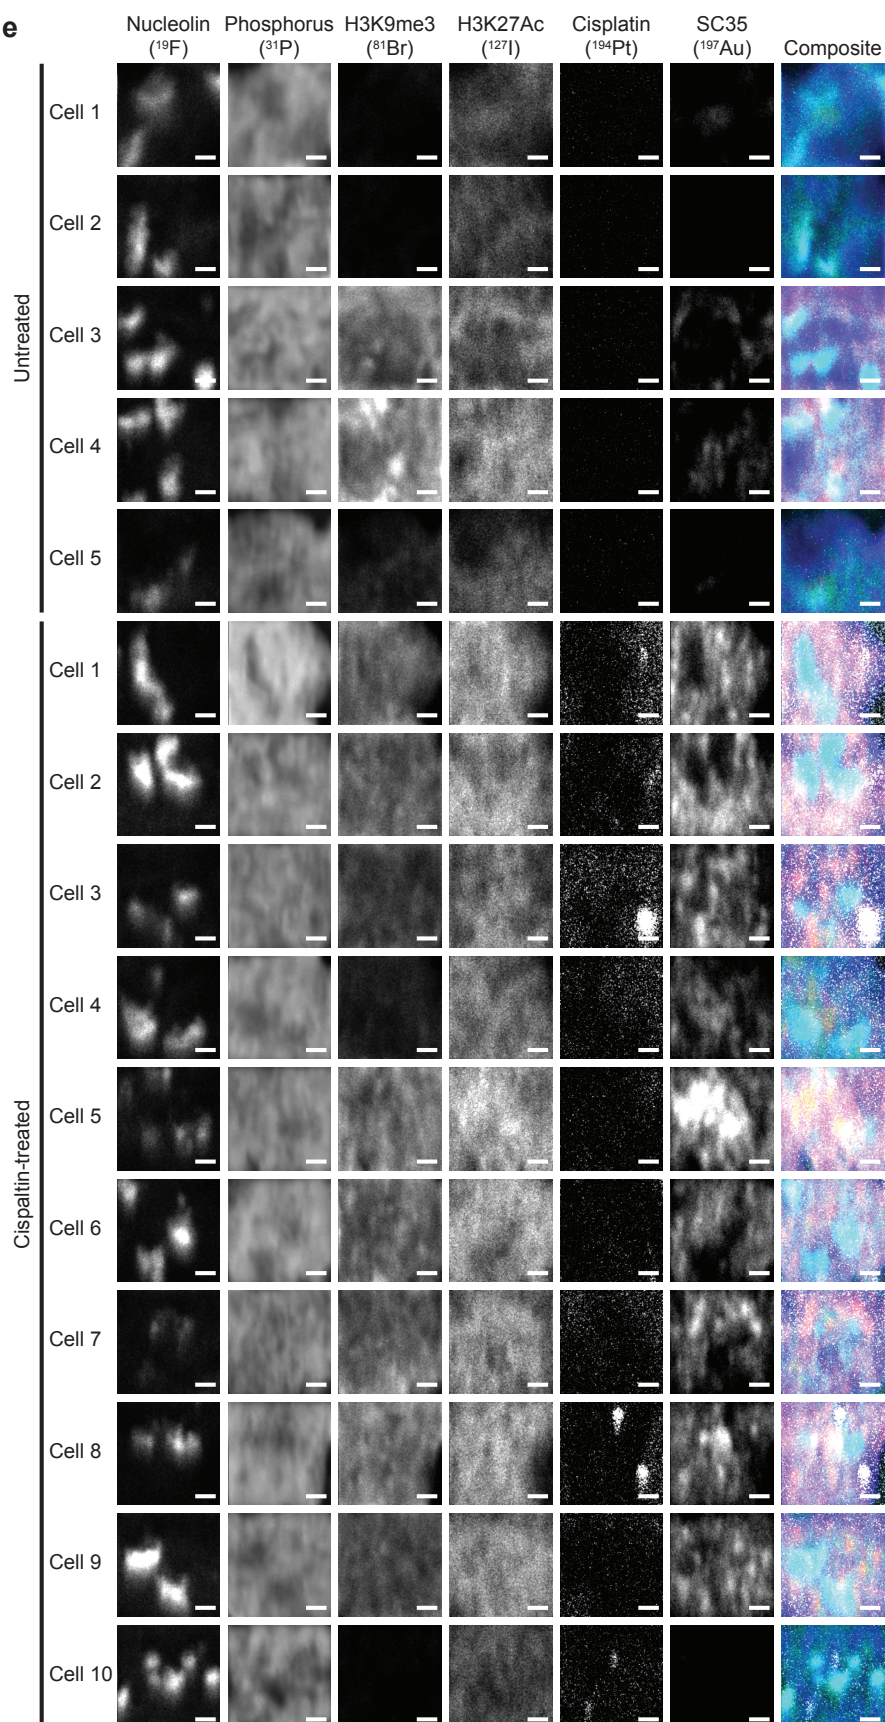

### **Supplementary Figure 23. Validation of cisplatin for HD-MIBI.**

(A) Chemical structure of cisplatin.

(B) CyTOF analysis of cisplatin distribution in TYK-nu ovarian cancer cells. TYK-nu cells were treated with different concentrations of cisplatin for 24 hours, washed, and treated with 1  $\mu$ M Rh-intercalator for 15 minutes (to discriminate dead from live cells) and analyzed by CyTOF. Maximal drug uptake with minimal cell death at 24 hours was observed with 5  $\mu$ M.

(C) The five naturally occurring stable isotopes of cisplatin.

(D) Mean of ion count per pixel of all pixels in HD-MIBI images from TYK-nu cells treated with cisplatin. TYK-nu cells were treated with DMSO (n=5) or 15  $\mu$ M cisplatin (n=10) for 72 hours and analyzed by HD-MIBI. Minimal signal was observed in DMSO-treated cells in the  $^{194}\text{Pt}$  channel. Data are presented as mean values (black dots)  $\pm$  SD. Data points (blue dots) are overlaid.

(E) Assessment of  $^{194}\text{Pt}$  channel crosstalk. HD-MIBI images of TYK-nu cells treated with DMSO or 15  $\mu$ M cisplatin for 72 hours and stained with anti-nucleolin- $^{19}\text{F}$ , anti-H3K9me3- $^{81}\text{Br}$ , anti-H3K27Ac- $^{127}\text{I}$ , and anti-SC35-biotin (recognized by streptavidin- $^{197}\text{Au}$ ). Each column represents the ion map for the indicated isotope. Images consist of the sums of 20 consecutive planes. Scale bars, 1  $\mu$ m. n = 5 cells for DMSO, and n = 10 cells for cisplatin in 1 experiment.

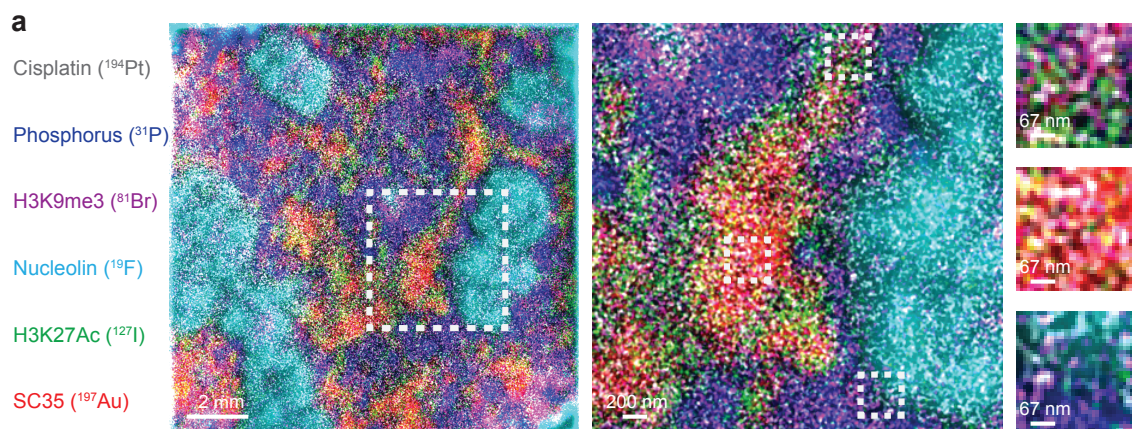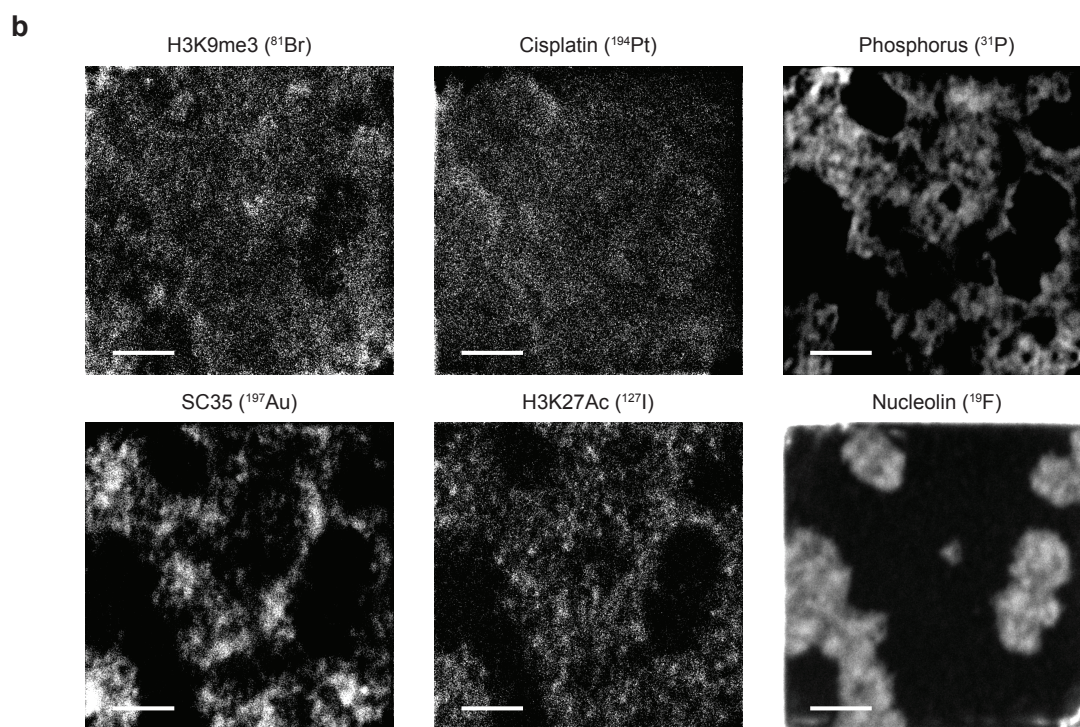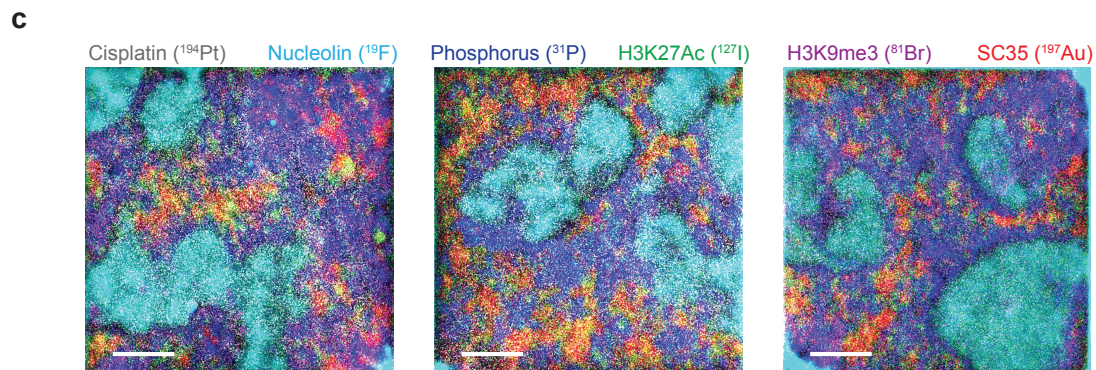

**Supplementary Figure 24. Six-channel HD-MIBI images on TYK-nu cells treated with cisplatin.**

(A-C) Representative HD-MIBI images of TYK-nu cells treated with 5  $\mu$ M cisplatin for 24 hours and stained with anti-nucleolin- $^{19}\text{F}$ /FITC, anti-H3K9me3- $^{81}\text{Br}$ /Cy3, anti-H3K27Ac- $^{127}\text{I}$ /Cy5, and anti-SC35-biotin (recognized by streptavidin- $^{197}\text{Au}$ ). Images of nucleolin ( $^{19}\text{F}$ ; cyan), DNA ( $^{31}\text{P}$ ; blue), H3K9me3 ( $^{81}\text{Br}$ ; magenta), H3K27Ac ( $^{127}\text{I}$ ; green), cisplatin ( $^{194}\text{Pt}$ ; grey), and SC35 ( $^{197}\text{Au}$ ; red) were simultaneously acquired. (A) A composite image of a TYK-nu cell nucleus. Scale bars, 2  $\mu$ m (right image), 200 nm (middle image) and 67 nm (left images). (B) Individual images of the cell shown in panel A. Scale bars, 2  $\mu$ m. (C) Composite images from three additional TYK-nu cell nuclei. Scale bars, 2  $\mu$ m. n = 5 cells examined in 1 experiment.

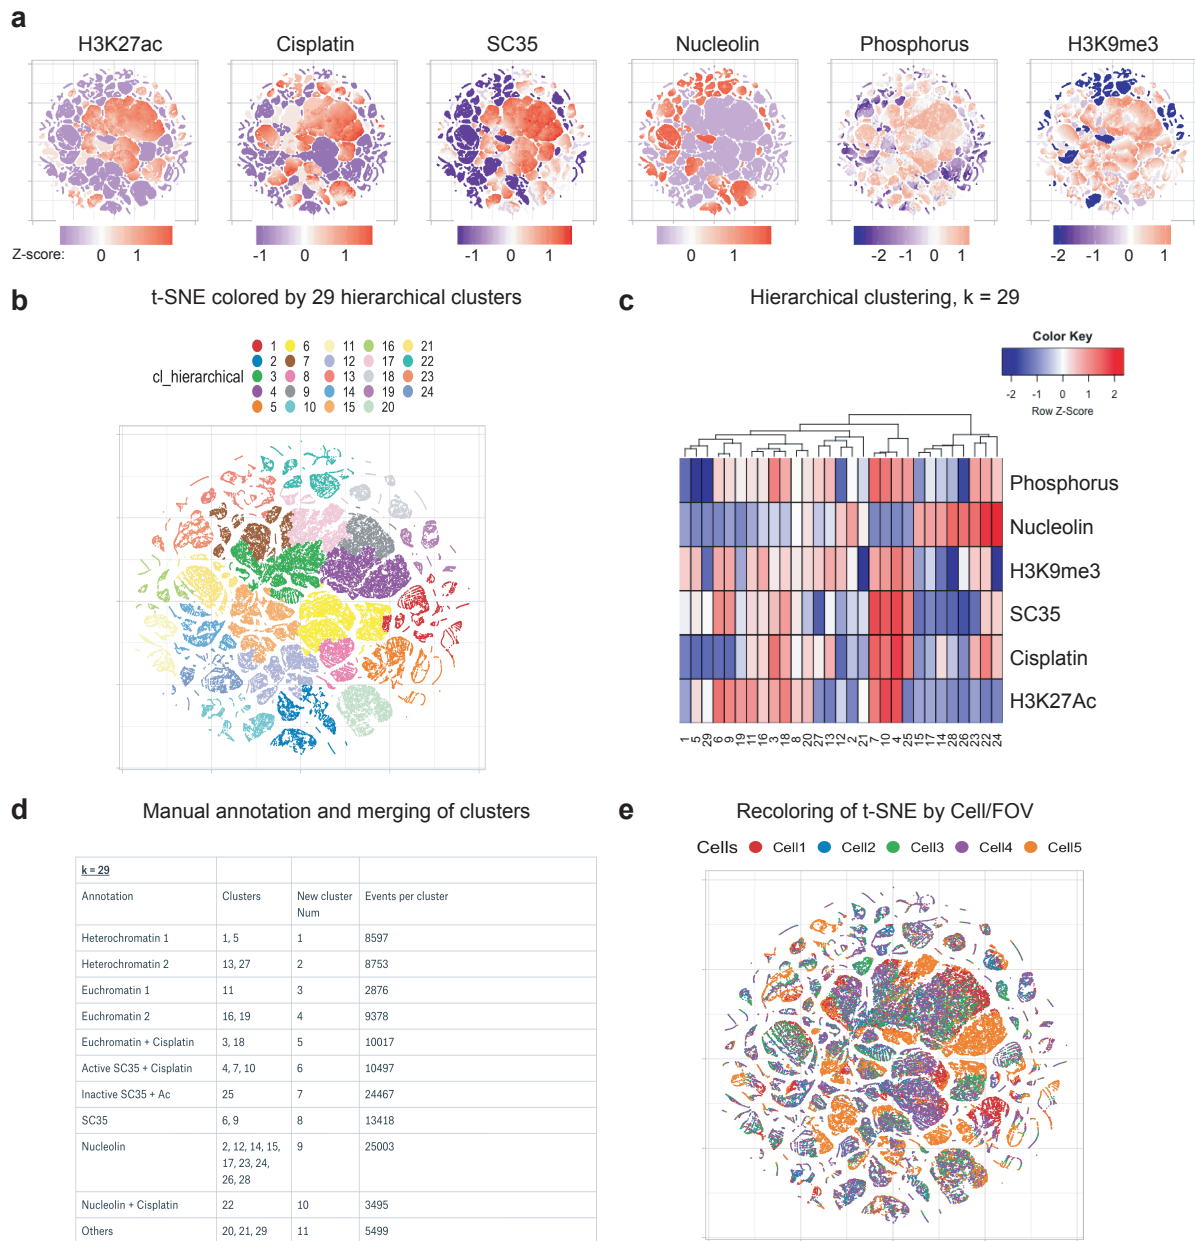

## Supplementary Figure 25. Identification of nuclear neighborhoods by the iterative HD-MIBI analysis framework.

(A) t-SNE was performed on 100000 voxels of dimensions (x, y, z) = (10, 10, 5) pixels (20000 voxels from each cell were randomly sampled across 5 different cells). Each point represents a voxel, consisting of the expression of six different parameters (phosphorus, nucleolin, H3K9me3,

SC35, cisplatin, and H3K27Ac). Voxels grouped into distinct regions based on similar combinatory expression of each marker. The t-SNE map was recolored from left to right to represent the scaled intensity (Z-score) of each indicated marker.

**(B)** Unsupervised hierarchical clustering was performed on the voxels to separate them into 29 distinct groups; the t-SNE map from panel A is shown recolored based on these groups.

**(C)** A heatmap representation of the 29 distinct clusters identified based on the average expression per cluster of SC35, H3K9me3, phosphorus, nucleolin, H3K27Ac, and cisplatin. The scale intensity of each marker is denoted by the color bar on the top right (Z-score, normalized to each row).

**(D)** Clusters were manually merged by tree distance, proximity on the t-SNE map and similar expression profiles. This resulted in a reduction of 29 clusters into 11 clusters, which were then annotated based on their final average expression profile.

**(E)** t-SNE map from panel A colored by the cell of origin (from 5 different cells).

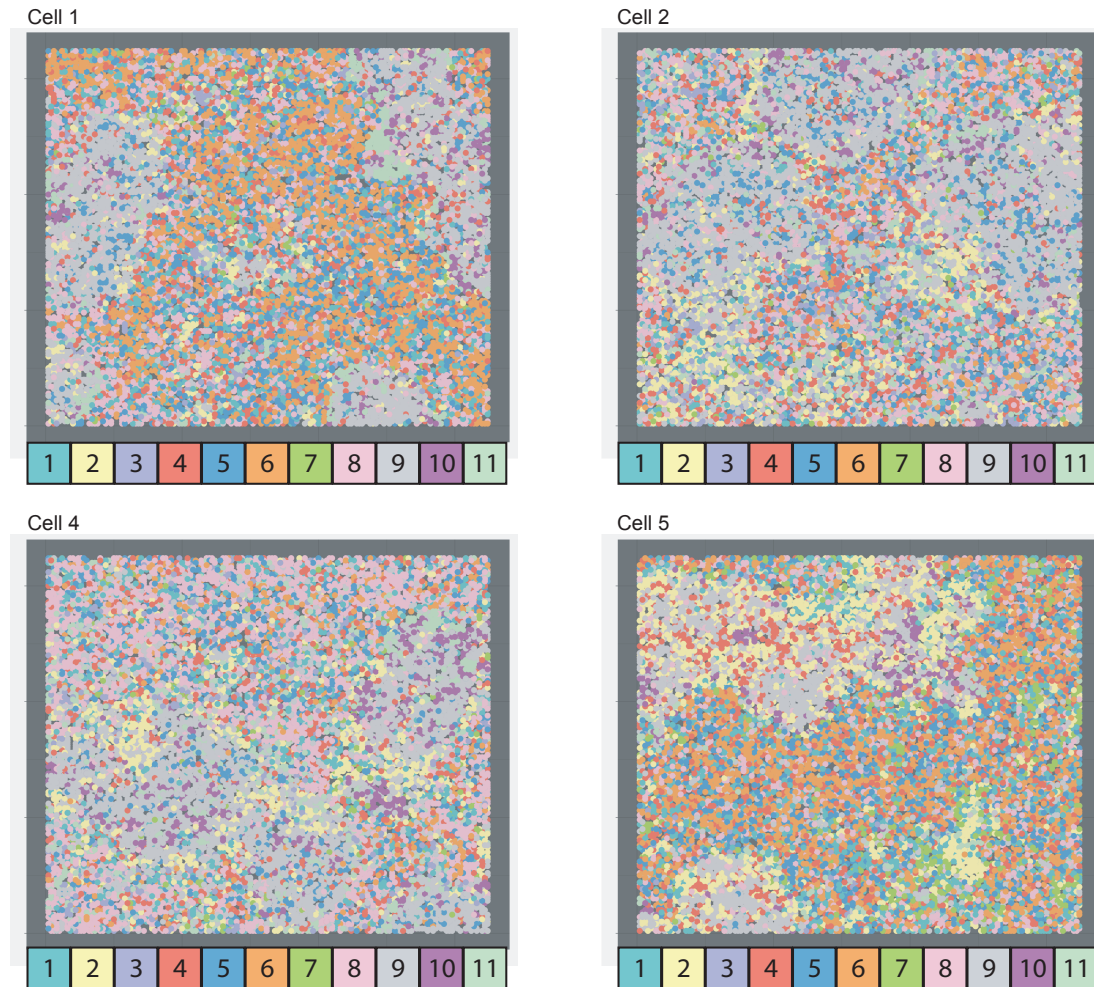

**Supplementary Figure 26. The spatial distribution of nuclear neighborhoods across cells reveals order and diversity in nuclear organization.**

Nuclear neighborhoods were recolored by each cluster in each of five cells to allow a visual understanding of nuclear neighborhood interactions and conserved and divergent features. Cells 1, 2, 4, and 5 are shown here. Cell 3 is shown in Fig. 5F.

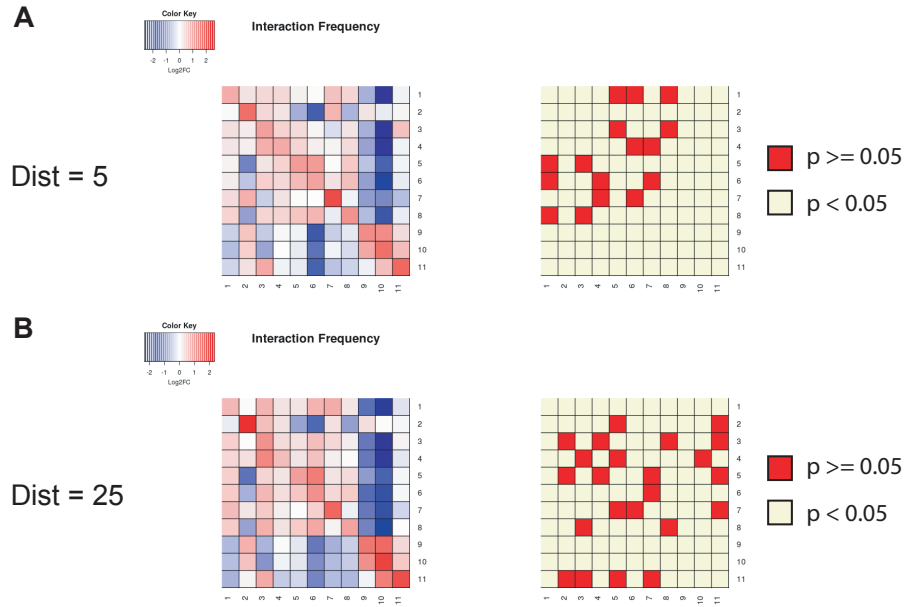

**Supplementary Figure 27. Pairwise neighborhood interaction frequency at different cutoffs.**

Pairwise voxels were defined as neighbors using a cutoff of  $n$  pixels in 3D Euclidean space (see Materials and Methods for details). We tested two distances here, using **(A)** 5 pixels and **(B)** 25 pixels as the cutoff. The neighborhood interaction frequency map was calculated using the log2 enrichment of the real over expected number of pairwise interaction frequencies (left). The adjusted p-values are plotted as significant ( $p < 0.05$ , cream) or not significant ( $p \geq 0.05$ , red) (right).

**a**

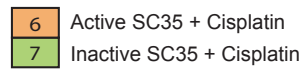

Cell 1

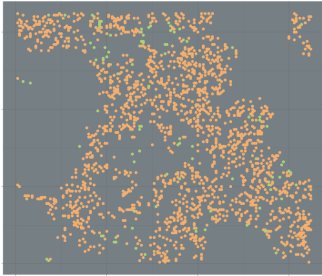

Cell 2

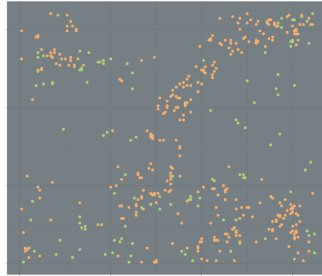

Cell 3

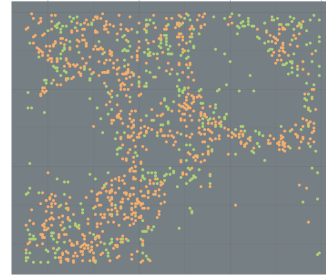

Cell 4

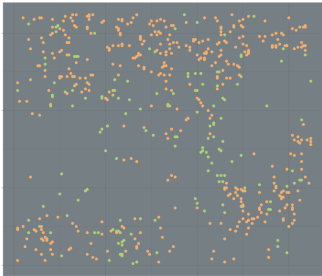

Cell 5

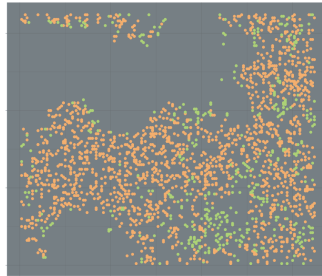

**b**

Cisplatin levels per voxel (Z-score)

Cell 1

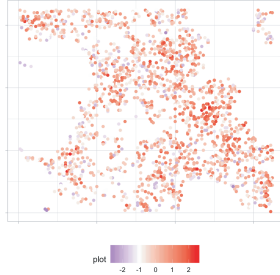

Cell 2

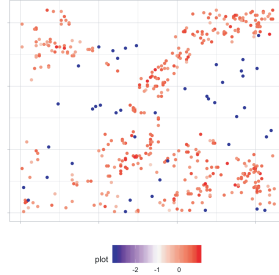

Cell 3

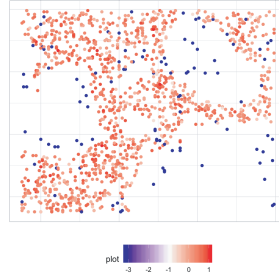

Cell 4

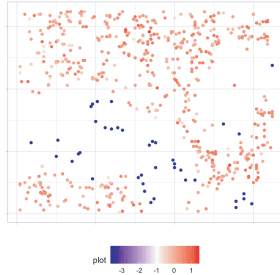

Cell 5

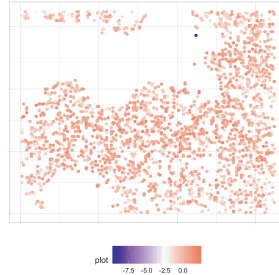

**Supplementary Figure 28. Identification of a cisplatin gradient within SC35 nuclear speckles.**

(A) Neighborhoods 6 (Active SC35 and Cisplatin) and 7 (Inactive SC35 and Cisplatin) were plotted for all 5 cells, to represent the spatial distribution of these two neighborhoods relative to each other.

(B) Scaled cisplatin levels (Z-score) were plotted on neighborhoods 6 and 7. An increasing gradient of cisplatin concentration is observed across the inactive-active SC35 transition boundary.

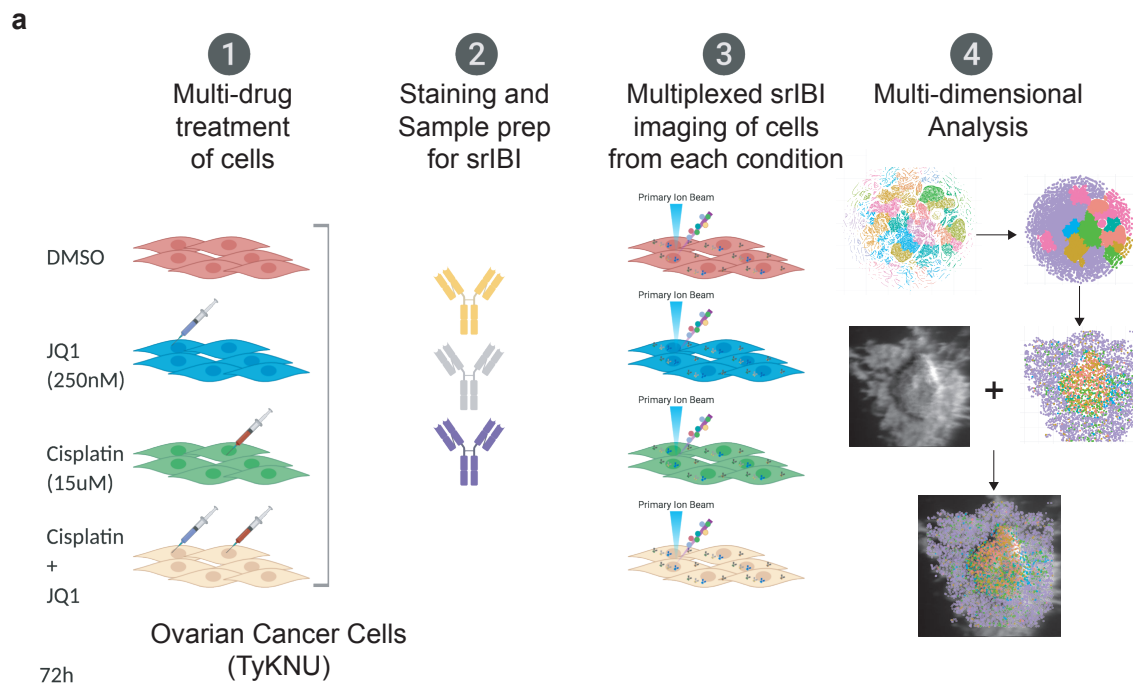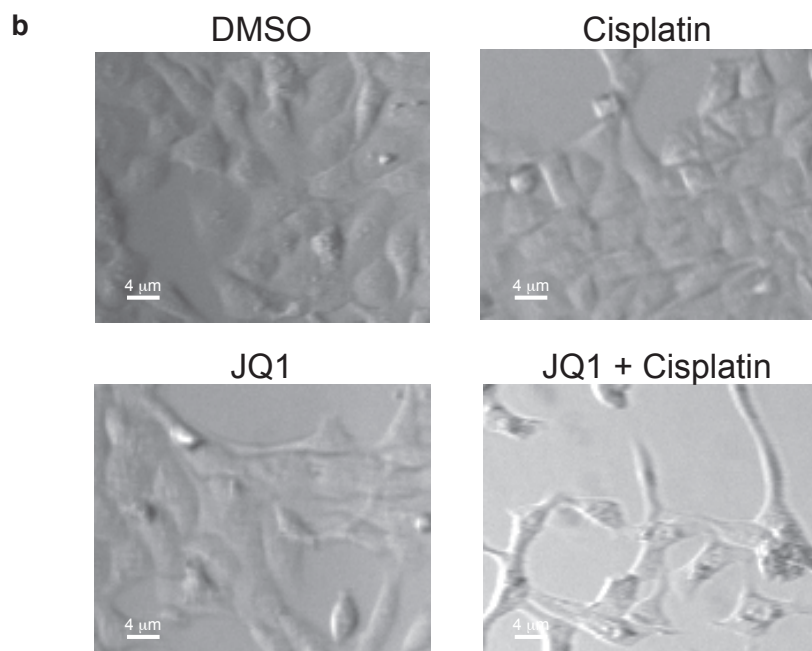

**Supplementary Figure 29. Experimental workflow for studying multi-drug resistance in Ovarian Cancer cells.**

(A) An overview of the experimental workflow. (1) TYK-nu ovarian cancer cells were treated with cisplatin and JQ1 individually or in combination, (2) followed by subsequent sample preparation

for HD-MIBI imaging with anti-nucleolin-<sup>19</sup>F/FITC, anti-H3K9me3-<sup>81</sup>Br/Cy3, anti-H3K27Ac-<sup>127</sup>I/Cy5, and anti-SC35-biotin (detected with streptavidin-<sup>197</sup>Au/FITC). (3) Multiple cells from each condition (DMSO: n = 8, JQ1: n = 6, Cisplatin: n = 10, JQ1 + Cisplatin: n = 9) were imaged, followed by a multi-dimensional analysis.

**(B)** Representative bright field images of cells 72 hours post-treatment. Cells were seeded at the same density before drug treatment. Scale bars, 4  $\mu$ m. n = 3.

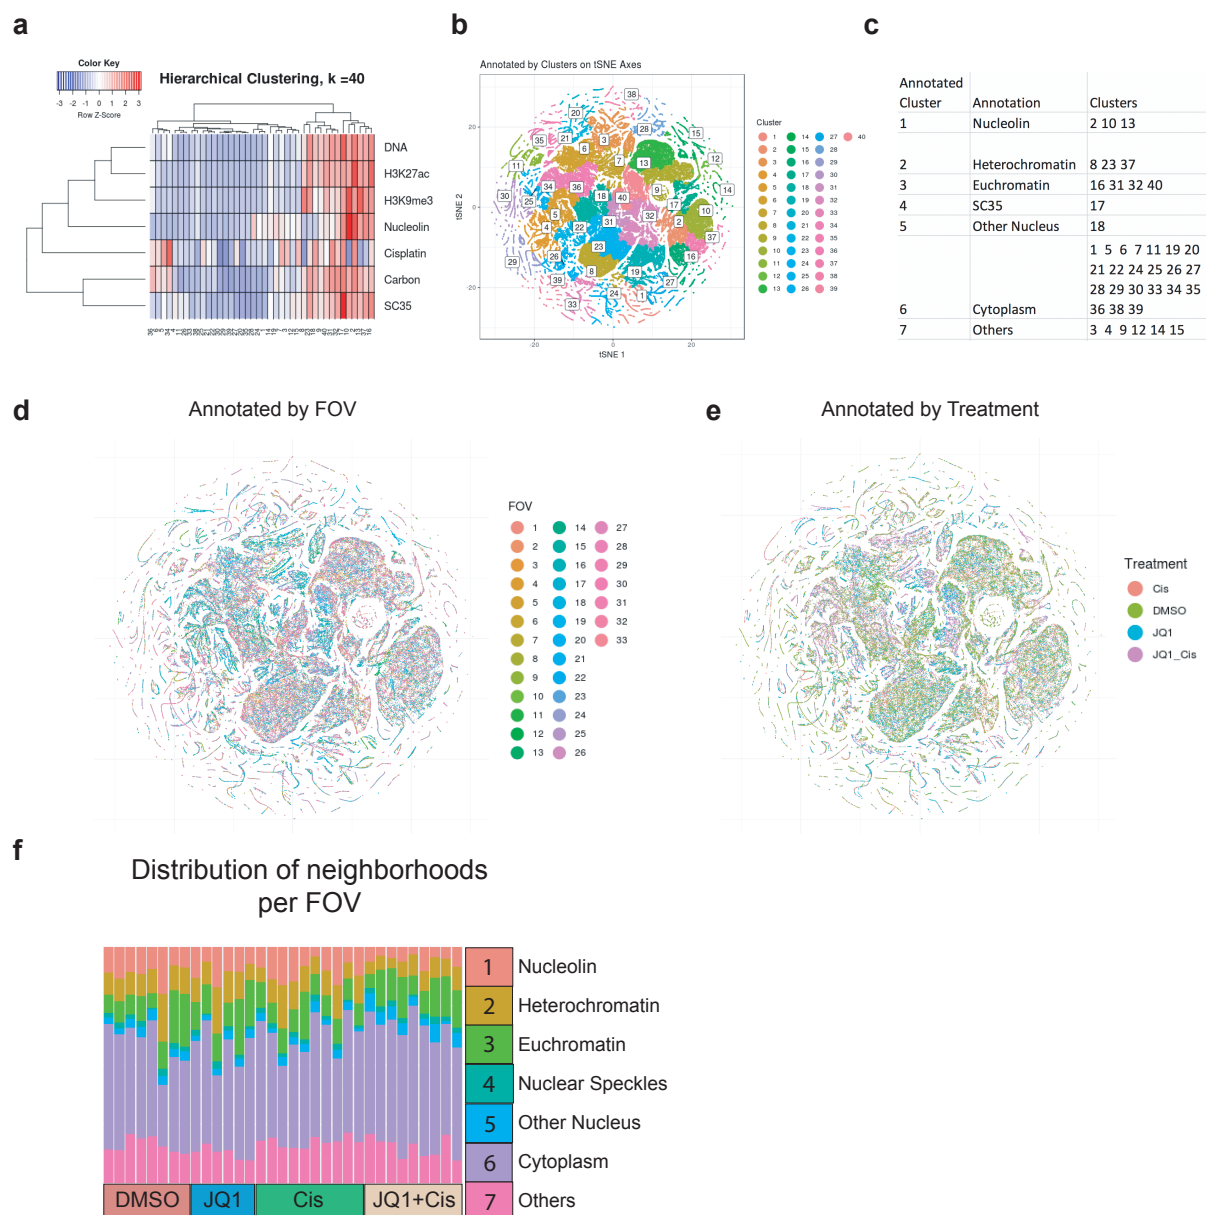

## Supplementary Figure 30. Dimensional reduction and hierarchical clustering of cellular neighborhoods.

(A) Hierarchical clustering was performed on Euclidean distance between the sampled voxels projected onto a two-dimensional t-SNE space from Figure 6C. The dendrogram was cut into 40 clusters, and the mean expression of each marker is plotted as Z-score.

(B) Clusters from panel A were colored on the t-SNE plot.

(C) Clusters were manually combined to identify cellular neighborhoods in Figure 6C, based on their mean expression in panel A as well as spatial distributions.

- (D) Each voxel plotted in t-SNE space was colored by the FOV.
- (E) Each voxel plotted in t-SNE space was colored by treatment.
- (F) Neighborhood distributions for each FOV is plotted, with its treatment conditions indicated on the bottom.

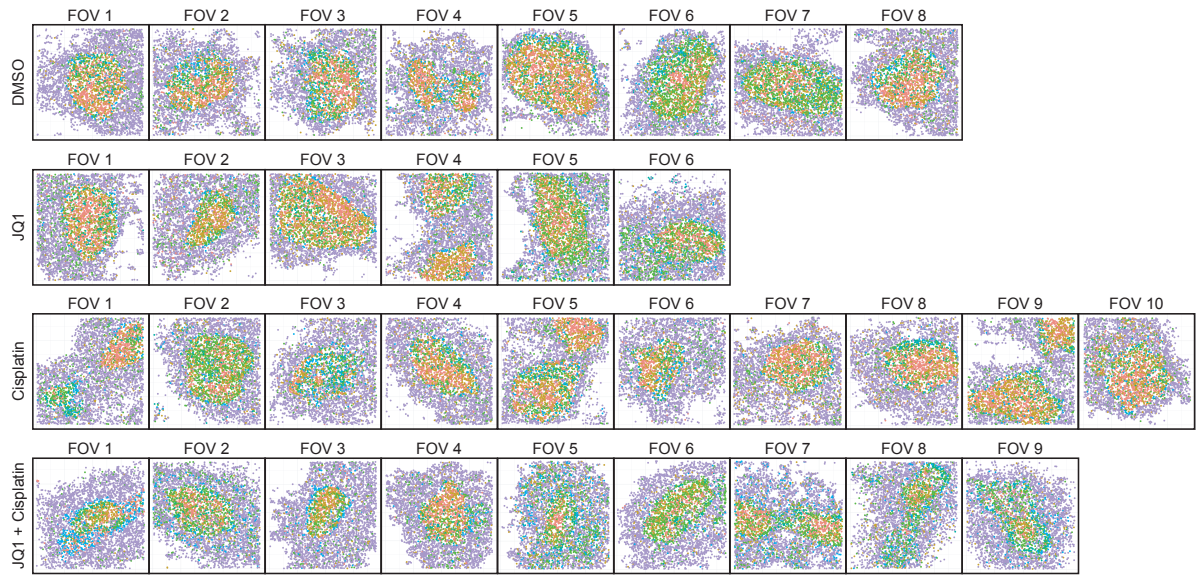

**Supplementary Figure 31. Recreation of each FOV through Cellular neighborhood plots.**

Cellular neighborhoods were plotted for each FOV as per the annotation in Figure 6C and Figure S29.

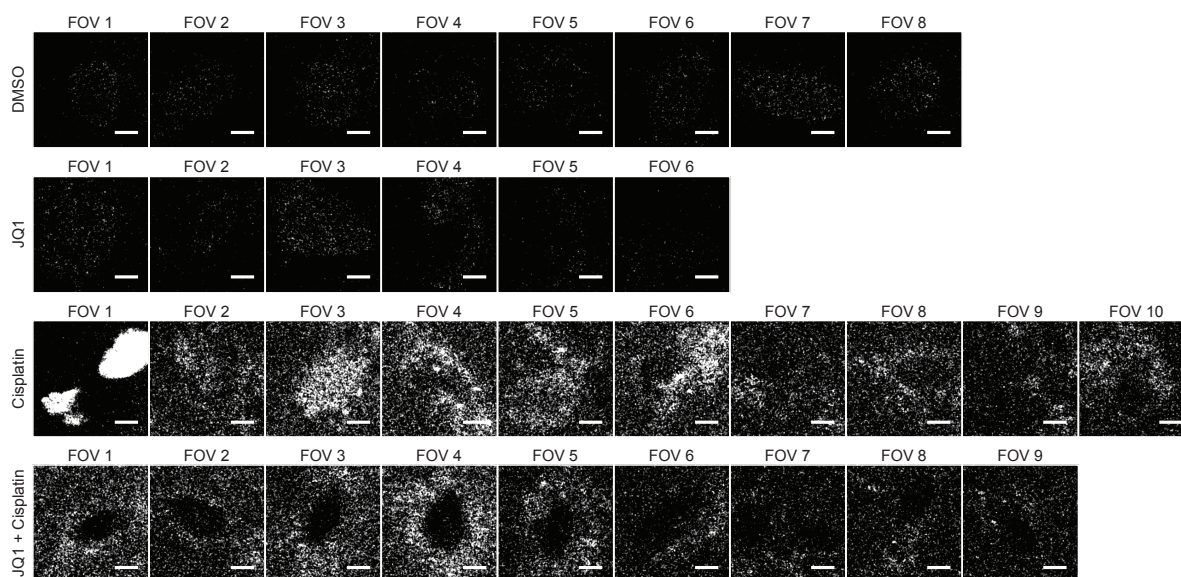

### Supplementary Figure 32. Distribution of cisplatin for each FOV.

Cisplatin counts were plotted for each FOV, for each treatment. All 33 images were normalized on the same scale, before a gaussian blur with radius = 1 before plotting. Scale bars, 3  $\mu\text{m}$ . n = 8 cells for DMSO, n = 6 cells for JQ1, n = 10 cells for cisplatin, and n = 9 cells for JQ1 + cisplatin examined in 1 experiment.

**a**

Radius = 2

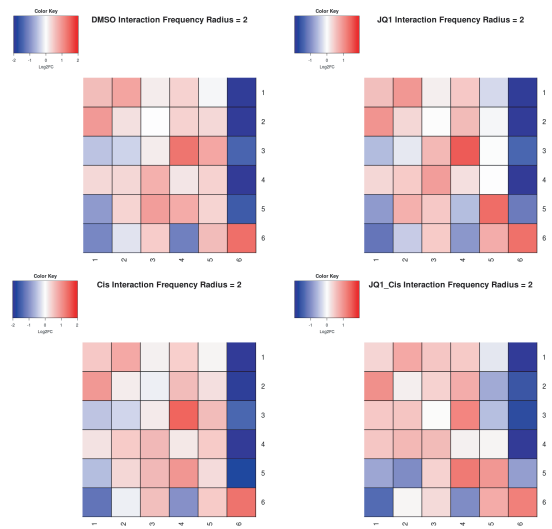

**b**

Radius = 5

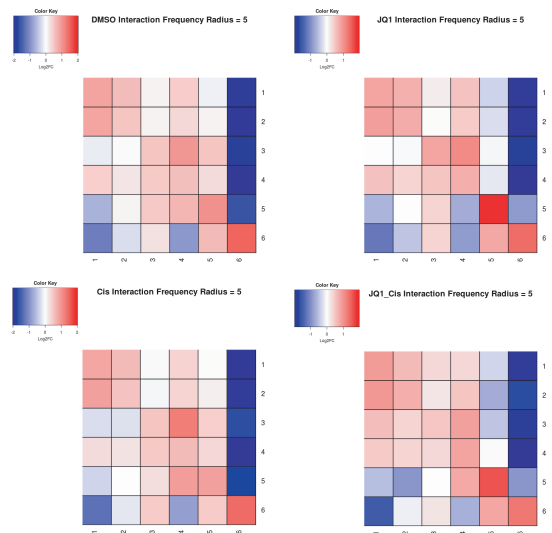

Treatment: DMSO

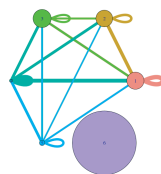

Treatment: JQ1

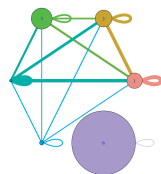

Treatment: Cis

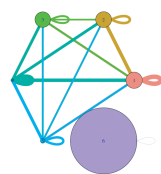

Treatment: JQ1\_Cis

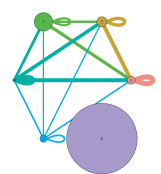

**Supplementary Figure 33. Neighborhood interaction plots at various radii.**

(A) Neighborhood enrichment ( $\log_2$  observed over expected) is represented for radius = 2 voxels, and (B) radius = 5 voxels.

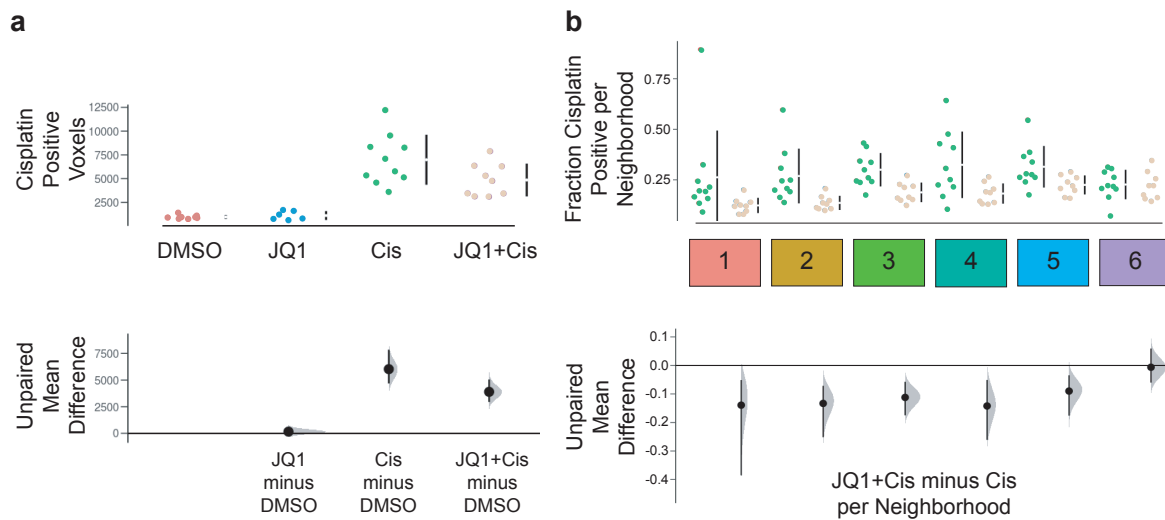

### Supplementary Figure 34. Neighborhood composition statistics.

(A) All voxels from each FOV across all 4 conditions are plotted in a Cumming plot for whether they were positive for cisplatin, showing the mean differences and bootstrapped 95% confidence intervals of each condition compared to control (DMSO).

(B) The fraction of sampled voxels from each of the 6 annotated neighborhoods identified in Fig. 5A that were positive for cisplatin counts are plotted in a Cumming plot, showing the mean differences and 95% confidence intervals of JQ1 + cisplatin compared to cisplatin alone. Each dot is a cell.

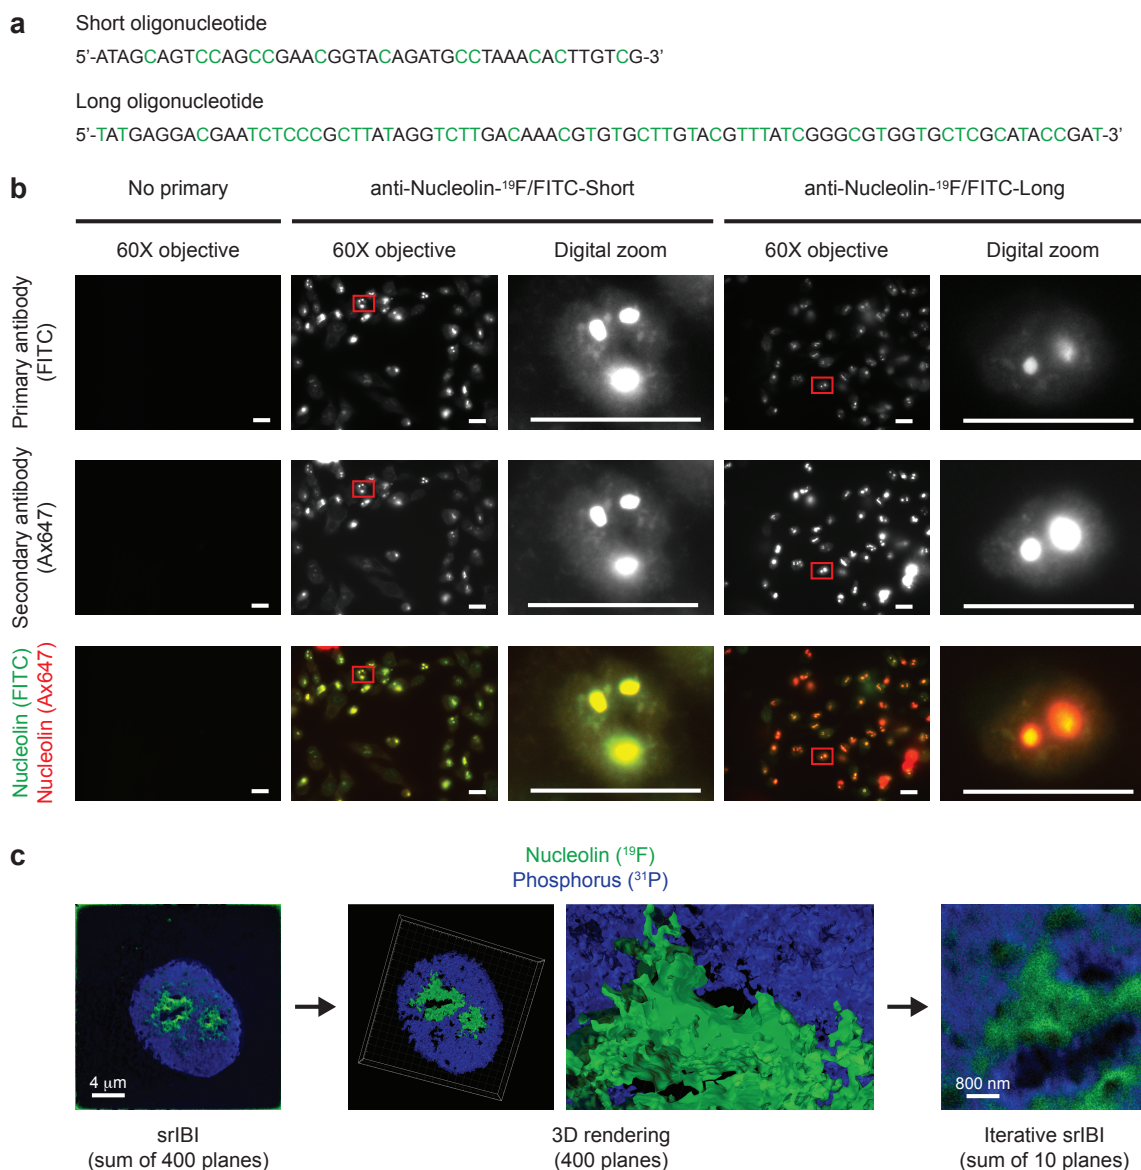

**Supplementary Figure 35. A ~two-fold longer oligonucleotide is suitable for high-resolution imaging using HD-MIBI.**

(A) Sequence for the short and long oligonucleotides. Each antibody has about 4 to 6 binding sites. In this work, we have conjugated antibodies to oligonucleotides consisting of 43 nucleotides (short oligonucleotide). Each short oligonucleotide contains 12 labeled nucleotides (green nucleotides in the short oligonucleotide) for a total of 48 to 72 isotopic labels per antibody. The new

oligonucleotide consists of 80 nucleotides (long oligonucleotide). Each long oligonucleotide contains 42 labeled nucleotides (green nucleotides in the long oligonucleotide) for a total of 168 to 252 isotopic labels per antibody.

**(B)** Representative confocal image of HeLa cells stained with anti-nucleolin-<sup>19</sup>F/FITC-Short or anti-nucleolin-<sup>19</sup>F/FITC -Long (green) and a secondary anti-mouse-Alexa647 (red). Scale bar, 20  $\mu$ m. n=1.

**(C)** Representative HD-MIBI, 3D rendering and iterative HD-MIBI images of the same HeLa cell stained with anti-nucleolin-<sup>19</sup>F/FITC -Long (green).

**Supplementary Table 1. Oligonucleotides.**

| Oligo Name  | Sequence (5' → 3')                              | 5'        | 3'        | Z-Modification |
|-------------|-------------------------------------------------|-----------|-----------|----------------|
| Det.F.6-FAM | ATAGZAGTZZAGZZGAAZGGTAZ<br>AGATGZZTAAAZAZTTGTZG | Maleimide | 6-<br>FAM | 2'-F-Ac-C      |
| Det.Br.Cy3  | ATAGZAGTZZAGZZGAAZGGTAZ<br>AGATGZZTAAAZAZTTGTZG | Maleimide | Cy3       | 5-Br-dC        |
| Det.I.Cy5   | ATAGZAGTZZAGZZGAAZGGTAZ<br>AGATGZZTAAAZAZTTGTZG | Maleimide | Cy5       | 5-I-dC         |

**Supplementary Table 2. Primary antibodies.**

| Antigen   | Catalog number; Provider | Clone         | Tag                         | Staining concentration |
|-----------|--------------------------|---------------|-----------------------------|------------------------|
| dsDNA     | ab27156; Abcam           | 35I9          | <sup>162</sup> Dy           | 1:50                   |
| dsDNA     | ab27156; Abcam           | 35I9          | <sup>127</sup> I            | 1:50                   |
| nucleolin | ADI-KAM-CP100-E; Enzo    | 4E2           | <sup>19</sup> F / 6-<br>FAM | 1:100                  |
| H3K27Ac   | ab4729; Abcam            | pAb           | <sup>19</sup> F / 6-<br>FAM | 1:100                  |
| CENP-A    | ab13939; Abcam           | 3-19          | <sup>81</sup> Br / Cy3      | 1:500                  |
| H3K27Ac   | ab4729; Abcam            | pAb           | <sup>127</sup> I / Cy5      | 1:100                  |
| SC35      | 556363; BD Biosciences   | $\alpha$ SC35 | Biotin                      | 1:100                  |
| H3K9me3   | ab8898; Abcam            | pAb           | <sup>81</sup> Br / Cy3      | 1:100                  |
| nucleolin | ADI-KAM-CP100-E; Enzo    | 4E2           | <sup>127</sup> I / Cy5      | 1:100                  |
| NPM1      | MABE937; EMD Millipore   | 28M1          | Biotin                      | 1:100                  |
| FBL       | MABE1154; EMD Millipore  | 38F3          | <sup>81</sup> Br / Cy3      | 1:50                   |

**Supplementary Table 3. Buffers for intracellular staining.**

| <b>Buffer</b>                  | <b>Composition</b>                                                                                                                                     | <b>Catalog number; Provider</b>                                                                                                                                   |
|--------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Fixation /<br>Permeabilization | 1X Fixation/Permeabilization concentrate<br>in Fixation/Permeabilization diluent                                                                       | 00-5123; ThermoFisher<br>00-5223; ThermoFisher                                                                                                                    |
| Wash Buffer                    | 1X Permeabilization buffer in water                                                                                                                    | 00-8333; ThermoFisher                                                                                                                                             |
| Block 1                        | 1X Permeabilization buffer<br><br>0.5% BSA<br><br>0.5 M NaCl<br><br>200 µg/mL Salmon Sperm DNA<br><br>10 µg/ml Human FcX Block<br><br>in avidin buffer | 00-8333; ThermoFisher<br><br>A3059; Sigma-Aldrich<br><br>AM9760G; ThermoFisher<br><br>AM9680; ThermoFisher<br><br>564765; BD Biosciences<br><br>927301; BioLegend |
| Block 2                        | 1X Permeabilization buffer<br><br>0.5% BSA<br><br>0.5 M NaCl<br><br>200 µg/mL Salmon Sperm DNA<br><br>10 µg/ml Human FcX Block<br><br>in biotin buffer | 00-8333; ThermoFisher<br><br>A3059; Sigma-Aldrich<br><br>AM9760G; ThermoFisher<br><br>AM9680; ThermoFisher<br><br>564765; BD Biosciences<br><br>927301; BioLegend |
| Reaction                       | 1X Permeabilization buffer<br><br>0.5% BSA<br><br>0.5 M NaCl<br><br>200 µg/mL Salmon Sperm DNA<br><br>in water                                         | 00-8333; ThermoFisher<br><br>A3059; Sigma-Aldrich<br><br>AM9760G; ThermoFisher<br><br>AM9680; ThermoFisher                                                        |
| Post-Fixation                  | 2% Glutaraldehyde in 1X PBS                                                                                                                            | G7526; Sigma-Aldrich                                                                                                                                              |

**Supplementary Table 4. Raster size, pixel number, plane number, and total scan time for each cell.**

| <b>Cell in figure</b> | <b>Raster size (μm)</b> | <b>Pixel number</b> | <b>Plane number</b> | <b>Aperture (D1)</b> | <b>Total scan time (s)</b> |
|-----------------------|-------------------------|---------------------|---------------------|----------------------|----------------------------|
| 1A                    | 25                      | 512*512             | 160                 | 5                    | 41966                      |
| 1C                    | 25                      | 256*256             | 10                  | 3                    | 678                        |
| 1D                    | 25                      | 256*256             | 10                  | 3                    | 678                        |
| 1E (red dot)          | 25                      | 512*512             | 10                  | 2                    | 2644                       |
| 1E (orange dot)       | 25                      | 512*512             | 10                  | 3                    | 2644                       |
| 1E (yellow dot)       | 25                      | 512*512             | 10                  | 4                    | 2644                       |
| 1E (green dot)        | 25                      | 512*512             | 10                  | 5                    | 2644                       |
| 2A                    | 25                      | 256*256             | 10                  | 3                    | 678                        |
| 2B                    | 25                      | 256*256             | 10                  | 3                    | 678                        |
| 2C                    | 25                      | 256*256             | 50                  | 3                    | 3390                       |
| 2D-H, J               | 25                      | 512*512             | 10                  | 5                    | 2644                       |
| 3A, B                 | 25                      | 256*256             | 785                 | 3                    | 53223                      |
| 3C                    | 25                      | 256*256             | 40                  | 3                    | 2712                       |
| 3D                    | 25                      | 256*256             | 400                 | 3                    | 27120                      |
| 3E (top)              | 25                      | 256*256             | 10                  | 3                    | 678                        |
| 3E (bottom)           | 10                      | 1024*1024           | 1                   | 3                    | 1048                       |
| 3F                    | 3                       | 1024*1024           | 1                   | 5                    | 1048                       |
| 3G                    | 10                      | 512*512             | 200                 | 5                    | 52451                      |
| 4A                    | 25                      | 256*256             | 100                 | 3                    | 6780                       |

|                       |    |           |     |               |       |
|-----------------------|----|-----------|-----|---------------|-------|
| 5A                    | 10 | 1024*1024 | 20  | 5             | 20960 |
| 6A                    | 15 | 256*256   | 40  | 2             | 2712  |
| S3D (left)            | 25 | 256*256   | 10  | 3             | 678   |
| S3D (right)           | 25 | 256*256   | 10  | 3             | 678   |
| S4A                   | 25 | 256*256   | 100 | 3             | 6780  |
| S5A-C (related to 1D) | 25 | 256*256   | 10  | 3             | 678   |
| S6 (related to 1E)    | 25 | 512*512   | 10  | 2 / 3 / 4 / 5 | 2644  |
| S7D (left)            | 25 | 256*256   | 10  | 3             | 678   |
| S7D (right)           | 25 | 256*256   | 10  | 3             | 678   |
| S8D (left)            | 25 | 256*256   | 10  | 3             | 678   |
| S8D (right)           | 25 | 256*256   | 10  | 3             | 678   |
| S9A                   | 25 | 256*256   | 10  | 3             | 678   |
| S9B                   | 25 | 256*256   | 20  | 3             | 1356  |
| S9C                   | 25 | 256*256   | 140 | 3             | 9492  |
| S10B (top)            | 60 | 256*256   | 50  | 1             | 3390  |
| S10B (middle)         | 30 | 512*512   | 49  | 3             | 12956 |
| S11C                  | 25 | 256*256   | 170 | 3             | 11526 |
| S12D (left)           | 25 | 256*256   | 10  | 3             | 678   |
| S12D (right)          | 25 | 256*256   | 10  | 3             | 678   |
| S13                   | 25 | 256*256   | 10  | 3             | 678   |
| S14                   | 25 | 256*256   | 10  | 3             | 678   |
| S15 (right)           | 25 | 512*512   | 40  | 5             | 10576 |
| S16                   | 25 | 512*512   | 10  | 5             | 2644  |

|                                               |    |           |     |   |       |
|-----------------------------------------------|----|-----------|-----|---|-------|
| S17                                           | 25 | 256*256   | 10  | 3 | 678   |
| S18B (top)                                    | 25 | 256*256   | 40  | 3 | 2712  |
| S18B (middle)                                 | 25 | 256*256   | 100 | 4 | 6780  |
| S18B (bottom)                                 | 25 | 256*256   | 250 | 5 | 16950 |
| S18D                                          | 25 | 256*256   | 10  | 3 | 678   |
| S19 (related to 3A-B)                         | 25 | 256*256   | 785 | 3 | 53223 |
| S20A                                          | 25 | 256*256   | 204 | 3 | 13831 |
| S20C                                          | 25 | 256*256   | 631 | 3 | 42782 |
| S21 (related to 3F)                           | 3  | 1024*1024 | 1   | 5 | 1048  |
| S22                                           | 5  | 256*256   | 20  | 5 | 1356  |
| S23E                                          | 5  | 256*256   | 20  | 2 | 1356  |
| S24A-B                                        | 10 | 1024*1024 | 21  | 5 | 22043 |
| S24C                                          | 10 | 1024*1024 | 20  | 5 | 20960 |
| S32                                           | 15 | 256*256   | 40  | 2 | 2712  |
| S35C (left)                                   | 25 | 256*256   | 400 | 3 | 27120 |
| S35C (right)                                  | 5  | 256*256   | 10  | 5 | 678   |
| Movies S1 and S2<br>(related to 3A-B and S19) | 25 | 256*256   | 785 | 3 | 53223 |
| Movie S3 (related to 3D)                      | 25 | 256*256   | 400 | 3 | 27120 |
| Movie S4 (related to 1A)                      | 25 | 512*512   | 160 | 5 | 41966 |

## Supplementary Note 1. Limit of detection estimation for MoC-Abs.

An antibody has about 4 to 6 oligonucleotide binding sites if using maleimide-thiol conjugation. Each oligonucleotide used for standard MoC-Abs contains 12 isotopically-labeled nucleotides for a total of 48 to 72 isotopic labels per antibody (or an average of 60 atoms). Utilizing a cesium primary ion beam under our imaging conditions of 3 pA current and 1 ms dwell time per pixel, an approximate of 18,750 cesium ions arrive within a voxel of size 50,000 nm<sup>3</sup> (100 nm X, 100 nm Y and 5 nm Z). Assuming a conservative average estimate of 10 MoC-Abs atoms liberated per cesium ion (3), up to 187,500 MoC-Abs atoms per voxel is the upper bound of MoC-Abs atoms liberated. With an useful yield of 10% and an ion extraction efficiency of 95%, and following previously established assumptions of 3,000,000 atoms present within each voxel (3), an average of 0.375 ions are detected per antibody on each voxel. In other words, 2.7 MoC-Abs in a voxel would result in the detection of 1 elemental ion count on that voxel. Increasing the number of isotopically-labeled nucleotides per oligonucleotide from 12 to 40 (“Long MoC-Ab”) would result in the detection of 1 elemental ion count per antibody.

|                                                                         |                                       |
|-------------------------------------------------------------------------|---------------------------------------|
| Current                                                                 | 3 pA                                  |
| Dwell Time per voxel                                                    | 1 ms                                  |
| Cs+ Ions per Amp per s                                                  | 6.25E+18 Cs+                          |
| Cs+ Ions impacting each analyzed voxel                                  | 18750 Cs+ per each voxel              |
| Voxel size (X * Y * Z)                                                  | 100 * 100 * 5 nm <sup>3</sup>         |
| Average sputtered MoC-Abs atoms per cesium ion                          | 10 atoms per Cs+                      |
| Total Possible Sputtered MoC-Abs atoms per voxel                        | 187500 atoms per voxel                |
| Average labeled element atoms per MoC-Abs (standard)                    | 60 atoms                              |
| Average labeled element atoms per MoC-Abs (long)                        | 200 atoms                             |
| Useful Yield (ionized atom per sputtered atom)                          | 0.1 ions                              |
| Ion Extraction Efficiency                                               | 0.95                                  |
| Atomic Density/um <sup>3</sup>                                          | 60000000000 atoms per um <sup>3</sup> |
| Atomic Density/voxel                                                    | 3000000 atoms per voxel               |
| <b><u>For the Standard MoC-Abs</u></b>                                  |                                       |
| Average number of labeled element ions detected in 1 MoC-Abs in 1 voxel | 0.375 ions                            |
| Average number of MoC-Abs to get 1 element ion count                    | 2.7 MoC-Abs                           |
| <b><u>For the Long MoC-Abs</u></b>                                      |                                       |
| Average number of labeled element ions detected in 1 MoC-Abs in 1 voxel | 1.25 ions                             |
| Average number of MoC-Abs to get 1 element ion count                    | 0.8 MoC-Abs                           |

## Supplementary Note 2. Isotope barcoding

Assuming single antibody detection, combinatorial approaches might provide to the 7 detectors design an increase on the absolute number of detected biomolecules. For example, the isotopes  $^{19}\text{F}$ ,  $^{76}\text{Se}$ ,  $^{79}\text{Br}$ ,  $^{81}\text{Br}$ ,  $^{122}\text{Te}$ ,  $^{125}\text{Te}$  and  $^{127}\text{I}$  could be leveraged for the synthesis of nucleoside phosphoramidites. These reagents would be combined in groups of three to generate 35 unique mass-oligonucleotides (**Figure Note 2**). Each mass-oligonucleotide could be conjugated to a distinct antibody. Despite other more complicated strategies could be leveraged for barcoding, an n-choose-k would ensure that only regions in 3D space with three of the seven isotopes will be selected as real signal.

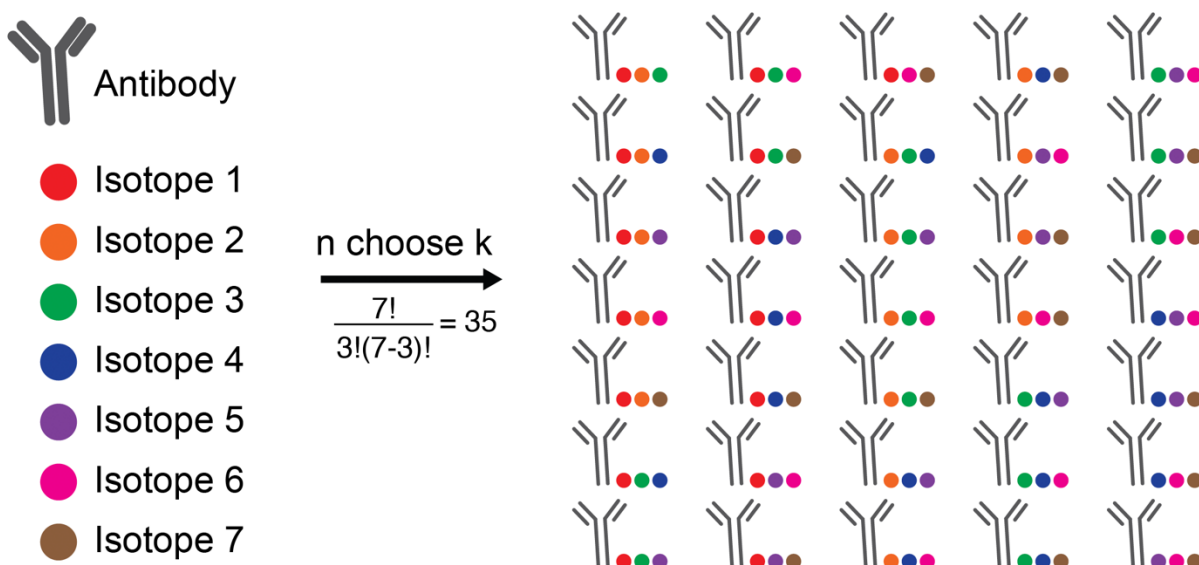

**Figure Note 2. Schematic representation of isotope barcoding.** Antibodies would be conjugated to mass-oligonucleotides synthesized with three of the seven isotope-derivatized nucleotides for a total of 35 combinations.

### **Supplementary Note 3. HD-MIBI: complexity, expenses and availability**

Ion beam imaging is a method that uses isotopically labeled antibodies to target proteins in biological samples and detect them by secondary ion mass spectrometry. In the Nolan lab, we routinely study tissue architecture using the MIBIScope (Ionpath, Inc), which allows to detect >40 proteins in tissue sections using antibodies conjugated to lanthanides via a polymer with several DTPA chelators. While the configurations of the MIBIScope are excellent for the fast and simultaneous acquisition of large fields of view in tissue sections, it is currently hindered by its lateral and axial resolution. The NanoSIMS (CAMECA, Inc) can be equipped with a cesium gun with a finer spot size; thus offering an improved spatial resolution (despite its more limited field of view). The lanthanide isotopes used in the MIBIScope are not easily ionized by the cesium gun, thus inspiring this work in developing MoC-Abs enable protein imaging in biological samples, using secondary ion mass spectrometry, at resolutions akin to what can be obtained using super-resolution optical microscopy techniques.

Running a HD-MIBI experiment requires 1) MoC-Abs assembly, 2) cell staining and 3) data acquisition by NanoSIMS:

#### **1. MoC-Abs assembly**

Oligonucleotide synthesis often requires specialized equipment; therefore, the optimal option is to order them from companies specializing in this. As an example, the synthesis cost for the bromine oligonucleotide (described in Supplementary Table 1) is around 1,200.00 USD for the 200 nmol scale (Genelink, Inc), which is enough for >10 conjugations to 50 µg of antibody each. Oligonucleotide conjugation to antibodies is based on maleimide reaction chemistry. Therefore, antibodies need to be free of protein carriers such as BSA. Custom orders to obtain purified, carrier

free antibodies may increase the cost of these reagents. Materials and equipment for maleimide deprotection, lyophilization and conjugation to antibodies are commonly found in standard molecular biology laboratories worldwide.

## 2. Cell staining

Materials and equipment for HD-MIBI staining are commonly found in standard molecular biology laboratories worldwide.

## 3. Data acquisition by NanoSIMS

The NanoSIMS is a dedicated instrument, usually found in core facilities at major research institutions. Data acquisition is complex and often requires a trained engineer to operate the instrument. Expenses may vary between institutions, for example, the 2019 fees at Stanford University to run the NanoSIMS are 90/45 USD (Peak/Off-peak hourly rate) for academia and non-profit organizations, and 270/135 USD (Peak/Off-peak hourly rate) for industry and other organizations. There are >45 NanoSIMS available in major academic or governmental institutions around the world, with multiple locations in Asia, Europe and North America (**Map 1**).

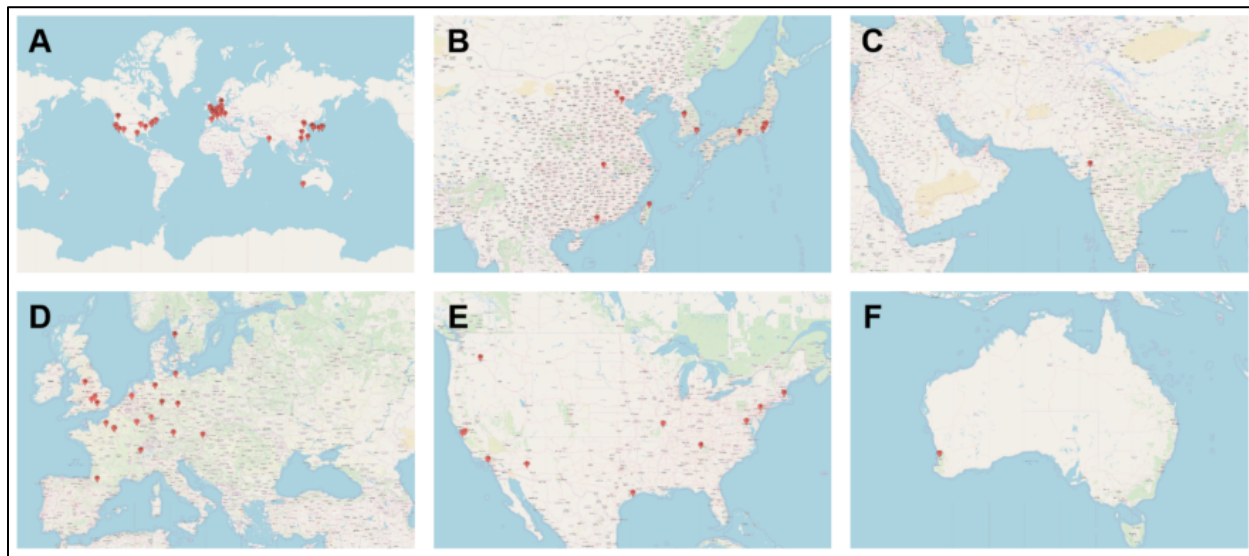

**Map 1. NanoSIMS locations.** (A) Worldwide, (B-C) Asia, (D) Europe, (E) North America and (F) Australia. Maps Data: Google, ©2019

**A non-exhaustive list of experts in the use of nanoSIMS for biological applications:**

Prof. Garry P Nolan, Dr. Mike Angelo and Mr. Chuck Hitzman (Stanford, USA), Prof. Claude Lechene and Dr. Matthew Steinhauser (Harvard Medical School, USA), Dr. Peter K Weber and Dr. Jennifer Pett-Ridge (Lawrence Livermore National Laboratory, USA), Prof. Peter Williams (Arizona State University), Dr. Zihua Zhu (Pacific Northwest National Laboratory, USA), Dr. Jean-Luc Guerquin-Kern (Institut Curie Recherche, France), Prof. Chris RM Grovenor (University of Oxford, UK), Prof. Philippe Pareige (GPM-Rouen University, France), Dr. Maren Voss and Dr. Angela Vogst (IOW – Leibniz Institut für Ostseeforschung Warnemünde, Germany), Prof. Jack Middelburg (Utrecht University, The Netherlands), Prof. Anders Meibom (EPFL, Switzerland), Dr. Hans-Hermann Richnow (Helmholtz Center for Environmental Research UFZ, Germany), Dr. Dirk Schaumlöffel (IPREM Pau, France), Prof. Andrew Ewing and Dr. Per Malmberg (University of Gothenburg, Sweden), Prof. Silvio O Rizzoli (University Medical Center Gottingen, Germany), Prof. Ian Gilmore (National Physical Laboratory, UK), Dr. Greg McMahon (National Physical Laboratory, UK), Prof. Tom Wirtz (Luxembourg Institute of Science and Technology, Luxembourg), Dr. Marcel Kuypers and Dr. Sten Littmann (Max Planck Institute for Marine biology, Germany), Prof. Michael Wagner and Prof. Andreas Richter (University of Wien, Austria), Dr. Yuji Sano and Dr. Akira Isogai (University of Tokyo, Japan), Dr. Yuki Morono (JAMSTEC, Japan), Prof. Xiao-ping Xia (GIGCAS, China), Prof. Zhong-qiang Chen (China University of Geosciences, China), Prof. Yunchao Lang (Institute of Surface-Earth System Science, China) and Prof. Matt Kilburn (University of Western Australia, Australia).

## Supplementary References

1. J. Jiang, J. Sheng, N. Carrasco, Z. Huang, Selenium derivatization of nucleic acids for crystallography. *Nucleic Acids Research* **35**, 477-485 (2007).
2. J. Sheng *et al.*, Synthesis, structure and imaging of oligodeoxyribonucleotides with tellurium-nucleobase derivatization. *Nucleic Acids Research* **39**, 3962-3971 (2011).
3. C. Lechene *et al.*, High-resolution quantitative imaging of mammalian and bacterial cells using stable isotope mass spectrometry. *Journal of Biology* **5**, 20 (2006).

# Supplementary material for: Subcellular localization of biomolecules and drug distribution by high-definition ion beam imaging
**Source:** Nat Commun. 2021 Jul 30;12:4628. doi: 10.1038/s41467-021-24822-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title: Supplementary Movie 1. 3D reconstruction of nucleoli from a single cell.**

**Description:** 3D surface reconstruction of the nucleoli from a single HeLa cell. HeLa cells were stained with anti-nucleolin-<sup>19</sup>F/FITC, and 785 individual planes were acquired to obtain srIBI images of a nucleolus from its appearance to its disappearance.

**Title: Supplementary Movie 2. 3D reconstruction of a single nucleolus.**

**Description:** 3D surface reconstruction of a nucleolus shown in Fig. 3B and Movie S1. HeLa cells were stained with anti-nucleolin-<sup>19</sup>F/FITC, and 785 individual planes were acquired to obtain srIBI images of a nucleolus from its appearance to its disappearance. See Fig. S17 for images of each individual plane.

**Title: Supplementary Movie 3. 3D reconstruction of a single cell.**

**Description:** Representative 3D reconstruction of nucleolin (cyan), phosphorus (blue), H3K9me3 (magenta), H3K27Ac (green), and SC35 (red) in a HeLa cell stained with anti-nucleolin-<sup>19</sup>F/FITC, anti-H3K9me3-<sup>81</sup>Br/Cy3, anti-H3K27Ac-<sup>127</sup>I/Cy5, and anti-SC35-biotin (recognized by streptavidin-<sup>197</sup>Au/FITC). The image consists of the 3D reconstruction of a stack of 400 consecutive planes.

**Title: Supplementary Movie 4. 3D reconstruction of a single cell treated with cisplatin.**

**Description:** Representative 3D reconstruction of carbon (grey), nucleolin (cyan), phosphorus (blue), H3K9me3 (magenta), H3K27Ac (green), cisplatin (yellow), and SC35 (red) in a TYK-nu cell treated with 5  $\mu$ M cisplatin for 24 hours and stained with anti-nucleolin-<sup>19</sup>F/FITC, anti-H3K9me3-<sup>81</sup>Br/Cy3, anti-H3K27Ac-<sup>127</sup>I/Cy5, and anti-SC35-biotin (detected with streptavidin-<sup>197</sup>Au/FITC). The image consists of the 3D reconstruction of a stack of 160 consecutive planes.

# Supplementary material for: Subcellular localization of biomolecules and drug distribution by high-definition ion beam imaging
**Source:** Nat Commun. 2021 Jul 30;12:4628. doi: 10.1038/s41467-021-24822-1
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data is available in the main text or the supplementary materials. Relevant data generated and analyzed during the current study are available from the

corresponding author on reasonable request. All sequencing data is deposited to GEO under Accession Number GSE141138 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141138]. The human genome (GRCh38.98) is from Ensembl [http://ftp.ensembl.org/pub/release-98/gtf/homo\_sapiens/]. The alignment index for HISAT2 is [https://genome-idx.s3.amazonaws.com/hisat/grch38\_genome.tar.gz].

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

Information of the antibodies used in this study is also detailed in supplementary table.

The isotope-conjugated primary antibodies were:

dsDNA --> catalog number ab27156 from Abcam clone 35I9, tag 162Dy, staining concentration 1:50  
 dsDNA --> catalog number ab27156 from Abcam clone 35I9, tag 127I, staining concentration 1:50  
 nucleolin --> catalog number ADI-KAM-CP100-E from Enzo clone 4E2, tag 19F / 6-FAM, staining concentration 1:100  
 H3K27Ac --> catalog number ab4729 from Abcam clone pAb, tag 19F / 6-FAM, staining concentration 1:100  
 CENP-A --> catalog number ab13939 from Abcam clone 3-19, tag 81Br / Cy3, staining concentration 1:500  
 H3K27Ac --> catalog number ab4729 from Abcam clone pAb, tag 127I / Cy5, staining concentration 1:100  
 SC35 --> catalog number 556363 from BD Biosciences clone αSC35, tag Biotin, staining concentration 1:100  
 H3K9me3 --> catalog number ab8898 from Abcam clone pAb, tag 81Br / Cy3, staining concentration 1:100  
 nucleolin --> catalog number ADI-KAM-CP100-E from Enzo clone 4E2, tag 127I / Cy5, staining concentration 1:100  
 NPM1 --> catalog number MABE937 from EMD Millipore clone 28M1, tag Biotin, staining concentration 1:100  
 FBL --> catalog number MABE1154 from EMD Millipore clone 38F3, tag 81Br / Cy3, staining concentration 1:50

The fluorophore-conjugated secondary antibodies were:

anti-mouse IgG-alexa488 --> catalog number 4408S from CST  
 anti-mouse IgG-alexa647 --> catalog number 4410S from CST  
 anti-rabbit IgG-alexa647 --> catalog number 4414S from CST

Validation

All antibodies used in this study were individually validated and titrated. The expected patterns for all of them were obtained before and after MoC-Ab conjugation. All targets have distinctive patterns and we used multiplexed imaging as counterstain.

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s) HeLa (ATCC), Jurkat (Clone E6.1; ATCC) and TYK-nu cells (a gift from Dr. Fantl at Stanford).

Authentication None of the cell lines used were authenticated.

Mycoplasma contamination All cell lines were tested negative for Mycoplasma contamination.

Commonly misidentified lines (See [ICLAC](#) register) No commonly misidentified cell lines were used in this study.

## Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics We have only used one frozen skin OCT block in this study to demonstrate sRBI application to tissue sections. No biological conclusions were obtained from these experiments and therefore the population characteristics are not relevant.

Recruitment Not applicable to our study as described in the section "population characteristics".

Ethics oversight The frozen skin OCT block used in this study was collected under a protocol approved by the Institutional Review Board at Stanford University (protocol no. 35324). Individuals donating fresh surgical tissue provided informed consent.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

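RNA-seq of TYK-nu cells treated with 15 μM cisplatin or DMSO for 24 or 72 h was re-analysed, with 3 replicates in each of the 4 groups. The authors trimmed the reads with Trim Galore, aligned them to GRCh38 with HISAT2 and counted fragments per gene with HTSeq-count. They used separate exon and intron annotations made from Ensembl release 98, with intersection-strict mode for exons and union mode for introns. The deposited values are whole-number counts of exon and intron fragments per gene in each library, not normalized and not pooled over replicates. The paper's text does not name the strand option of the counting or a filter on genes with low counts. Overlapping and antisense genes are therefore uncertain, as are genes with near-identical copies.

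Gene symbols and positions were taken from GENCODE release 44 on GRCh38 by Ensembl identifier, for 17485 of the 17508 genes. A gene without an exon or intron entry counted as 0 in the intronic share and was left out of tests that need that entry. Exon and intron counts were 0 in every library for 2820 genes. The exon and intron counts of the 12 libraries summed to between 18526830 and 68753262. For the intronic share, 95% Wilson intervals were computed for single libraries. These intervals cover counting error only, since the reads carried no molecular identifiers.

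The percentage of intron counts was compared between groups by a two-sided exact permutation test of the difference of means, whose smallest p for 3 libraries against 3 is 0.1. The logistic regression of the paper (binomial) was run with a Wald test, which the paper's text does not specify, on each pair of groups, for genes with at least 1 exon and 1 intron count in each of the 6 libraries. Its p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The splicing score followed Eq. 4 of the paper. Its spread was taken from the 3 treated libraries, each scored alone against the control mean.

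The exon/intron ratio, the exon counts and the intron counts were also tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with the 12 libraries in one fit and Benjamini-Hochberg adjustment. For the ratio, the exon and intron counts of a library shared its total as library size and each library had its own term, and genes needed at least 10 exon and 10 intron counts in at least 3 libraries. For exon or intron counts alone, genes were kept by edgeR's filterByExpr and TMM normalization was used. DESeq2 1.42.0 was an alternative. The logistic regression, the score and the permutation tests were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

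The tests were tested on simulated data, with the means, library sizes and dispersions of the real genes and exon and intron counts drawn separately. Changes were set in cisplatin at 72 h, and only its comparison with DMSO at 72 h was tested. In the simulation, the logistic regression was run with glm in R. With 200 genes changed 2-fold and the replicate spread of the real libraries, the edgeR ratio test recovered 160 genes and called 11 of 9180 unchanged genes. The logistic regression recovered 185 genes and called 975 of 9177 unchanged genes. With a 1.25-fold change, edgeR recovered 2 of 200 genes and called 0 unchanged genes, while the logistic regression recovered 97 and called 939 of 9176 unchanged genes. Without spread between replicates beyond the drawing of reads, a 2-fold change was recovered for 179 genes by edgeR and for 179 of 199 genes by the logistic regression, with 10 and 9 unchanged genes called. The edgeR tests of exon and of intron counts recovered 188 and 161 of 200 genes changed 2-fold, with 9 and 7 unchanged genes called.

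The alternatives covered the test (likelihood ratio, quasi-binomial, DESeq2), the filters on low counts, the normalization, the form of the score, the replicate number as a block, a fit to the 6 libraries compared, each library left out in turn, counts thinned to the smallest library, and other splits of the libraries. The pairing comes from the replicate numbers in the sample labels, and neither the labels nor the paper say what a shared number stands for.

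Genes were named by a rule. It took, for cisplatin against DMSO at each time, up to 2 genes with the largest fall and 2 with the largest rise of the exon/intron ratio, or of exon counts, by edgeR. They needed an adjusted p under 0.05, a mean of at least 50 intron counts (for the ratio) or exon counts, and all 3 cisplatin libraries on the same side of all 3 DMSO libraries. The genes of the imaged proteins NCL, SRSF2, NPM1, FBL, CENPA and TOMM20 were also named. Lists of SR protein genes and p53 target genes were tested, with a member named only if it passed. Genes named outside this rule are marked as chosen after their values were seen. No library was left out of the comparisons. Results of the imaging experiments were not re-analysed, since the deposited counts do not cover them.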

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

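The test for ribosomal RNA sequence and the comparison with other splits of the libraries were chosen only after the results were seen, as were all the genes named here except POLR2J3 and GPR89A.

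The paper does not report exon counts or intron counts on their own. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes had changed intron counts with cisplatin at 24 h (481 at an unadjusted p under 0.05). HFM1 had a log2 change of -2.50 (standard error 0.49, adjusted p = 0.0189 from edgeR with Benjamini-Hochberg adjustment) and SLCO5A1 one of -2.78 (standard error 0.52, adjusted p = 0.0140 from the same edgeR test). Over the alternatives, the adjusted p ranged from 8.7e-121 to 1.0 for HFM1 and from 3.7e-63 to 1.0 for SLCO5A1. Both values came from DMSO replicate 1. HFM1 had 4791 intron counts there and between 191 and 978 in the other 11 libraries, and SLCO5A1 had 1061 there and between 29 and 251 in the others. Relative to total counts, this library was 18.2-fold over the median of the others for HFM1 and 18.0-fold for SLCO5A1. Without that library, the changes were 0.39 for HFM1 and 0.073 for SLCO5A1. An intron of HFM1 holds a stretch of 328 bases that matches 18S or 28S ribosomal RNA (chromosome 1, 91387226 to 91387553), and an intron of SLCO5A1 one of 184 bases (chromosome 8, 69690107 to 69690290). Both of the 2 genes hold such a stretch of at least 100 bases. Of the 17485 genes with a position, only those with intron counts were considered, and 1 other gene among them holds one. That gene, PDE3A, with 148 bases, had 638 intron counts in DMSO replicate 1, 399 to 678 in the other libraries at 24 h and 94 to 268 at 72 h. Relative to total counts, DMSO replicate 1 was the highest library for PDE3A too, 5.79-fold over the median of the others. That median mixes both times, between which the counts of PDE3A differ, so the fold alone does not set DMSO replicate 1 apart at 24 h. All 3 genes with a stretch of at least 100 bases were thus highest in that library. A minimum of 50 bases, tried first, gave 218 genes. Of the 132 among them with at least 50 intron counts, 13 were highest in that library, where 1 in 12 would be by chance. The minimum was raised after this was seen. Ribosomal RNA left in DMSO replicate 1 may be the source of the counts of these 2 genes, and it remains a candidate explanation. All 4 of the 4 splits of the 24 h libraries that part the same-numbered pairs gave as many genes with changed intron counts. DMSO replicate 1 is in every split, and these counts do not tell which genes were called, so they decide nothing for HFM1 and SLCO5A1. Since their fall was absent without DMSO replicate 1, no effect of cisplatin is needed for these 2 genes.

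At 72 h, 4 genes had changed intron counts with cisplatin by the same edgeR test (621 at an unadjusted p under 0.05). RPS19 rose by 0.82 on the log2 scale (standard error 0.11) and TK1 by 1.18 (standard error 0.25), while RPS27A changed by -0.71 (standard error 0.11) and TMEM237 by -0.61 (standard error 0.11). RPS19 passed the threshold in 6 of the 6 fits that each left out 1 library, RPS27A in 5, TMEM237 in 4 and TK1 in 1. TK1 had between 11 and 101 intron counts per library. The real split gave the most genes of the 4 splits that part the same-numbered pairs (1 of 4), and the other 6 splits gave at most 2 genes. The other 3 splits that part the pairs gave 0 genes (273 to 395 at an unadjusted p under 0.05). A share below 0.05 is out of reach with 4 splits, so the comparison cannot settle the point for these genes. RPS19 and RPS27A have processed pseudogenes, and the sharing of reads with them was not tested.

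Exon counts changed for 3 genes with cisplatin at 72 h by edgeR's quasi-likelihood test (1311 at an unadjusted p under 0.05), all lower. POLR2J3 changed by -2.38 (standard error 0.39, adjusted p = 0.0170 from edgeR with Benjamini-Hochberg adjustment) and GPR89A by -0.97 (standard error 0.14, adjusted p = 0.00302 from the same edgeR test). With 1 library left out at a time, POLR2J3 passed in 3 of 6 fits and GPR89A in 4. Over the alternatives, the adjusted p ranged from 1.5e-12 to 1.0 for POLR2J3 and from 3.0e-19 to 1.0 for GPR89A. The real split gave the most genes of the 4 that part the same-numbered pairs (1 of 4), while 1 of the other 6 splits gave 4 genes. POLR2J3 and GPR89A have near-identical copies, and the sharing of reads between copies was not tested. No biological explanation was tested for these genes.

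The effect of cisplatin on intron counts differed between 24 and 72 h for 4 genes by the interaction term of the same edgeR model (549 at an unadjusted p under 0.05): RPS19 (0.79), SLCO5A1 (3.42), TMEM237 (-0.79) and EIF3C (-1.80), as log2 differences. In the 12 fits that each left out 1 library, RPS19 passed in 4, SLCO5A1 and TMEM237 in 5 each and EIF3C in 2. Of 32 splits that part the same-numbered pairs at both times, 5 gave as many genes, the real one included, and the largest number was 27. The 4 genes are thus no more than random divisions of the libraries can give. SLCO5A1 owes its difference to DMSO replicate 1 at 24 h.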

How the results depend on the processing

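The alternatives were set before the data were examined, except thinned counts and, for the median splicing score, counts summed over replicates, which were chosen only after the values were seen. Where a value changed and no reason is given, the cause was not tested.

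The difference in intronic share between cisplatin and DMSO kept its direction at both times under a minimum of 10 exon and 10 intron counts, without the 100 genes with the most intron counts, and with each library left out (0.0605 to 0.437 percentage points at 24 h and 0.141 to 0.291 at 72 h). Between the times, leaving out those 100 genes turned the difference from 0.325 to -0.0399 points in DMSO and from 0.277 to -0.0114 in cisplatin. The 10 genes with the most intron counts held 10.3 to 12.1% of a library's intron counts at 24 h and 14.4 to 17.3% at 72 h.

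For the logistic regression, the quasi-binomial model gave 0 genes for cisplatin at 24 and 72 h (530 and 683 at an unadjusted p under 0.05), and 64 and 97 for time in DMSO and in cisplatin. Counts thinned to the smallest library gave 281 and 363 genes for cisplatin at 24 and 72 h and 2553 for time in cisplatin. For time in DMSO they gave 2473 of 3278 genes, within 1.5 times the count. With each library left out, the count ran from 245 to 1555 genes for cisplatin at 24 h and from 729 to 1138 at 72 h. The likelihood ratio test, the other filters and the replicate number as a block stayed within 1.5 times the count in the 4 comparisons.

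The share of genes with a score below 0 became 62.2% and 67.3% for cisplatin at 24 and 72 h over all genes, and 39.9% and 42.1% for time in DMSO and in cisplatin. Among genes called by edgeR it was 100% at 72 h (2 genes) and 29.5% for time in DMSO, and at 24 h no gene was called, so it has no value. Centring on the median score gave 83.3% at 72 h and 33.2% for time in DMSO, and summed counts gave 33.0% for time in DMSO. Leaving out each library gave 76.7 to 96.1% for cisplatin at 24 h, 79.5 to 87.3% at 72 h, 25.7 to 37.8% for time in DMSO and 23.2 to 38.4% for time in cisplatin.

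The median score of all genes with cisplatin stayed below 0, from -0.14 to -0.021 at 24 h and from -0.11 to -0.072 at 72 h with each library left out. For time in DMSO it was 0.076 over the genes above the median exon count and 0.074 to 0.15 with each library left out. For time in cisplatin it was 0.13 from summed counts and 0.035 to 0.15 with each library left out.

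For the edgeR ratio test, cisplatin at 72 h gave 4 genes with at least 1 exon and 1 intron count in 1 library, 1 with at least 10 of each in every library, and 1 to 4 with each library left out. Both genes were kept under DESeq2, the block and the 6 libraries alone. At 24 h each alternative gave 0 genes, with 314 to 848 at an unadjusted p under 0.05. DESeq2 gave 744 genes for time in cisplatin. Each library left out gave 698 to 878 genes for time in DMSO and 635 to 1121 in cisplatin. The interaction gave 1 gene with exon and intron counts normalized separately, and 0 to 1 with each library left out (365 to 512 at an unadjusted p under 0.05 where it gave 0). Separate normalization also moved the split of lower and higher ratios, from 316 and 759 to 514 and 675 for time in DMSO, from 334 and 784 to 596 and 691 in cisplatin, and from 2 and 0 to 2 and 1 for cisplatin at 72 h.

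With at least 1 count in any library, exon counts changed for 7 genes with cisplatin at 24 h and 154 at 72 h, and for 20 by the interaction. Of the 154 genes at 72 h, 61 were lower and 93 higher with cisplatin. DESeq2 gave 85 genes at 72 h (43 lower and 42 higher), 1 of them among the 3 of edgeR. Each library left out gave 0 to 1 genes at 24 h, 0 to 73 at 72 h and 0 to 1 for the interaction (211 to 418, 631 to 927 and 575 to 1306 at an unadjusted p under 0.05 where they gave 0). The 73 genes, without DMSO 72 h replicate 3, were 38 lower and 35 higher.

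Intron counts at 24 h changed for 0 genes under DESeq2, the replicate block and the library sizes of the exon counts (382, 454 and 642 at an unadjusted p under 0.05), and for 5 with at least 1 count. At 72 h they changed for 19 genes with at least 1 count and 29 in a fit of the 6 libraries. The split was 20 lower and 9 higher in that fit, 2 and 4 with total counts, and 2 and 2 in the fit of 12 libraries. The interaction gave 11 genes with at least 1 count, 1 with total counts, and 0 with the block and with exon library sizes (523 and 451 at an unadjusted p under 0.05). Each library left out gave 0 to 2 genes at 24 h, 3 to 9 at 72 h and 0 to 7 for the interaction (497 to 664 and 470 to 547 where they gave 0).

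Single genes gave 37 results and 448 alternative values, of which 346 kept their side of the threshold, 80 fell short of it and 22 changed direction. Genes of imaged proteins never passed the threshold, so they could not fall short of it and mostly count among the 346. All 80 that fell short belong to results past the threshold, so the 346 does not measure how stable those results are. With each library left out, the intron counts at 24 h changed by -3.33 to 0.073 for SLCO5A1 and by -3.15 to 0.39 for HFM1, and both were above 0 only without DMSO replicate 1. The other changes of direction concern genes of imaged proteins, whose changes were near 0. With each library left out, the ratio ran from -0.23 to 0.18 for FBL and from -0.24 to 0.39 for CENPA at 24 h, and from -0.018 to 0.27 for TOMM20 at 72 h. Exon counts at 24 h ran from -0.019 to 0.016 for FBL, from -0.028 to 0.025 for NCL, from -0.026 to 0.10 for CENPA, from -0.064 to 0.029 for TOMM20 and from -0.055 to 0.013 for NPM1. At 72 h they ran from -0.028 to 0.026 for NCL and from -0.020 to 0.064 for TOMM20. The intron counts of SRSF2 at 24 h ran from -0.096 to 0.10. Fitted to 6 libraries, the exon counts of FBL changed by -0.0010 at 24 h.

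The replicate number as a block gave 0 and 2 genes for the exon/intron ratio and for exon counts, and 0 and 3 for intron counts, at 24 and 72 h. Deviations of same-numbered libraries had mean correlations across genes between -0.034 and 0.074.

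A 1.25-fold change of the ratio was recovered for 2 of 200 simulated genes by edgeR, so changes of the size of the median score are below what it can show for single genes.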

Differences from the paper's values

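With edgeR's quasi-likelihood test in place of logistic regression, 1075 genes had a changed exon/intron ratio between 72 and 24 h in DMSO, against the paper's 3170 differentially spliced transcripts, and 1118 genes in cisplatin, against the paper's 3842. For cisplatin against DMSO, it gave 0 genes at 24 h (594 at an unadjusted p under 0.05), against the paper's 1012, and 2 genes at 72 h, against the paper's 1034. In the simulation with a 1.25-fold change, edgeR recovered 2 of 200 genes and called 0 unchanged genes. The logistic regression recovered 97 and called 939 unchanged genes. The low numbers by edgeR therefore do not exclude changes of that size. None of the alternatives of this test set before the data were examined came within 1.5 times the paper's counts: DESeq2, the filters on low counts, separate normalization, the replicate block, the 6 libraries alone and each library left out in turn.

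The logistic regression that the paper's methods name, run here with a Wald test, gave 3278, 3984, 1110 and 1144 genes, each within 1.5 times the paper's count. Among its alternatives set before the data were examined, the likelihood ratio test, the other filters on low counts and the replicate block were also within 1.5 times of the paper's counts. The quasi-binomial model was not, with 64, 97, 0 and 0 genes (530 and 683 at an unadjusted p under 0.05 for the last pair). Leaving out 1 library was not for 3 of the 6 fits at 24 h, with 245, 503 and 1555 genes.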

Other observations

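The tests of replicate spread, of thinned and summed counts, of same-numbered pairs, of exchanged labels and of other splits were chosen only after the results were seen. So was the use here of the 100 genes with the most intron counts. Leaving out those genes was itself an alternative for the intronic share set before the data were examined. For p53 target genes, the reading was changed after the values were seen, so as to leave the explanation open, where the one set first would have counted against activation. For depth at 24 h, the reading was also changed after the values were seen, since the score met the rule set first for depth and the one set against it. The rule written for same-numbered pairs read a change of sign as a sign of a shared level, which does not follow, and it was not applied.

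Spread between replicates may account for many of the genes called by logistic regression with cisplatin. The median dispersion of the called genes was 3.02 at 24 h and 2.27 at 72 h, against 0.832 over all genes in simulated libraries with independent reads only. Calling favours genes with a large spread, and over all genes tested the real medians were 1.96 and 1.78. In libraries simulated with the real spread, the regression called 975 of 9177 unchanged genes at 72 h. The comparison at 24 h was not simulated. Each gene was drawn separately, so the simulated false calls have no shared direction. Their number exceeds that in any other split of the real libraries at 72 h (at most 785), so it may overstate the false calls there. In the real libraries, 1110 and 1144 genes were called at 24 and 72 h. At 24 h, 3 of the 4 splits of the libraries that part the same-numbered pairs gave as many genes, the real one included, and the others ranged from 609 to 1960. The remaining 6 splits gave 360 to 1138 genes. At 72 h, only the real split did (1 of 4), with 482 to 506 genes in the other 3 and 295 to 785 in the remaining 6. The direction and the median score of the splits differ in the same way. At 24 h, up to 96.7% of the called genes in another split went one way by the sign of the regression coefficient, against 93.3% in the real one, and 4 of 10 splits had a median score as large in size, up to 0.15 against 0.070. At 72 h, the real split was the largest of 10 in both, with 84.9% against at most 76.8% and a median score of 0.094 in size against at most 0.061. For time, the real median score was reached by 2 of 10 splits in DMSO and 4 of 10 in cisplatin, the real ones included, although the real split gave the most genes (1 of 4 in DMSO and 1 of 4 in cisplatin), with at most 1330 and 2739 genes in any other split. No share under 0.05 can come from 4 splits.

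By edgeR, the real split gave 2 genes with a changed ratio for cisplatin at 72 h and no other split that parts the pairs gave any (1 of 4 as large), with 296 to 385 genes at an unadjusted p under 0.05 against 585. For time, the same held in DMSO (1 of 4) and in cisplatin (1 of 4), with 383 to 437 and 287 to 706 genes at an unadjusted p under 0.05 in the others. For exon counts at 72 h, 1 of 4 splits gave as many. Where the real split gave 0 genes, every split gives as many by construction, which tests nothing: 4 of 4 for the ratio at 24 h, 4 of 4 for exon counts at 24 h, and 32 of 32 for each interaction. There, the genes at an unadjusted p under 0.05 can be compared. As many as the real 594, 260, 427 and 985 came from 3 of 4 splits for the ratio at 24 h, 4 of 4 for exon counts at 24 h, 21 of 32 for the ratio interaction and 10 of 32 for the exon interaction.

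Several technical explanations of the lower exon/intron ratios with cisplatin were tested. With every library thinned to 18526830 counts, the median score was -0.070 at 24 h and -0.091 at 72 h. The score at 24 h was also -0.070 before thinning, within the spread of the libraries at either depth. Thinning takes exon and intron counts in the same proportion, so it can show a bias from low counts only, and other effects of depth were not tested. With counts summed over replicates it was -0.11 and -0.073, so a mean of ratios at low counts is not needed for it. An even intronic background such as genomic DNA would lower the ratio most in the genes with the fewest intron counts per kb. As a mean over the 3 cisplatin libraries, the median change in the 2326 genes with the fewest was above that in the 2326 with the most, by 0.017 at 24 h and 0.0050 at 72 h, and the sign differed between libraries. The rank correlation across genes of the change with exonic GC content, as a mean over these libraries, was -0.063 at 24 h and 0.012 at 72 h, and its sign also differed between them. Without the 100 genes with the most intron counts, the intronic share was still higher with cisplatin, by 0.242 and 0.270 percentage points. The share was higher in 2 of 3 same-numbered pairs at 24 h and in 3 of 3 at 72 h, and 3 pairs cannot give a sign-flip p under 0.25. A level of intronic counts shared by same-numbered libraries would cancel within pairs, so these signs do not test it. The lower ratios at 72 h are consistent with an effect of cisplatin, but a difference in preparation between the cisplatin and DMSO libraries was not tested. Those at 24 h are within the spread of the libraries.

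Changes with cisplatin were compared between the times. The rank correlation across genes of the changes in exon/intron ratio at 24 and 72 h was -0.0064, and 79 of 100 random relabellings gave one as large in size, the real labels included. For exon counts it was -0.15, with 28 of 100 as large. Neither shows a response shared between the times. Of the genes called by logistic regression, 222 were called at both times, 192 of them in the same direction, where 131 are called at both by chance. Most called genes had a score below 0 at each time (93.2% and 84.9%), so many would agree in direction without a shared response. The 131 takes every gene as equally likely to be called. Called genes had more intron counts, with a median of 163 per library against 63.6 over all genes at 24 h. The overlap therefore cannot show a shared response. Changes from 24 to 72 h were shared between treatments, with a rank correlation of 0.55 that only the real labels reached (1 of 100). The edgeR test called 589 genes in both treatments, all in the same direction, against 128 by chance. Genes are not independent replicates, and no explanation was tested for this.

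The intronic share and the score moved apart over time. The share rose by 0.325 percentage points in DMSO while the median score rose by 0.10, which stands for fewer intron counts per exon count. Without the 100 genes with the most intron counts the share changed by -0.0399 points, so a few genes with many intron counts may account for the contrast.

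Cisplatin crosslinks could stall transcription on long genes. The rank correlation across 10436 genes of the change of exon counts with gene span was -0.16 at 24 h and 0.24 at 72 h, and 5 of 10 splits of the libraries gave one as large at either time. The values give no sign of such stalling beyond the spread of the libraries.

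Of 8 p53 target genes listed beforehand, 3 could be tested, and 0 had changed exon counts at 24 or 72 h by edgeR with adjustment over the list (0 at an unadjusted p under 0.05 at either time). For intron counts, 4 of the 8 could be tested, with 0 changed at 24 h (0 at an unadjusted p under 0.05) and 1 at 72 h. GADD45A, which has no exon entry, changed by -0.49 (standard error 0.185) at 72 h, with an adjusted p of 0.0416 over the list by edgeR with Benjamini-Hochberg adjustment, and of 0.641 over all genes. With so few of the list tested, the 0 genes with changed exon counts leave p53 activation open. Of 12 SR protein genes, 10 were tested and 0 had changed exon counts at either time (0 at 24 h and 1 at 72 h at an unadjusted p under 0.05). Adjusted over all genes, the counts were also 0 for both lists. At 72 h, 8 of the 10 SR protein genes were lower with cisplatin, with a median log2 change of -0.064. At 24 h, 7 were higher and 3 lower, with a median of 0.0036.

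An exchange of labels between 2 libraries at 24 h could hide a difference. Among the other splits of the 6 libraries, the most genes with changed exon counts by edgeR was 1. The labels as given yield only 3 such genes at 72 h, so this count could hardly show an exchange. At an unadjusted p under 0.05 by edgeR, other splits gave up to 1758 genes, against 260 for the real one. The 24 h libraries thus differ more along other divisions than between cisplatin and DMSO. By logistic regression, the split that exchanges cisplatin and DMSO replicate 3 called the most genes of the 10 splits. It called 1960 genes, 96.7% of them in one direction, with a median score of 0.150 in size. The real split called 1110, with 93.3% and 0.070. This split was picked after its values were seen, so an exchange is neither shown nor excluded.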
